# mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity

**DOI:** 10.1038/s41467-022-34763-y

**Published:** 2022-11-25

**Authors:** Kuan Zhang, Erica Yao, Ethan Chuang, Biao Chen, Evelyn Y. Chuang, Pao-Tien Chuang

**Keywords:** Development, Organogenesis, Energy metabolism, Morphogenesis

## Abstract

Formation of branched organs requires sequential differentiation of stem cells. In this work, we find that the conducting airways derived from SOX2^+^ progenitors in the murine lungs fail to form without mTOR complex 1 (mTORC1) signaling and are replaced by lung cysts. Proximal-distal patterning through transitioning of distal SOX9^+^ progenitors to proximal SOX2^+^ cells is disrupted. Mitochondria number and ATP production are reduced. Compromised mitochondrial capacity results in a similar defect as that in mTORC1-deficient lungs. This suggests that mTORC1 promotes differentiation of SOX9^+^ progenitors to form the conducting airways by modulating mitochondrial capacity. Surprisingly, in all mutants, saccules are produced from lung cysts at the proper developmental time despite defective branching. SOX9^+^ progenitors also differentiate into alveolar epithelial type I and type II cells within saccules. These findings highlight selective utilization of energy and regulatory programs during stem cell differentiation to produce distinct structures of the mammalian lungs.

## Abstract (web summary)

Lung branching requires differentiation of progenitor cells to be coordinated with morphogenetic events. Zhang et al. find that loss of mTORC1 signaling in the distal SOX9^+^ lung progenitors reduces mitochondrial capacity and ATP production, thus disrupting the formation of the conducting airways without affecting the development of the gas exchange unit.

## Introduction

Developmental processes are executed through successful implementation of cellular functions in distinct cell types and in a spatially and temporally specific manner. These cellular functions underlie key processes such as cell proliferation, migration, differentiation and morphogenesis. Essential cellular function relies on energy supply. Thus, it is assumed that all developmental processes are energy dependent. However, it is unclear if different cell types and cellular processes display a similar level of energy dependence in vivo. Answers to this question will provide insight into how energy is utilized at tissue and organismal levels during development.

Generation of the elaborate respiratory tree in mammals requires the production of an appropriate number of cells and acquisition of cellular properties that enable cell migration, differentiation and morphological changes^1–4^. Extensive studies have uncovered genes and pathways and the cellular events that control many aspects of these processes^5–8^. The lungs undergo multiple rounds of stereotypic branching^9^ to increase the total surface of gas exchange. Once lung branches are produced, SOX2^+^ cells demarcate the proximal airway while SOX9^+^ cells are distributed in the airways distal to the SOX2^+^ domain^10^. Expansion of the distal SOX9^+^ cell population is proposed to give rise to proximal SOX2^+^ cells through changes in the transcription program. In particular, cessation of *Sox9* expression is largely concomitant with *Sox2* activation and subsequent formation of the conducting airways. As a result, the conducting airways extend distally due to the sequential addition of newly generated SOX2^+^ cells, which differentiate into various cell types including club cells, ciliated cells and goblet cells. The distal SOX9^+^ progenitors subsequently generate saccules and differentiate into alveolar epithelial type I (AT1) and type II (AT2) cells. The alveolus^11–13^, the unit of gas exchange, forms within saccules. Little is known about how energy utilization impacts distinct processes during lung development.

mTOR complex 1 (mTORC1) controls many essential cellular functions^14,15^. It is indispensable for cell growth, cell proliferation and cell cycle progression^16^. mTORC1 is also a sensor of energy and nutrients and controls biomass accumulation and multiple aspects of cell metabolism including anabolic and catabolic processes^17^. mTORC1 modulates ATP production via regulating the capacity of the mitochondria^18,19^. *Rptor* (*Raptor*, *rapamycin-sensitive regulatory associated protein of mTOR*)^20^ encodes an essential component of mTORC1, which includes the RPTOR scaffold protein, the mTOR kinase and several other proteins^21^. How mTORC1 signaling regulates lung organogenesis has not been reported. Manipulating mTORC1 or mitochondrial function thus provides a means to modulate energy utilization during organ formation in animals.

In this work, we have employed lung development in mice as a system to decipher energy dependence in different cell types and cellular processes in vivo. Through control of mTORC1 signaling and mitochondrial capacity during lung development, we have discovered energy dependence for distinct cellular processes to form lung branches and saccules. The transition of the distal SOX9^+^ progenitors to proximal SOX2^+^ progenitors to produce the conducting airways is vulnerable to energy reduction. By contrast, morphogenesis of the distal SOX9^+^ progenitors to generate saccules and differentiation into alveolar epithelial cells within saccules are more resistant to energy deficiency. Through RNA-Seq we have identified the downstream effectors (including Hedgehog signaling) of the mTORC1–mitochondrial axis in forming the conducting airways. These findings suggest that a given cellular process in a distinct environment in vivo displays different energy requirements. This approach provides a way to reveal how energy utilization impacts cellular processes and classify cellular processes in terms of energy utilization.

## Results

### Inactivation of mTORC1 signaling in the lung epithelium disrupts branching morphogenesis

To study the effect of energy utilization on lung branching, we eliminated *Raptor* (*Rptor*), a key component of mTORC1, in the murine lung epithelium. We produced *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice, in which broad expression of *Shh*^*Cre*^^22^ in the lung epithelium converted a floxed (f) allele of *Rptor* (*Rptor*^*f*^)^20^ to a null allele (Supplementary Fig. 1c). As a result, mTORC1 function was disrupted. Consequently, the cellular processes controlled by mTORC1 were perturbed. For instance, mTORC1-dependent phosphorylation of ribosomal protein S6 (RPS6)^23^ was reduced in the lung epithelium of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 12.5 *days post coitus* (*dpc*) (Fig. 1a, b).

**Fig. 1:**
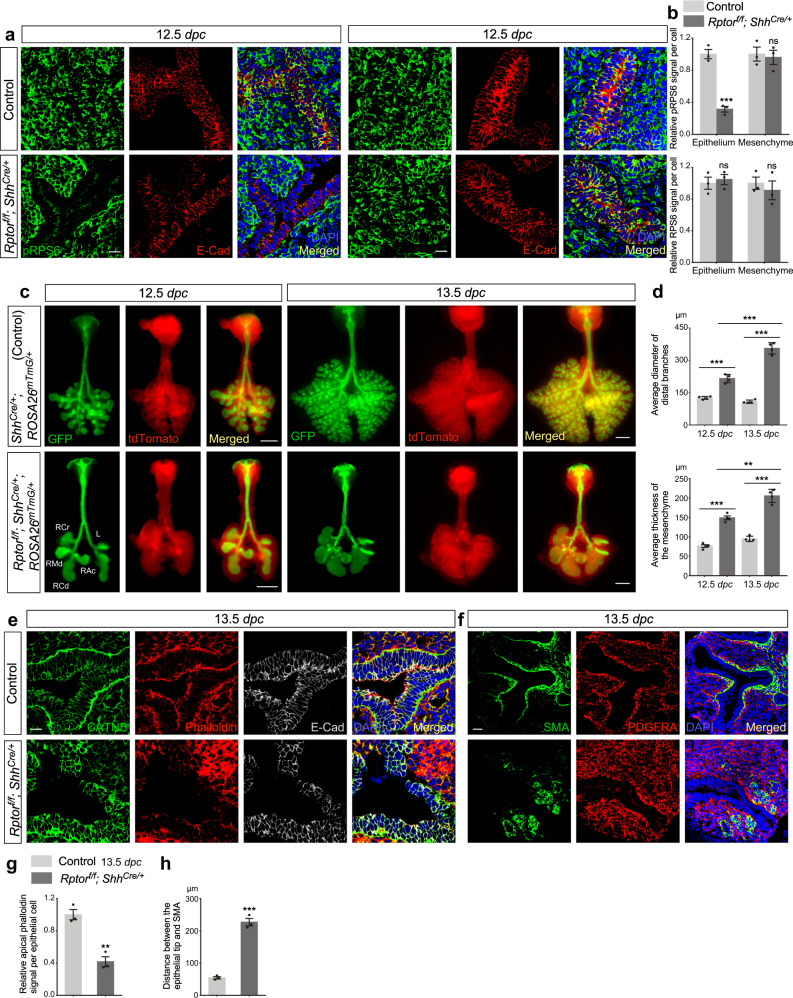
*Rptor* controls mammalian lung branching. **a** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 12.5 *days post coitus* (*dpc*). E-Cadherin (E-Cad; CDH1) labels all epithelial cells, while phosphorylated RPS6 (pRPS6) is a marker of mTORC1 activity. A sharp reduction in pRPS6 signal in the lung epithelium indicates efficient recombination of the *Rptor* flox allele (*Rptor*^*f*^) by *Shh*^*Cre*^. Scale bar = 10 μm. **b** Quantification of the relative signal of pRPS6 and RPS6 in the lung epithelium and mesenchyme (*n* = 3 for each group) at 12.5 *dpc*. Five views per lung (a total of 15 views) were used for quantification. The signal per cell was calculated as follows. The signal density in control and mutant lungs was measured using ImageJ, and then divided by the corresponding number of cells. **c** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^; *ROSA26*^*mTmG/*+^ (control) and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 12.5 and 13.5 *dpc*. GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Epithelial branching was perturbed at 12.5 *dpc*. A thickened layer of non-epithelial cells (tdTomato^+^) was observed in *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ lungs. Scale bar = 0.5 mm. **d** Quantification of the average diameter of distal branches (GFP^+^) and the average thickness of the mesenchyme (tdTomato^+^) surrounding the distal buds of *Shh*^*Cre/+*^; *ROSA26*^*mTmG/*+^ (control) and *Rptor*^*f/f*^; *Shh*^*Cre/+*^; *ROSA26*^*mTmG/*+^ lungs at 12.5 and 13.5 *dpc* (*n* = 4 for each group). At least 5 buds per lung were used for measurement by ImageJ. The increased diameter and thickness in the mutant lungs from 12.5 to 13.5 *dpc* are consistent with halted branching morphogenesis. **e** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 13.5 *dpc*. CATNB (CTNNB1) is expressed in all cells while E-Cad only labels epithelial cells. Phalloidin binds to F-actin and marks the actin cytoskeleton. A decreased apical actin cytoskeleton was observed in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. Scale bar = 10 μm. **f** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 13.5 *dpc*. SMA (ACTA2) and PDGFRA labeled airway and vascular smooth muscle cells, where PDGFRA labels all smooth muscle cells while SMA largely marks smooth muscle cells in the proximal airway. Many PDGFRA^+^ cells with reduced SMA expression were found in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. Scale bar = 25 μm. **g** Quantification of the relative apical phalloidin signal per epithelial cell (n = 3 for each group). Five views per lung (a total of 15 views) were quantified as in (**b**). **h** Quantification of the distance between the epithelial tip and the position of SMA expression (*n* = 3 for each group). Five views per lungs (a total of 15 views) were used. The epithelial tip was identified by DAPI. All values are mean ± SEM. (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t* test). Source data are provided as a Source Data file.

While development of the trachea and main stem bronchi was normal in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs, branching morphogenesis was compromised (Supplementary Fig. 1a, b, d). Defective branching was first observed at 12.5 *dpc* and continued throughout lung development (Fig. 1c, d). In control lungs at 11.5 *dpc*, the five main branches (right cranial [RCr], right middle [RMd], right caudal [RCd], right accessory [RAc] and left [L]) were established to generate the five lobes in adult lungs^9^. Daughter branches have emerged from the five main branches in control lungs at 12.5 *dpc* (Fig. 1c, d). By contrast, *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs maintained the rudimentary pattern of five main branches without new daughter branches at 12.5 *dpc* (Fig. 1c, d). Multiple solid sphere-shaped structures formed at the distal part of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 1c, d) and these animals died soon after birth due to respiratory failure. These results suggest that mTORC1 plays an essential role in controlling lung branching. Analysis of the branching defects in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice provides a unique opportunity to explore how energy utilization impacts specific developmental processes.

To investigate whether loss of mTORC1 altered cellular behaviors and thus defective branching, we probed the properties of epithelial cells. Cell proliferation assessed by EdU incorporation^24^ was unaffected in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs at 12.5–13.5 *dpc* (Supplementary Fig. 2). mTORC1-deficient epithelial cells in either the proximal SOX2^+^ or distal SOX9^+^ domain had a similar rate of EdU incorporation in comparison with control lungs. This observation suggests that the branching defect in *Rptor-*deficient lungs was not due to reduced cell proliferation. We speculate that production of new lung epithelial cells in the absence of stereotypic branching leads to the formation of sphere-shaped structures and subsequently cysts in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs.

We noticed reduced expression of several markers at the apical surface of epithelial cells in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs at 13.5 *dpc*. For instance, the actin cytoskeleton (labeled by phalloidin)^25^, pMLC2 (indicative of mechanical force production)^26^ and PKCζ (apical epithelial cell marker)^27^ were preferentially concentrated at the apical surface of epithelial cells in control lungs. Instead, phalloidin, pMLC2 and PKCζ levels were reduced at the apical surface of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 1e, g and Supplementary Fig. 3). These results suggest that removal of mTORC1 was associated with loss of apical-basal polarity and mechanical force production in epithelial cells. These defects could contribute to abnormal branching morphogenesis in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs.

### The SOX9^+^ population in the distal airway fails to generate SOX2^+^ cells in the absence of mTORC1

Since lung branching is disrupted in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs, we investigated if specification of the proximal-distal airway was perturbed in the absence of mTORC1 signaling. This could be the molecular basis of defective branching. During lung branching, patterning of the airway smooth muscle is closely coordinated with patterning of the airways. Alpha smooth muscle actin (SMA)^28^ is highly expressed in mesenchymal cells along the epithelial tube except at the tip of lung branches in control lungs. SMA expression in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs was largely absent along the stratified proximal epithelium and was only detected in the most proximal region (Fig. 1f, h). This suggests that proximal-distal patterning of airway smooth muscles is disrupted in *Rptor*-deficient lungs. Moreover, proximal-distal patterning of blood vessels^29^, which follow airway branching, was also perturbed in *Rptor*-deficient lungs (Fig. 2a). These findings suggest that removal of epithelial *Rptor* disturbs proximal-distal patterning of all structures, including the airways, smooth muscles and blood vessels.

**Fig. 2:**
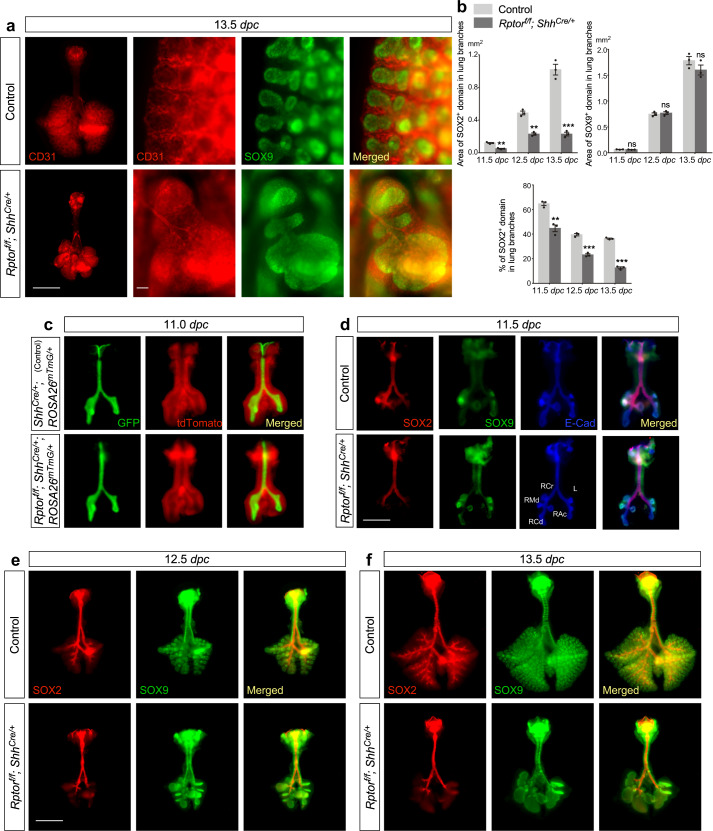
SOX2–SOX9 distribution is perturbed in *Rptor*-deficient lungs. **a** Whole-mount immunostaining of dissected lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 13.5 *days post coitus* (*dpc*). CD31 (PECAM1) labeled endothelial cells while SOX9 marked the distal airway epithelium. Scale bar = 1 mm for whole-lung images; scale bar = 100 μm for images with higher magnification. **b** Quantification of the area of SOX2^+^ and SOX9^+^ domains and the percentage of SOX2^+^ domain in lung branches in control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs from 11.5 to 13.5 *dpc* (*n* = 3 for each group). In the absence of epithelial *Rptor*, the area of the SOX9^+^ domain in the distal lung increased at a rate similar to that in control lungs. By contrast, the area of the SOX2^+^ domain failed to expand in the mutant lungs. This suggests that the SOX9 to SOX2 transition was blocked in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. **c** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control) and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 11.0 *days post coitus* (*dpc*). GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Scale bar = 0.5 mm. **d** Whole-mount immunostaining of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 11.5 *dpc*. E-Cadherin (E-Cad) labeled all epithelial cells. SOX9 labeled the distal airway epithelium, while SOX2 labeled the proximal airway epithelium. Scale bar = 0.5 mm. **e** Whole-mount immunostaining of dissected lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 12.5 *dpc*. Scale bar = 1 mm. **f** Whole-mount immunostaining of dissected lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 13.5 *dpc*. Scale bar = 1 mm. All values are mean ± SEM. (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t*-test). Source data are provided as a Source Data file.

To affirm this notion, we examined the distribution of SOX2^+^ and SOX9^+^ epithelial cells during lung development. The segregation of SOX2^+^ and SOX9^+^ cells was already apparent at 11.5 *dpc* in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs when no apparent structural abnormality could be discerned between control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 2b, c, d and Supplementary Fig. 4a). At this stage, SOX2^+^ cells were detected in the five main branches derived from the two primary buds in control lungs. By contrast, SOX2^+^ cells were absent in the corresponding lung branches in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. As development proceeded, the SOX2^+^ domain remained confined to the trachea and main stem bronchi of the mutant lungs (Fig. 2b, e, f and Supplementary Fig. 4b). This result suggests that the program that produces SOX2^+^ cells from SOX9^+^ progenitor cells is not turned on in the absence of mTORC1. As a result, the conducting airways that are derived from SOX2^+^ cells fail to form in *Rptor*-deficient lungs. It also implies that loss of mTORC1 has a fundamental impact on the acquisition of cellular properties in SOX9^+^ progenitor cells.

### SOX9^+^ cells lacking mTORC1 still form saccules and differentiate into AT1 and AT2 cells

Branching morphogenesis is followed by the formation of saccules at the end of lung branches and specification of cell types in both the proximal and distal airways. In control lungs at 16.5 *dpc*, the distal SOX9^+^ progenitors produced saccules, which were composed of AT1 (AQP5^+^/T1α^+^/HOPX^+^) and AT2 (SPC^+^) cells. By contrast, cavitation of solid sphere-shaped structures in the distal regions of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs produced cysts, which became apparent at 16.5 *dpc* (Fig. 3a and Supplementary Fig. 5). *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs at 18.5 *dpc* consisted of a few large cysts (Fig. 3b) without forming the conducting airways.

**Fig. 3:**
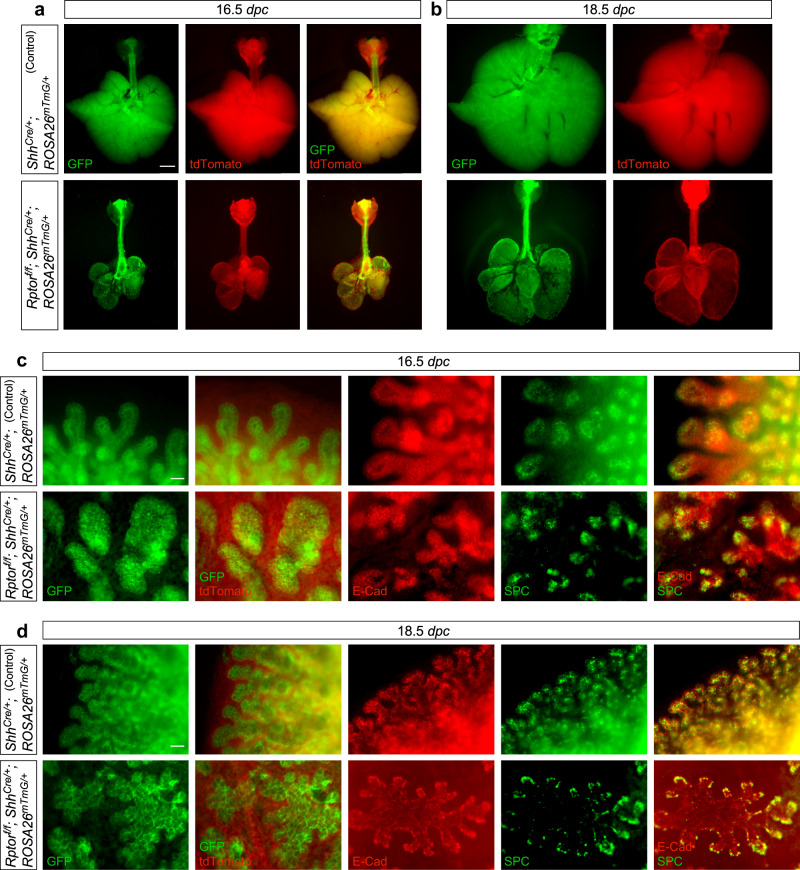
Loss of *Rptor* does not disrupt saccule formation. **a**, **b** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control) and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ mice at 16.5 and 18.5 *days post coitus* (*dpc*). GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Many GFP^+^ dots were present on the surface of *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ lungs. Scale bar = 1 mm. **c** Higher magnification of whole-lung imaging and whole-mount immunostaining of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 16.5 *dpc*. GFP and E-Cadherin (E-Cad) labeled all epithelial cells, while SPC (SFTPC) marked alveolar epithelial type II (AT2) cells located at the tips of saccules. Many GFP^+^ dots and patches were found on the surface of *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ lungs at 16.5 *dpc*. SPC distribution in saccule-like structures in *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ lungs was similar to that in control lungs at 16.5 *dpc*. Scale bar = 25 μm. **d** Higher magnification of whole-lung imaging and whole-mount immunostaining of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 18.5 *dpc*. GFP and E-Cadherin (E-Cad) labeled all epithelial cells, while SPC marked alveolar epithelial type II (AT2) cells located at the tip of saccules. Developmental progression of SPC distribution from 16.5 to 18.5 *dpc* followed a similar pattern between control and *Rptor*-deficient lungs. Scale bar = 25 μm.

Unexpectedly, despite lack of branching morphogenesis, the cysts in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs contained saccule-like structures on the surface (Fig. 3c, d). At 15.5 *dpc*, structures with focal SOX9 expression could be observed on the surface of *Rptor*-deficient cysts (Supplementary Fig. 6a, b). These SOX9^+^ foci coalesced into irregular patches and developed into saccule-like structures at 16.5 *dpc* (Fig. 3c and Supplementary 6c, d, e). These saccule-like structures on the cystic surface of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs further branched and became interconnected, reminiscent of saccule formation in control lungs (Supplementary Fig. 7). To confirm that the saccule-like structure in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs was derived from the distal lung epithelium, we examined marker expression in these regions. Indeed, SOX2 was absent in saccule-like structures (Fig. 4a, b, e, h, i and Supplementary Fig. 6).

**Fig. 4:**
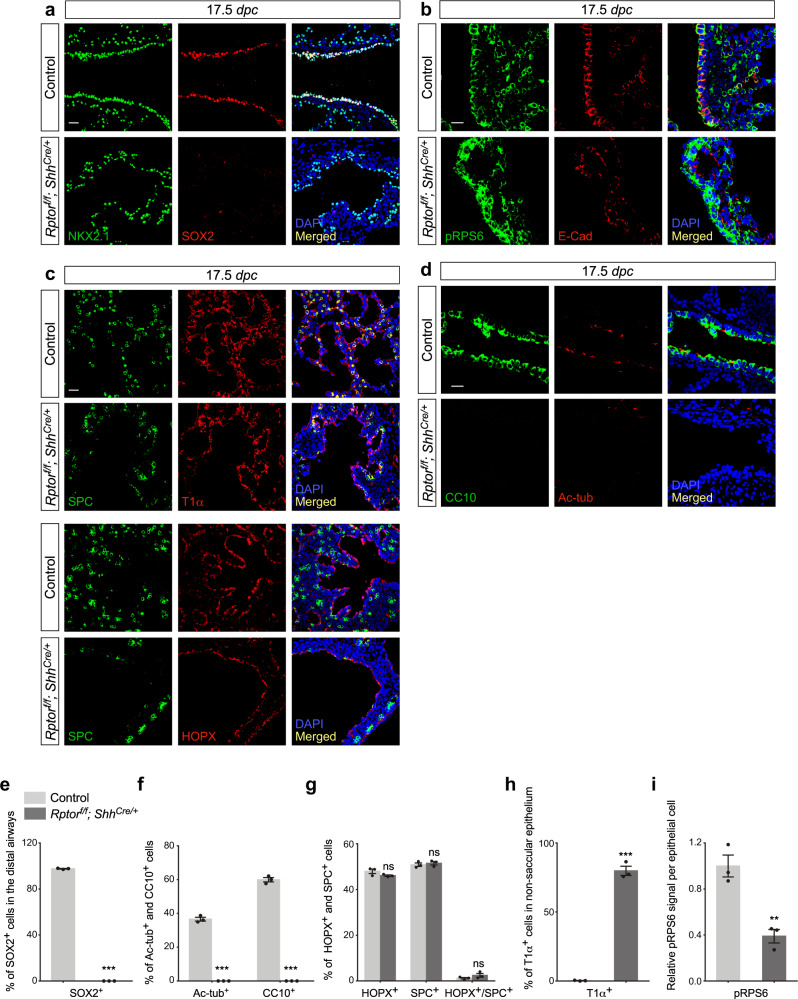
Cell type specification occurs in *Rptor*-deficient saccules despite loss of cell types in the conducting airways. **a** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 17.5 *days post coitus* (*dpc*). NKX2.1 labeled all epithelial cells, while SOX2 labeled the conducting airways. Scale bar = 25 μm. **b** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 17.5 *dpc*. E-Cadherin (E-Cad) labeled all epithelial cells including the epithelium of the airways and saccules; pRPS6 is a marker of mTORC1 activity. pRPS6 signal was sharply reduced in the lung epithelium of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 17.5 *dpc*. Scale bar = 10 μm. **c** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 17.5 *dpc*. SPC labeled alveolar epithelial type II (AT2) cells, while T1α (PDPN) or HOPX marked alveolar epithelial type I (AT1) cells. Scale bar = 25 μm. **d** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 17.5 *dpc*. CC10 marked club (Clara) cells and Ac-tub marked ciliated cells in the airways. Scale bar = 10 μm. **e** Quantification of the percentage of SOX2^+^ cells in the conducting airways (*n* = 3 for each group), shown in (**a**). **f** Quantification of the percentage of Ac-tub^+^ and CC10^+^ cells in the conducting airways (*n* = 3 for each group), shown in (**d**). **g** Quantification of the percentage of HOPX^+^ (AT1) cells and SPC^+^ (AT2) cells in the saccules (*n* = 3 for each group), shown in (**c**). **h** Quantification of the percentage of T1α^+^ cells in the non-saccular epithelium (excluding the trachea and main stem bronchi) (*n* = 3 for each group), shown in (**c**). **i** Quantification of the relative pRPS6 signal in the lung epithelium (*n* = 3 for each group), shown in (**b**). Five views per lung (a total of 15 views) were used for counting in (**e**–**i**). All values are mean ± SEM. (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t*-test). Source data are provided as a Source Data file.

We then asked whether production of AT1 and AT2 cells from the SOX9^+^ domain was affected in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. We found that SOX9^+^ saccule-like structures were populated by AT2 and AT1 cells (Figs. 3c, d and 4c, g and Supplementary Fig. 8c, d). SPC^+^ AT2 cells were interspersed within a layer of AT1 cells and preferentially distributed at the tip of saccules in a pattern similar to that in control saccules. By contrast, cell types in the conducting airways such as club cells (CC10^+^) and ciliated cells (Ac-tub^+^) were absent in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 4d, f and Supplementary Fig. 8a, b). These findings suggest that while production of SOX2^+^ cells from the SOX9^+^ domain was perturbed, SOX9^+^ cells were capable of forming saccules and differentiating into AT1 and AT2 cells.

### RNA-Seq analysis of mTORC1-deficient lungs reveals perturbed pathways involved in branching morphogenesis

To gain additional insight into how mTORC1 controls lung branching, we collected lungs from control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 11.5 *dpc* and performed RNA-Seq analysis^30^ to probe the changes in transcriptomes in the absence of mTORC1 (Fig. 5a, b, c). 

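For this experiment, whole lungs were pooled by genotype, with 3 or 4 lungs in each pool. Libraries were made from 3 control pools (*Rptor* f/+*; Shh* Cre/+) and 3 mutant pools (*Rptor* f/f*; Shh* Cre/+) and sequenced on the BGISEQ platform. The authors deposited normalized counts, which are the reads of each gene divided by a size factor of the library, beside their own table of fold changes and p-values. The normalized counts of the control pools summed to between 20705058 and 20865998 per library (median 20777910), and those of the mutant pools to between 20791309 and 20860447 (median 20798323). In 5 of the 6 libraries, 100% of the values were whole multiples of a single step, which gave 20197642 to 21276090 reads per library. The reads of control pool 3 were not recovered here, which does not show that they could not be. The paper's text does not name the aligner, the genome build, the counting tool or the software package behind the comparison. From the deposited values, log2(normalized count + 1) was compared between the 3 mutant and the 3 control pools with limma, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low counts. The test covered the 17168 genes with a normalized count of at least 1 in at least 3 libraries, of 23420 genes listed. An adjusted p under 0.05 was reached by 86 genes, of which 32 were higher and 54 lower in the mutant pools, and an unadjusted p under 0.05 by 2328 genes. At the adjusted threshold, leaving out 1 pool at a time gave between 1 and 468 genes.

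*Rptor*, the targeted gene, lies on chromosome 11 of GRCm38 from 119602905 to 119899576. Its normalized count was 2199 ± 77.0 (SD, n = 3 pools) in control lungs and 2103 ± 69.1 (SD, n = 3) in mutant lungs. The log2 fold change was -0.06 (standard error 0.05, limma adjusted p = 0.584), and the values of the 2 groups overlapped. These counts cover the whole gene in whole lungs, including cells outside the epithelium. Among genes with an adjusted p under 0.05 and no overlap between the groups, the 5 largest rises were in *Zfp811* (log2 fold change 1.07), *Ulk4* (0.87), *Rps18* (0.71), *Myof* (0.70) and *Fgf10* (0.64). The 5 largest falls were in *Fam43b* (-3.53), *Aqp4* (-1.86), *Mir692-1* (-1.64), *1700011H14Rik* (-1.61) and *Muc4* (-1.47). Of these falls, that of *Fam43b* had the widest spread, with a normalized count of 47.1 ± 41.8 (SD, n = 3) in control pools and 2.32 ± 1.49 (SD, n = 3) in mutant pools. *Rps18* has 3 pseudogenes named in the GENCODE M21 annotation, and reads could be split between such copies, so its count is uncertain, and a strain haplotype near it that differs between the groups was not ruled out.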

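Gene lists for lung branching and for cell junctions were written from general knowledge before the values were seen, since no Gene Ontology annotation was used here. Each list was tested for an excess of genes with an adjusted p under 0.05 against all other tested genes, with a one-sided Fisher's exact test adjusted over the 7 lists examined. Of 117 tested genes of the lung branching list, 3 were among the 86 genes, where 0.586 were expected (Fisher's exact test, adjusted p = 0.0489). All 3 were higher in the mutant pools. The normalized count of *Rspo2* was 1396 ± 17.7 (SD, n = 3 pools) in control lungs and 1917 ± 85.8 (SD, n = 3) in mutant lungs, a log2 fold change of 0.46 (limma adjusted p = 0.00728). *Fgf10*, on chromosome 13 of GRCm38 from 118669791 to 118792115, rose from 569 ± 65.8 to 888 ± 78.5 (log2 fold change 0.64, adjusted p = 0.0322). *Wt1* rose by 0.31 on the log2 scale (adjusted p = 0.0496). At an unadjusted p under 0.05 the list had 37 genes, 18 higher and 19 lower, against 15.9 expected (Fisher's exact test, adjusted p = 8.45e-07). The enrichment of this list passed the threshold in 4 of 10 alternatives and in 2 of the 6 fits that left out 1 pool. It did not pass with upper-quartile normalization of the values (adjusted p = 0.0554) or without a filter on low values (adjusted p = 0.147). In limma's camera test, which uses the direction of every gene, the list did not pass either (adjusted p = 0.817).

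Of 124 tested cell junction genes, 8 were among the 86, where 0.621 were expected (Fisher's exact test, adjusted p = 1.37e-06), with 7 of these lower and 1 higher in the mutant pools. This enrichment passed the threshold in 10 of 11 alternatives but in only 2 of the 6 fits that left out 1 pool. By limma's camera test the list was lower in the mutant pools (adjusted p = 0.0466). *Cdh1*, which encodes E-cadherin, lies on chromosome 8 of GRCm38 from 106603351 to 106670246. Its normalized count was 1439 ± 131 (SD, n = 3) in control pools and 736 ± 97.7 (SD, n = 3) in mutant pools, a log2 fold change of -0.97 (standard error 0.10, limma adjusted p = 0.00728). *Cldn6* fell from 3088 ± 333 to 1880 ± 180 (log2 fold change -0.71, adjusted p = 0.0119), and *Cldn4* fell from 728 ± 48.5 to 521 ± 16.9 (log2 fold change -0.48, adjusted p = 0.0263). All 3 of these genes are expressed in epithelium, and 19 of 20 epithelial marker genes were lower in the mutant pools, with a median log2 fold change of -0.41. Each of the named genes had no overlap between the groups, for which the smallest p that an exact permutation test of 3 pools against 3 allows is 0.1.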

Pathway analysis revealed perturbation of the tubular branching process and cell junction formation (Fig. 5b). Other pathways that control extracellular matrix organization, mesenchymal cell differentiation, cytosolic ribosome organization, apicolateral plasma membrane and basement membrane organization were also affected (Fig. 5c). Moreover, genes involved in the glycolytic pathway were also altered (Fig. 5a). This suggests that disturbed energy utilization in *Rptor*-deficient lungs is linked to cellular processes that control lung branching. 

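The extracellular matrix list had 7 of its 167 tested genes among the 86, against 0.837 expected (one-sided Fisher's exact test, adjusted p = 7.17e-05 over 7 lists). Of these, 6 were higher in the mutant pools and *Lamb3* was lower. *Ltbp4* rose from a normalized count of 1882 ± 36.4 (SD, n = 3 pools) in control lungs to 2535 ± 47.1 (SD, n = 3) in mutant lungs (log2 fold change 0.43, limma adjusted p = 0.00728). *Col1a1* rose from 19800 ± 1100 to 27828 ± 2191 (log2 fold change 0.49, adjusted p = 0.0125), and *Col1a2* rose by 0.34 on the log2 scale (adjusted p = 0.0128). At an unadjusted p under 0.05, 46 matrix genes were higher and 11 were lower. The enrichment of the matrix list passed the threshold in 10 of 11 alternatives but in only 3 of the 6 fits that left out 1 pool. By limma's camera test the list was higher in the mutant pools (adjusted p = 0.00052).

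The basement membrane list had 1 of 47 tested genes among the 86, against 0.235 expected (Fisher's exact test, adjusted p = 0.368). This gene was *Lamb3*, at 295 ± 44.4 (SD, n = 3) in control pools and 169 ± 16.5 (SD, n = 3) in mutant pools. With genes at an unadjusted p under 0.05, 12 basement membrane genes were counted against 6.37 expected (Fisher's exact test, adjusted p = 0.0237).

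The cytosolic ribosome list had 1 of 78 tested genes among the 86, against 0.391 expected (Fisher's exact test, adjusted p = 0.455). This gene was *Rps18*, which lies on chromosome 17 of GRCm38 from 33951999 to 33956001 and rose from 4419 ± 187 (SD, n = 3) to 7210 ± 415 (SD, n = 3), with a limma adjusted p of 0.00105 and with the limit given by its pseudogenes. The other ribosomal protein genes changed less, with a median log2 fold change of 0.09 without *Rps18*. At an unadjusted p under 0.05, 26 ribosomal protein genes were higher and 0 were lower, more than the 10.6 expected (Fisher's exact test, adjusted p = 1.15e-05). In limma's camera test, which uses the direction of every gene, the list was higher in the mutant pools (adjusted p = 1.24e-07 over 7 lists). The p-values of both tests rest on the genes of the list, which are not independent replicates, so they do not measure agreement between pools. Lists for mesenchymal cell differentiation and for the apicolateral plasma membrane were not analysed here.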

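The glycolysis list had 24 tested genes, and 0 of them were among the 86 genes with an adjusted p under 0.05 (one-sided Fisher's exact test, adjusted p = 1 over 7 lists). At an unadjusted p under 0.05 the list had 11 genes, of which 10 were lower and 1 was higher in the mutant pools, against 3.25 expected (Fisher's exact test, adjusted p = 0.000177). Across the 24 genes, 18 were lower in the mutant pools and the median log2 fold change was -0.16. By limma's camera test the list as a whole was lower in the mutant pools (adjusted p = 0.00169 over 7 lists). The result for the list thus depended on whether single genes had to pass the adjusted threshold. The list was written knowing that the paper reports a fall of glycolytic genes in these same data, so its result is not independent of the paper's selection.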

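Relative to the mean of all 6 pools, the mean log2 value of the 24 glycolysis genes was 0.18, 0.00163 and 0.22 in control pools 1, 2 and 3, and -0.18, -0.18 and -0.04 in mutant pools 1, 2 and 3. Every control pool was above every mutant pool (exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow), and control pool 2 lay closer to mutant pool 3 than to the other control pools. Single genes of the list changed by between -2.83 and 0.33 on the log2 scale, with a median of -0.16. The gene at -2.83 therefore carries much weight in these means. After naming the change in glycolytic genes, the paper proposes a link between energy use in the mutant lungs and the processes of lung branching.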

RNA-Seq analysis at 11.5 *dpc* also revealed a sharp reduction in *Sox2* levels while the expression levels of *Sox9* were unaltered. This is consistent with a blockade in producing SOX2^+^ cells from SOX9^+^ progenitors in the absence of mTORC1.

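*Sox2*, on chromosome 3 of GRCm38 from 34650405 to 34652461, had a normalized count of 479 ± 66.8 (SD, n = 3 pools) in control lungs and 345 ± 43.3 (SD, n = 3) in mutant lungs. The log2 fold change was -0.47 with a standard error of 0.12, and the groups did not overlap (exact permutation test, p = 0.1). In the limma comparison of all genes the adjusted p was 0.124. *Sox9*, on chromosome 11 from 112782224 to 112787760, had a normalized count of 1883 ± 165 (SD, n = 3) in control lungs and 2046 ± 82.9 (SD, n = 3) in mutant lungs. Its log2 fold change was 0.12 with a standard error of 0.06 (limma adjusted p = 0.431), and the groups overlapped. Leaving out 1 pool at a time, the log2 fold change stayed between -0.56 and -0.36 for *Sox2* and between 0.08 and 0.19 for *Sox9*. Without control pool 3 the rise of *Sox9* passed the threshold (limma adjusted p = 0.0438). When each library was scaled to the mean of 20 epithelial genes, which were also lower in the mutant pools so that the scaling raises every gene by the same amount, the log2 fold change was -0.07 for *Sox2* (limma adjusted p = 0.685) and 0.52 for *Sox9* (limma adjusted p = 0.00181).

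**Figure D1:**
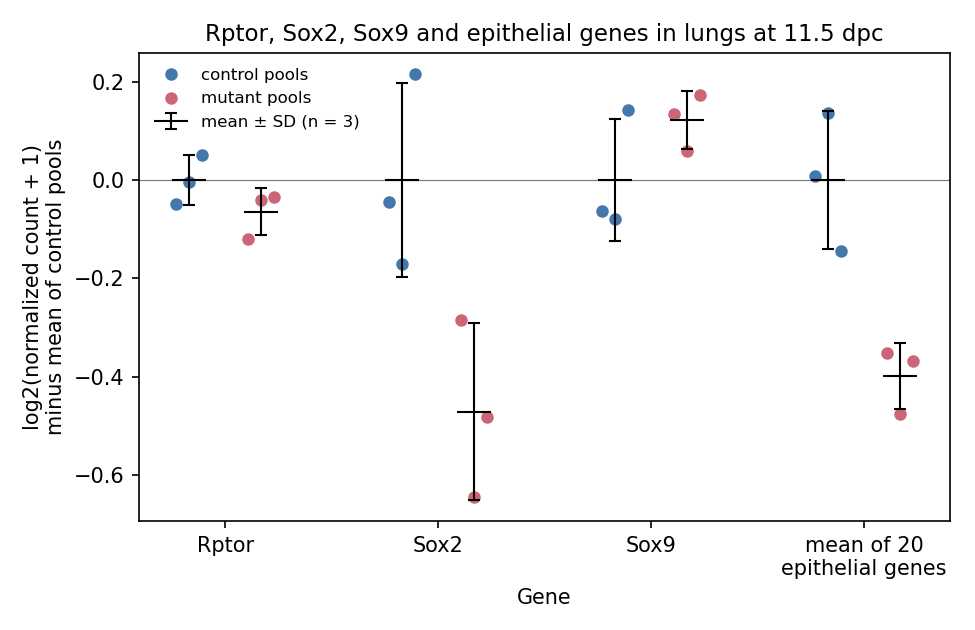
Values of *Rptor*, *Sox2*, *Sox9* and the mean of 20 epithelial genes in each pool, as log2(normalized count + 1) minus the mean of the 3 control pools, with blue points for control pools, red points for mutant pools and bars for the mean ± SD (n = 3). All 3 mutant pools sit below all 3 control pools for *Sox2* and for the epithelial genes, while the groups overlap for *Rptor* and *Sox9*.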

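Within each pool, the log2 ratio of *Sox2* to *Sox9* was -1.96, -2.07 and -1.91 in control pools 1, 2 and 3, and -2.40, -2.68 and -2.63 in mutant pools 1, 2 and 3. The mean was -1.98 ± 0.08 (SD, n = 3) in control lungs and -2.57 ± 0.15 (SD, n = 3) in mutant lungs, so that the ratio dropped by 0.59 on the log2 scale (exact permutation test, p = 0.1). This ratio does not depend on the size factor of the library.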

**Fig. 5:**
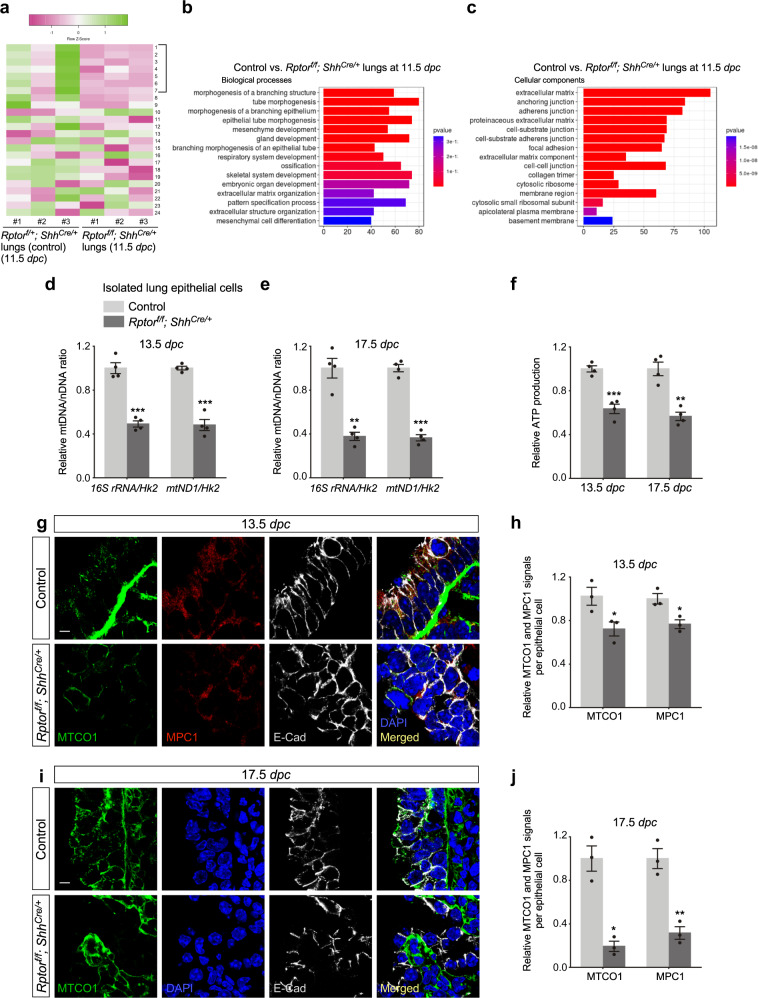
Mitochondrial capacity is reduced in *Rptor*-deficient lungs. **a** Heatmap of gene expression of the glycolytic and related pathways from control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs at 11.5 *days post coitus* (*dpc*). The genes with significantly altered expression in the absence of *Rptor* were: *Ldha* (1), *Aldoa* (2), *Pgk1* (3), *Pfkl* (*Pfkm*) (4), *Tpi1* (5), *Hk2* (6) and *Pklr* (7). The expression of these seven genes was decreased in *Rptor*-deficient lungs. **b**, **c** Gene Ontology (GO) pathway analysis of bulk RNA-Seq of control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs at 11.5 *dpc*. **d** Quantification of the relative ratio of mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) in purified lung epithelial cells derived from control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 13.5 *dpc* (*n* = 4 for each group). *16S rRNA* and *mtND1* represent the mitochondrial genes while *Hk2* (hexokinase 2) represents the nuclear genes. **e** Quantification of the relative ratio of mtDNA to nDNA in purified lung epithelial cells derived from control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 17.5 *dpc* (*n* = 4 for each group). **f** Measurement of relative ATP production in purified lung epithelial cells derived from control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice at 13.5 (*n* = 4 for each group) and 17.5 (*n* = 4 for each group) *dpc*. **g** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 13.5 *dpc*. E-Cadherin (E-Cad) labeled all epithelial cells. The MTCO1 and MPC1 signals indicate the mitochondrial mass within individual epithelial cells. A reduction of MTCO1 and MPC1 signal in the lung epithelium of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice was detected. Scale bar = 5 μm. **h** Quantification of the relative MTCO1 and MPC1 signals in the lung epithelium (*n* = 3 for each group). Five views per lung (a total of 15 views) were used for counting. The signal density in control and mutant lungs was measured using ImageJ, and then divided by the corresponding number of cells. **i** Immunostaining of lung sections collected from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and control littermates at 17.5 *dpc*. MTCO1 signal was decreased in the lung epithelium of *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice. Scale bar = 5 μm. **j** Quantification of the relative MTCO1 and MPC1 signals in the lung epithelium (*n* = 3 for each group). Five views per lung (a total of 15 views) were used for counting as in (**h**). All values are mean ± SEM. (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t*-test). Source data are provided as a Source Data file.

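Of the 7 genes *Ldha*, *Aldoa*, *Pgk1*, *Pfkl*, *Tpi1*, *Hk2* and *Pklr*, 0 had an adjusted p under 0.05 in the limma comparison over all tested genes, and 6 had an unadjusted p under 0.05. Adjusted over these 7 genes alone, 6 passed. Since the list is the paper's own selection from these data, the second count does not show stability. *Ldha*, on chromosome 7 of GRCm38 from 46841475 to 46855627, had the lowest p of the 7, with a log2 fold change of -0.27 (standard error 0.07, limma adjusted p = 0.124). *Pklr* changed most in size, by -0.62, but with a standard error of 0.41 (adjusted p = 0.547). *Pfkm* was higher in the mutant pools, with a log2 fold change of 0.10 (standard error 0.05, adjusted p = 0.437). In the authors' deposited table, 2 of the 7 genes, *Ldha* and *Aldoa*, have an adjusted p under 0.05 and all 7 have an unadjusted p under 0.05.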

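All 7 genes had a lower mean in the mutant pools. For 6 of them every mutant pool was below every control pool, which chance gives for 10% of genes in either direction with 3 pools against 3. The normalized count of *Ldha* was 16700 ± 1818 (SD, n = 3 pools) in control lungs and 13819 ± 210 (SD, n = 3) in mutant lungs. *Aldoa* was at 11122 ± 1389 and 9450 ± 213, *Pgk1* at 6766 ± 798 and 5798 ± 172, *Pfkl* at 5052 ± 408 and 4471 ± 283, *Tpi1* at 8848 ± 681 and 8003 ± 126, and *Hk2* at 1776 ± 145 and 1575 ± 17.5 (mean ± SD, n = 3, control and mutant). *Pklr* was the gene whose groups overlapped, at 99.2 ± 62.4 and 54.9 ± 7.10. The spread between control pools was larger than that between mutant pools for all 7 genes.

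**Figure D2:**
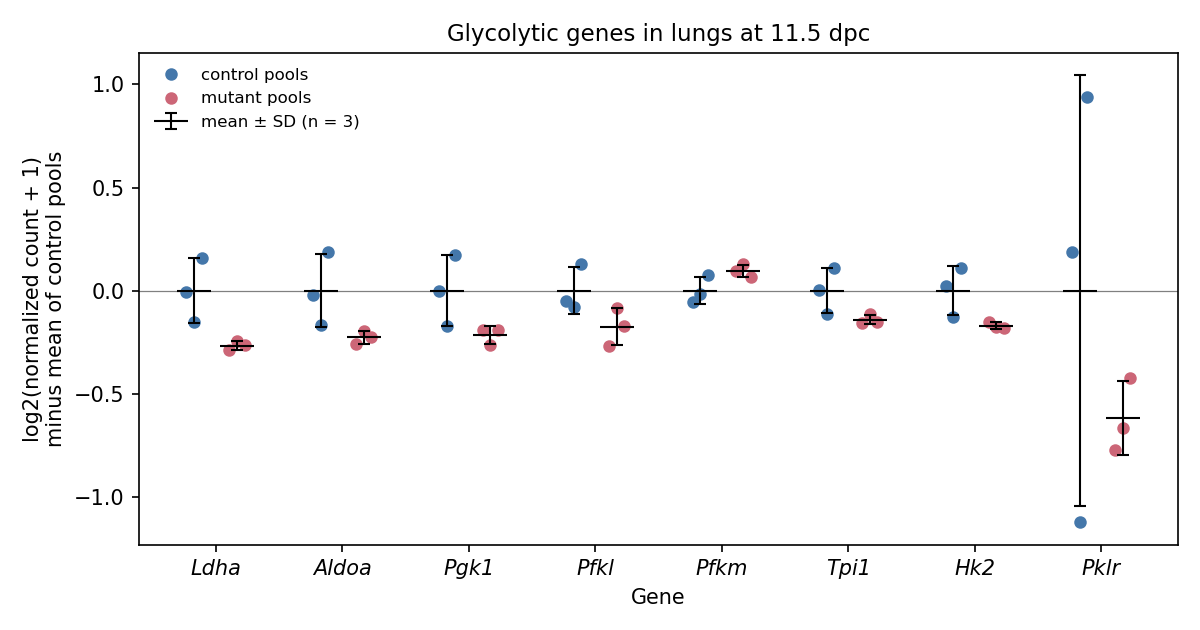
Values of the 7 genes and of *Pfkm* in each pool, as log2(normalized count + 1) minus the mean of the 3 control pools, with blue points for control pools, red points for mutant pools and bars for the mean ± SD (n = 3). The control pools spread more widely than the mutant pools, most of all for *Pklr*, and *Pfkm* is higher in the mutant pools.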

### Mitochondrial capacity is reduced in mTORC1-deficient lungs

Our previous work uncovered a role of mTORC1 in controlling mitochondrial capacity during alveolar development^31^. This prompted us to investigate if ablation of mTORC1 signaling during lung branching also impacted mitochondrial capacity and thus branching morphogenesis. We found that the relative ratio of mitochondrial DNA (mtDNA)^32^ to nuclear DNA (nDNA) was reduced in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs compared to controls (Fig. 5d, e), suggesting perturbed mitochondrial function. Indeed, relative ATP production was reduced in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs compared to controls (Fig. 5f). We also determined mitochondrial mass in *Rptor*-deficient lung epithelium using MPC1 (mitochondrial pyruvate carrier 1)^33^ or MTCO1 (mitochondrially encoded cytochrome c oxidase I)^34^ as markers that label mitochondria in vivo. Mitochondrial mass was greatly decreased in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 5g, h, i, j and Supplementary Fig. 9). These findings support a model in which mTORC1 signaling controls lung branching and saccule formation in part through its influence on mitochondrial capacity.

### Reduced mitochondrial function leads to branching defects but preserves saccule formation

Our observations suggest that a main target of mTORC1 signaling during lung branching and saccule formation is the mitochondria. We tested if perturbation of mitochondrial function also generated branching defects. To this end, we created *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice. *Tfam* encodes a major transcription factor for mitochondria while *Cox10* encodes an essential component of the respiratory chain in mitochondria. Likewise, expression of *Shh*^*Cre*^ in the lung epithelium converted a floxed allele of *Tfam* (*Tfam*^*f*^*)*^35^ or *Cox10* (*Cox10*^*f*^)^36^ into a null allele (Supplementary Fig. 10a). Loss of either *Tfam* or *Cox10* is expected to disrupt mitochondrial function. A global reduction of MTCO1 in lung epithelium of *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice indicated efficient removal of *Tfam* and *Cox10* by *Shh*^*Cre*^ (Fig. 6a, b, c, d). A reduction in MTCO1 signal in *Tfam*-deficient cells was due to reduced transcription of MTCO1. By contrast, MTCO1 protein becomes unstable in the absence of COX10, resulting in decreased MTCO1 immunoreactivity. Moreover, the relative mtDNA/nDNA ratio was decreased in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 6e) but not in *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 6f). Relative ATP production was compromised in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 6g). These findings indicate that loss of epithelial *Tfam* or *Cox10* reduces mitochondrial capacity.

**Fig. 6:**
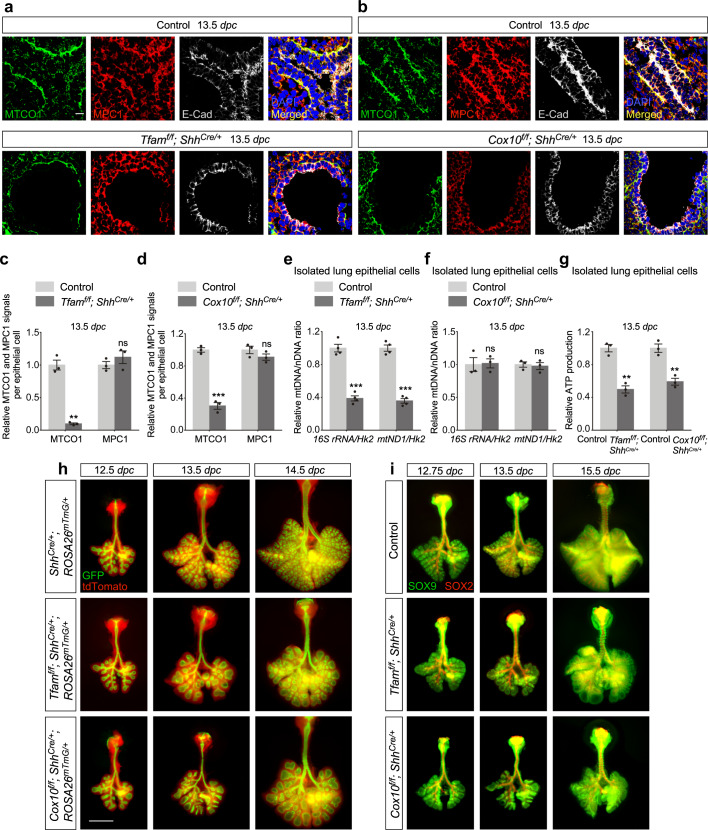
Decreased mitochondrial function due to loss of *Tfam* or *Cox10* disrupts lung branching. **a**, **b** Immunostaining of lung sections collected from control, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice at 13.5 *days post coitus* (*dpc*). E-Cadherin (E-Cad) labeled all epithelial cells. The MTCO1 and MPC1 signals indicate the mitochondrial mass within individual epithelial cells. A reduction in MTCO1 but not MPC1 signal in the lung epithelium of *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice was observed. Scale bar = 10 μm. **c**, **d** Quantification of the relative MTCO1 and MPC1 signals in the lung epithelium (*n* = 3 for each group). Five views per lung (a total of 15 views) were used for counting. The signal density in control and mutant lungs was measured using ImageJ, and then divided by the corresponding number of cells. **e**, **f** Quantification of the relative ratio of mitochondrial DNA (mtDNA) to nuclear DNA (nDNA) in purified lung epithelial cells derived from control, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ (*n* = 4 for each group) and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ (*n* = 3 for each group) mice at 13.5 *dpc*. *16S rRNA* and *mtND1* represent the mitochondrial genes while *Hk2* (hexokinase 2) represents the nuclear genes. **g** Measurement of relative ATP production in purified lung epithelial cells derived from control, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ (*n* = 3 for each group) and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ (*n* = 3 for each group) mice at 13.5 *dpc*. **h** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ (control), *Tfam*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ mice at 12.5–14.5 *dpc*. GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Epithelial branching was perturbed in *Tfam-* and *Cox10*-deficient lungs. Scale bar = 1 mm. **i** Whole-mount immunostaining of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ (control), *Tfam*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ mice at 12.75, 13.5 and 15.5 *dpc*. SOX9 labeled the distal airway epithelium, while SOX2 marked the proximal airway epithelium. Perturbation of SOX9 to SOX2 differentiation could be detected as early as 12.75 *dpc in Cox10*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ mice. Scale bar = 1 mm. All values are mean ± SEM. (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t*-test). Source data are provided as a Source Data file.

We found that lungs from *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice displayed defective branching morphogenesis (Fig. 6h and Supplementary Fig. 10b). The defects appeared slightly later than those in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs. Abnormal branching could be discerned at 13.5 *dpc* in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ lungs and 12.75 *dpc* in *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 6i). Nevertheless, the main characteristics of the branching phenotype were similar among the three mutants. The SOX2^+^ domain was also restricted to the trachea and main stem bronchi and some of the early branches in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs (Fig. 6i). Cell proliferation in the lung epithelium was unaffected in the absence of *Tfam* or *Cox10* (Supplementary Fig. 10c). Thus, defective branching from SOX9^+^ cells failed to produce the conducting airways and led to cyst formation in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs.

We then evaluated saccule formation and differentiation of AT1 and AT2 cells in the SOX9^+^ domain of *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs. Saccule-like structures formed at the edge of the cysts in *Tfam*- and *Cox10*-deficient lungs at 16.5 *dpc* (Fig. 7a, c) and progressed to more elaborate structures at 18.5 *dpc* (Fig. 7b, d). Thus, reduced mitochondrial capacity disrupts branching morphogenesis to generate the conducting airways but preserves saccule formation.

**Fig. 7:**
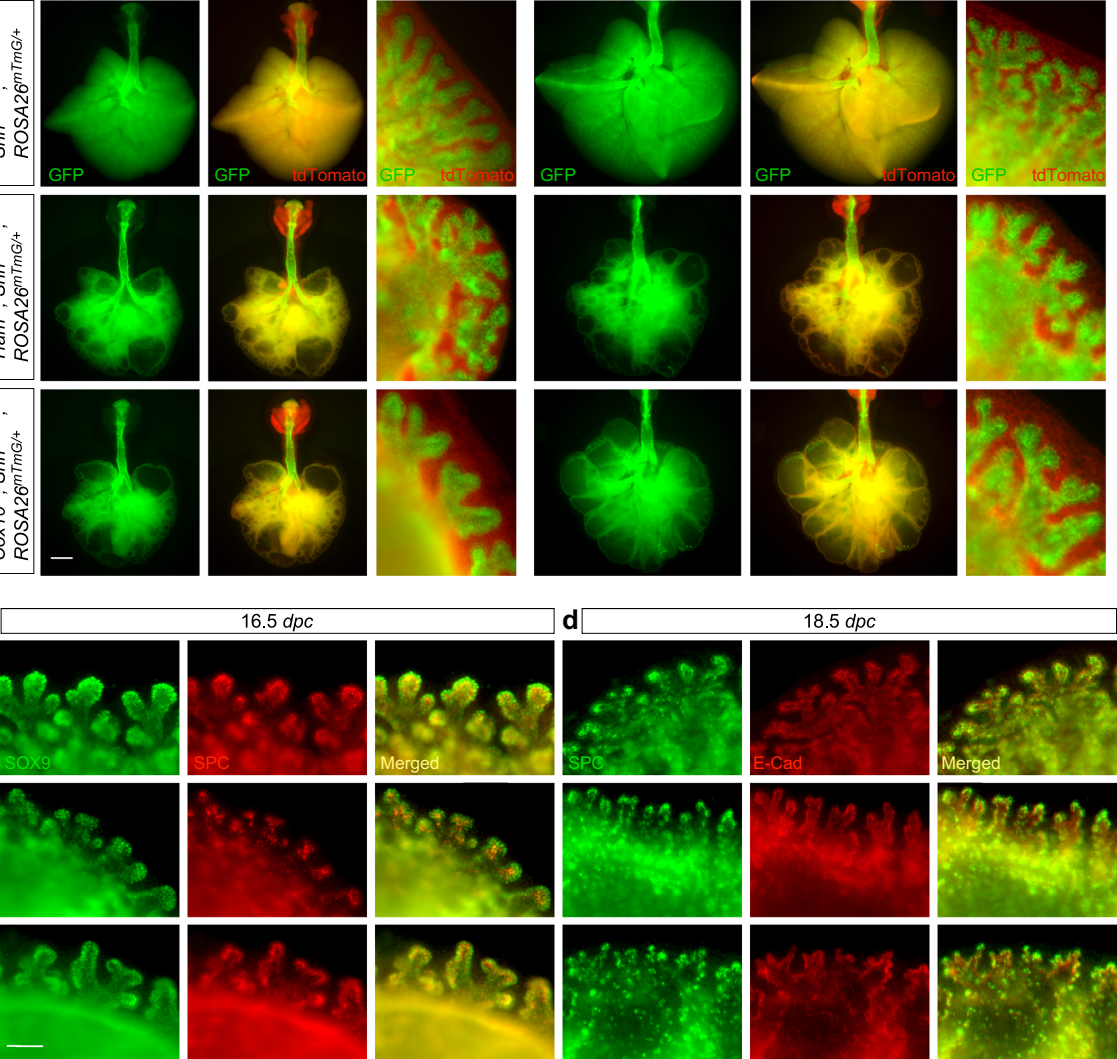
Saccular formation progresses in the absence of *Tfam* or *Cox10*. **a**, **b** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control), *Tfam*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 16.5 and 18.5 *days post coitus* (*dpc*). GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Many GFP^+^ tubules were present at the edge of the cystic regions of *Tfam-* or *Cox10*-deficient lungs at 16.5 *dpc*. These GFP^+^ patches would later develop into saccule-like structures at the saccular stage. Scale bar = 1 mm for whole-lung images; scale bar = 83 μm (see **c**, **d**) for images with higher magnification. **c**, **d** Higher magnification of whole-mount immunostaining of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control), *Tfam*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ mice at 16.5 and 18.5 *dpc*. E-Cadherin (E-Cad) labeled all epithelial cells, while SPC marked alveolar epithelial type II (AT2) cells located at the tip of saccules. SOX9 and SPC distribution in saccule-like structures in *Tfam- and Cox10-*deficient lungs was similar to that in controls at 16.5 *dpc*. Development progression of SPC distribution from 16.5 to 18.5 *dpc* followed a similar pattern between control and mutant lungs. Scale bar = 83 μm.

The saccule-like structures in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs expressed AT1 markers (*e.g*., T1α) and contained SOX9/SPC double positive cells at the tips (Figs. 7c, d and 8b, d, e and Supplementary Fig. 11) despite loss of MTCO1 (Fig. 8a, c). These results suggest compromised ATP production in the mutant lungs blocked the generation of SOX2^+^ cells from distal SOX9^+^ progenitors but did not prevent them from producing saccules and AT1/2 cells.

**Fig. 8:**
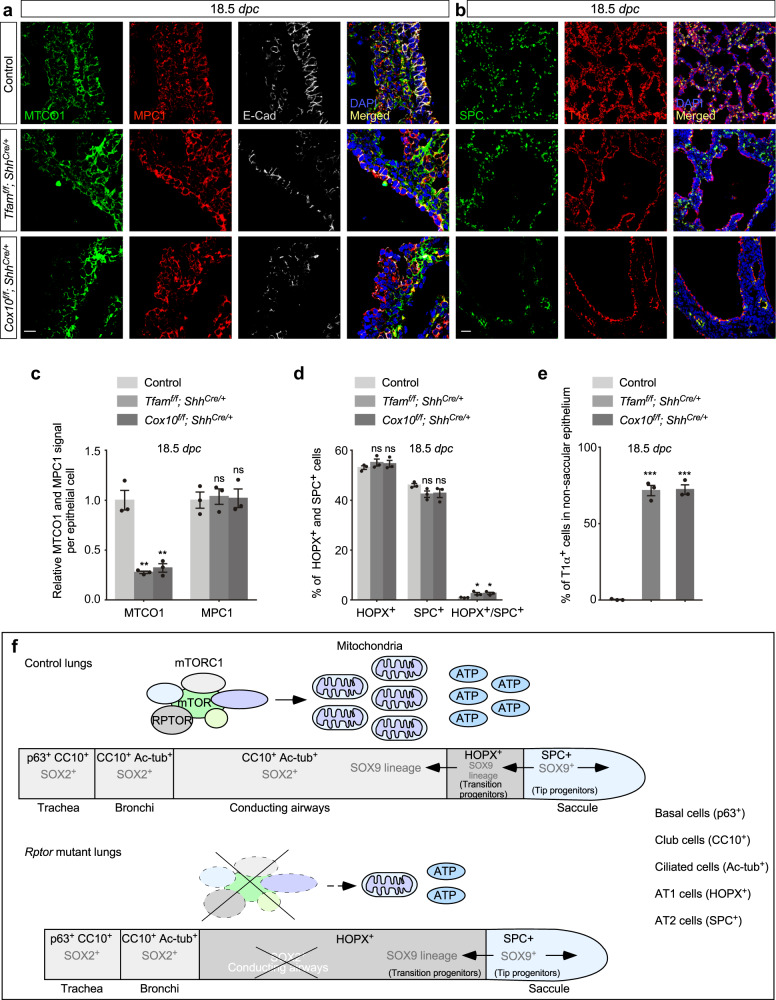
Differentiation of AT1/2 cells within the saccules occurs in the absence of *Tfam* or *Cox10*. **a** Immunostaining of lung sections collected from control, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice at 18.5 *days post coitus* (*dpc*). E-Cadherin (E-Cad) labeled all epithelial cells. The MTCO1 and MPC1 signals indicate the mitochondrial mass within individual epithelial cells. A reduction in MTCO1 but not MPC1 signal was detected in both *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs. Scale bar = 10 μm. **b** Immunostaining of lung sections collected from control, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice at 18.5 *dpc*. SPC labeled alveolar epithelial type II (AT2) cells, while T1α marked alveolar epithelial type I (AT1) cells. Scale bar = 25 μm. **c** Quantification of the relative MTCO1 and MPC1 signals in the lung epithelium (*n* = 3 for each group) at 18.5 *dpc*. Five views per lung (a total of 15 views) were used for counting. The signal density in control and mutant lungs was measured using ImageJ, and then divided by the corresponding number of cells. **d** Quantification of the percentage of HOPX^+^ (AT1) cells and SPC^+^ (AT2) cells in the saccules (*n* = 3 for each group). Five views per lung (a total of 15 views) were used for counting. **e** Quantification of the percentage of T1α^+^ cells in the non-saccular epithelium (excluding the trachea and main stem bronchi) (*n* = 3 for each group). Five views per lung (a total of 15 views) were used for counting. **f** Schematic diagram of how the mTORC1-mitochondria axis regulates lung branching morphogenesis. A pool of SOX9^+^ progenitors at the distal epithelium (tip progenitors) expands to produce SOX9^+^ transition progenitors, which generate SOX2^+^ progeny in the conducting airways. Subsequently, SOX9^+^ tip progenitors produce progeny for forming saccules. Production of the conducting airways and saccules is also closely associated with proper cell differentiation. Club cells (CC10^+^), ciliated cells (Ac-tub^+^) and goblet cells line the conducting airways while saccules contain AT1 (HOPX^+^; T1α^+^) and AT2 cells (SPC^+^) cells. SOX9^+^ progenitors differentiate into HOPX^+^ cells that are adjacent to the SOX2^+^ conducting airways. SOX9^+^ progenitors are located distal to HOPX^+^ cells and differentiate into SPC^+^ cells within saccules. Disruption of mTORC1 signaling leads to reduced mitochondrial capacity. SOX9^+^ tip progenitors expand to generate SOX9^+^ transition progenitors. However, transition progenitors fail to produce SOX2^+^ progeny and thus the conducting airways are missing. Instead, lung cysts are generated. SOX9^+^ progenitors produce saccule-like structures on the surface or the edge of lung cysts. All values are mean ± SEM. (*) *p* < 0.05; (**) *p* < 0.01; (***) *p* < 0.001; ns not significant (two-tailed, unpaired Student’s *t*-test). Source data are provided as a Source Data file.

As an alternative approach to perturb mitochondrial function, we inactivated the mitochondria-associated protein, LRPPRC (leucine-rich PPR-motif containing), in the lung epithelium using *Shh*^*Cre*^ to convert a floxed allele of *Lrpprc*, *Lrpprc*^*f*^^37^, into a null allele. LRPPRC regulates multiple aspects of mitochondrial function. *Lrpprc*^*f/f*^*; Shh*^*Cre/+*^ mice displayed branching defects (Supplementary Figs. 12 and 13), which could be first detected at 15.5 *dpc* and were milder than those in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs. Lung cysts were observed mainly in the more distal part of *Lrpprc*-deficient lungs (Supplementary Figs. 12 and 13). Likewise, saccule-like structures that contained AT1 and AT2 cells developed along the edge of cysts in *Lrpprc*^*f/f*^*; Shh*^*Cre/+*^ lungs (Supplementary Figs. 12 and 13).

Taken together, our findings further support the notion that saccule formation and AT1/2 differentiation can occur independently of lung branching and highlight a differential energy requirement for distinct cellular processes (Fig. 8f).

### The Hedgehog pathway acts downstream of the mTORC1-mitochondria axis in regulating formation of the conducting airways

To explore the downstream targets of the mTORC1-mitochondria axis during formation of the conducting airways we performed RNA-Seq analysis of control and *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs at 14.5 *dpc* (Fig. 9a, b, c). In all three mutant lungs, *Sox2* expression levels were greatly reduced while *Sox9* expression levels were unchanged, suggesting a persistent failure of generating SOX2^+^ cells from SOX9^+^ progenitors. Moreover, expression levels of *Foxj1* (ciliated cells) and *Ascl1* (neuroendocrine cells) were reduced while expression levels of *Trp63* (*p63*) (basal cells) in the trachea and main stem bronchi were unaltered. The changes in molecular signature further confirmed a selective loss of the conducting airways through phenotypic analysis when the mTORC1-mitochondria axis is disrupted.

**Fig. 9:**
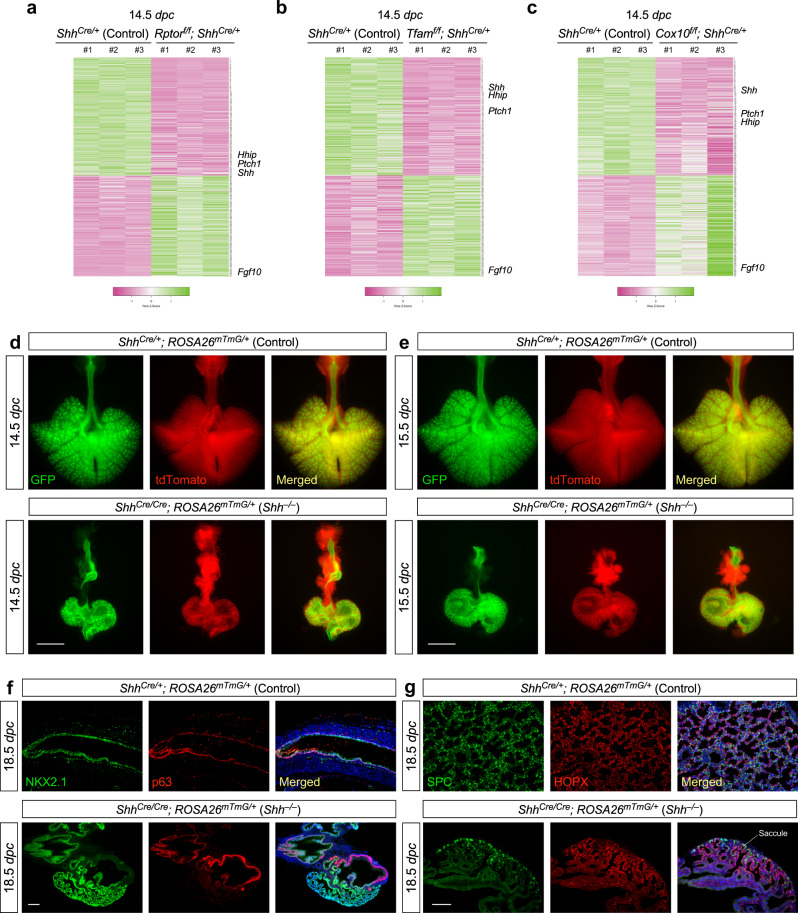
Defective Hh signaling perturbs the development of the conducting airways without affecting saccule formation. **a**, **b**, **c** Heatmap of gene expression from control (*Shh*^*Cre/+*^), *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs at 14.5 *days post coitus* (*dpc*). 641 genes that showed similar differential gene expression in all three datasets were plotted. The relative positions of Hh pathway components, *Shh*, *Ptch1* and *Hhip*, and *Fgf10* on the gene list were indicated on the heatmap. **d**, **e** Whole-lung imaging of dissected lungs from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control) and *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^*)* mice at 14.5 and 15.5 *dpc*. GFP was activated from the *ROSA26*^*mTmG*^ allele in all lung epithelial cells by *Shh*^*Cre*^; tdTomato marked all non-epithelial cells. Many GFP^+^ buds were present on the cystic surface of *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^) lungs. Scale bar = 1 mm. **f** Immunostaining of lung sections collected from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control) and *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^) lungs at 18.5 *dpc*. NKX2.1 labeled all epithelial cells, while p63 marked the basal cells in trachea and main stem bronchi. The cystic wall in *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^) lungs contained cells that expressed markers of trachea/main stem bronchi. Scale bar = 100 μm. **g** Immunostaining of lung sections collected from *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*+^ (control) and *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^) lungs at 18.5 *dpc*. SPC labeled alveolar epithelial type II (AT2) cells, while HOPX marked alveolar epithelial type I (AT1) cells. Saccule-like structures were found on the cystic surface of *Shh*^*Cre/Cre*^*; ROSA26*^*mTmG/*+^ (*Shh*^*−/−*^) lungs and contained AT1 and AT2 cells. Scale bar = 100 μm.

We found that the Hedgehog (Hh) signaling pathway was downregulated in the lungs of all three mutants (Fig. 9a, b, c). Loss of *Sonic hedgehog* (*Shh*) in the lung^38^ generated phenotypes (Fig. 9d, e) similar to those in *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs. The conducting airways located between the main stem bronchi (p63^+^) and saccules (SPC^+^HOPX^+^) failed to form in *Shh*^*−/−*^ lungs (Fig. 9f, g). Moreover, the cystic surface in *Shh* mutant lungs was populated by SOX9^+^ patches (Supplementary Fig. 14). These results suggest that the mTORC1-mitochondria axis controls a signaling network that includes the Hh pathway.

## Discussion

Our work illustrates how distinct cellular processes exhibit differential energy dependence. Using lung development as a model system, we have provided insight into how different stages of lung development are controlled. In particular, lung branching and saccule formation can be independently regulated. These findings serve as the paradigm for examining other cellular processes during tissue and organ formation.

Proximal-distal patterning of lung branches by expansion of SOX9^+^ progenitors and production of SOX2^+^ cells from SOX9^+^ progenitors has been well described^10^. However, the molecular basis of this process remains elusive. Through manipulation of mTORC1 signaling and mitochondrial capacity, we were able to dissect distinct steps of SOX9^+^ cell expansion, SOX9–SOX2 transition to form the conducting airways, and differentiation of SOX9^+^ cells to generate alveolar epithelial cells and form saccules (Fig. 8f). In the absence of *Rptor*, *Tfam* or *Cox10* in the lung epithelium, SOX9–SOX2 transition is blocked and the conducting airways fail to form. However, SOX9^+^ cell expansion and saccule formation are unaffected (Fig. 8f). Our results suggest that formation of the conducting airways and saccules can be regulated independently.

Our analysis of *Rptor*, *Tfam* or *Cox10* mutant lungs reveals that the distal SOX9^+^ progenitor pool is preserved during branching morphogenesis despite a failure to produce SOX2^+^-conducting airways (Figs. 8f and 10). During sacculation of the mutant lungs, HOPX^+^ AT1 cells are adjacent to the SOX2^+^ trachea and main stem bronchi. By contrast, SOX9^+^ AT2 cells are located primarily at the tips of saccules. This suggests that the distal SOX9^+^ progenitors in control lungs proliferate to maintain a pool of progenitors at the tip of the lung buds (tip progenitors). Tip progenitors differentiate to precursors of AT1 cells (transition progenitors), which are located proximally to the progenitor pool at the tip. Transition progenitors would then form SOX2^+^ progenitors while downregulating SOX9 expression to construct the conducting airways. In *Rptor*, *Tfam* or *Cox10* mutant lungs, the tip progenitors can still expand and produce transition progenitors. However, derivation of SOX2^+^ cells from transition progenitors is blocked in the mutant lungs, resulting in loss of the conducting airways.

**Fig. 10:**
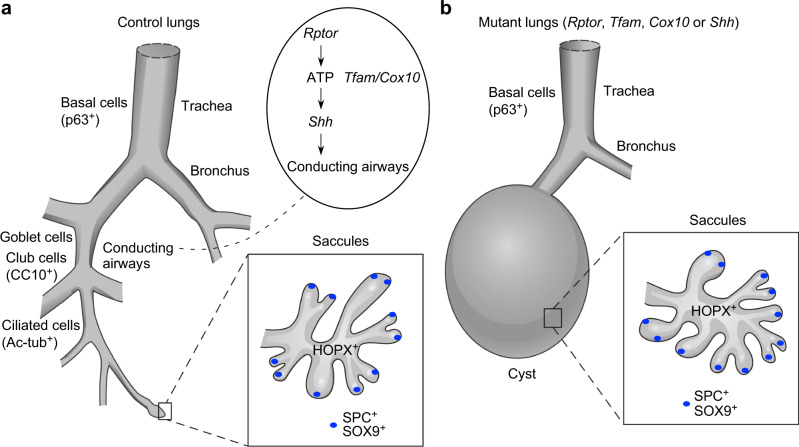
A model of lung branching and saccule formation. **a** Schematic diagram of lung branching and saccule formation in control lungs. The conducting airways extend from the trachea and main stem bronchi. A signaling cascade that involves mTORC1 (*Rptor*) signaling, mitochondrial capacity (*Tfam* and *Cox10*) and Hedgehog (Hh) signaling controls lung branching to form the conducting airways. Saccules are subsequently generated at the end of the conducting airways. Production of the conducting airways and saccules is also closely associated with proper cell differentiation. **b** Schematic diagram of lung branching and saccule formation in lungs with disrupted mTORC1 signaling, reduced mitochondrial capacity or perturbed Hedgehog (Hh) signaling. In these mutants, the conducting airways are missing and are replaced by lung cysts. Saccule-like structures form on the cystic surface. This suggests that distinct programs control lung branching and saccule formation. It also indicates the presence of a developmental clock that controls lung development.

Formation of saccules on the cystic surface of mTORC1-deficient lungs or from the cystic edge of *Tfam*- or *Cox10*-deficient lungs facilitates visualization of saccule formation to further test our model. We were able to examine the rudimentary saccule structure at 15.5 *dpc*, the progression of saccule development at 16.5 *dpc* and the maturation of saccules at 18.5 *dpc* in the mutant lungs. Rudimentary saccule progenitors consist of SOX9^+^ cells (tip progenitors). During saccule development, SOX9^+^ cells are confined to the tips of saccules and express SPC. By contrast, SOX9^–^ cells within the saccules are associated with HOPX expression. When saccules mature, the SOX9 signal sharply decreases; the tips of saccules are occupied by SPC^+^ AT2 cells while the bulk of saccules is composed of HOPX^+^ AT1 cells. This is consistent with the notion that the tip progenitors produce SPC^+^ AT2 cells while the transition progenitors fail to generate SOX2^+^ cells and become HOPX^+^ AT1 cells in the mutant lungs. This sequence of saccule formation is consistent with the published data using lineage tracing and scRNA-Seq^39^. Our work provides a framework for further studies to trace saccule formation dynamically by combining live imaging, organ culture and molecular tools.

The main characteristics of the lung phenotypes are similar among the *Rptor*, *Tfam* or *Cox10* mutants in this study. Nevertheless, their defects are not identical. We surmise that this is due to the fact that mTORC1 controls multiple cellular processes in addition to mitochondrial capacity. We noticed that the majority of the newly generated epithelial cells in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs would fill the inside of the distal end of lung branches, forming solid sphere-like structures. The distal SOX9^+^ progenitors sit on the surface of these structures. By contrast, newly produced epithelial cells in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs would push outward, resulting in cyst formation. The distal SOX9^+^ progenitors settle to the edge of the cysts. Thus, in *Rptor*^*f/f*^*; Shh*^*Cre/+*^ lungs, saccules sprout from the surface of the defective lobules while saccules in *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ lungs emerge from the edges of the cystic lobules. These results form the basis of future investigation to study the molecular basis of lung branching and saccule formation.

Emergence of saccules in the absence of lung branching in *Rptor*, *Tfam*, *Cox10* or *Shh* mutant lungs suggests that these two processes can proceed independently (Fig. 10). While saccule formation normally commences once lung branching is completed, saccule formation can occur at the proper developmental time when lung branching is blocked. This infers that a program for saccule formation can be activated without the completion of lung branching and without an existing scaffold. It also indicates the presence of a developmental clock. In *Sox9* mutant lungs, certain marker genes for differentiated alveolar cells were upregulated or prematurely expressed^40,41^. This suggests that SOX9 suppresses premature initiation of alveolar differentiation. It is possible that SOX9 is involved in controlling the timing of alveolar differentiation. Our work has set the stage for identifying the regulatory programs that execute distinct steps of lung development and the developmental clock that controls lung development.

Transcriptome analysis and genetic studies suggest that Hh signaling functions as a downstream effector of the mTORC1-mitochondria axis. Loss of the conducting airways while preserving sacculation are common features in *Rptor*, *Tfam*, *Cox10* and *Shh* mutants. Nevertheless, the size of the lung and cysts are smaller in *Shh* mutant lungs. We speculate that Hh signaling has additional functions in addition to mediating the effects of the mTORC1-mitochondria axis. Moreover, KEGG pathway analysis revealed several pathways perturbed in *Rptor*, *Tfam* and *Cox10* mutant lungs (Supplementary Fig. 15), including the Rap1 signaling pathway, the PI3K-Akt signaling pathway and the Ras signaling pathway. The mitochondrial pathway was not among the top 40 enriched pathways (Supplementary Fig. 15). This is likely because *Rptor* controls mitochondrial genes posttranscriptionally. We noted that Kras activation in the lung epithelium was reported to disrupt SOX9 to SOX2 transition^40^, a common defect shared by *Rptor*-, *Tfam*- and *Cox10*-deficient lungs. Taken together, we propose that mTORC1 signaling functions in a signaling network, part of which involves mitochondrial capacity, and Hh and Kras signaling. These observations provide molecular insight into how mTORC1 signaling, mitochondrial capacity and the downstream signaling events control branching morphogenesis. Nevertheless, the detailed molecular mechanisms by which mitochondrial capacity and ATP production regulate branching require additional investigation.

mTORC1 regulates multiple cellular events including mitochondrial function, metabolism, protein synthesis and autophagy. Several targets (*e.g*., eukaryotic translation initiation factor 4E-binding protein (4E-BP), ribosomal protein S6 kinase (S6K) and unc-51 like kinase (ULK)) of mTORC1 have been identified. It is interesting to note that a connection established in cell lines is not necessarily recapitulated in the animals. For instance, disruption of *4e-bp1*, *4e-bp2*, *S6K1* and *Ulk1/2* in mice does not lead to severe branching defects in the lungs as reported in the literature^42–44^. Thus, genetic studies are required to identify the functional targets of mTORC1 in vivo. Our results in this study suggest that mTORC1 controls mitochondrial capacity during lung branching. mTORC1 is a repressor of mTORC2 signaling^45^. This raises the possibility that the phenotypes in mTORC1 mutant lungs were caused by mTORC2 activation. However, it was reported that active mTOR signaling in the lung does not lead to branching defects^46^. Thus, it is unlikely that mTORC2 activation underlies the defects in mTORC1-deficient lungs. In summary, this work has advanced our molecular understanding of lung branching and sacculation and provides the infrastructure for future studies.

## Methods

### Animal husbandry

The mouse experiments in this study were performed following the protocols (AN187712) approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Francisco (UCSF). Mice were housed in a SPF (specific pathogen free) facility with controlled temperature and humidity and a 12-hour dark/12-hour light cycle. Details on the mouse ages and genotypes are included in the figures and main text. The mouse lines used are listed below. *Rptor*^*f*^ [B6.Cg-*Rptor*^*tm1.1Dmsa*^/J], *Tfam*^*f*^ [B6.Cg-*Tfam*^*tm1.1Ncdl*^/J], *Cox10*^*f*^ [B6.129×1-*Cox10*^*tm1Ctm*^/J], *Lrpprc*^*f*^ [*Lrpprc*^*tm1.1Lrsn*^/J], *ROSA26*^*mTmG*^ [*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J], *ROSA26*^*tdTomato*^ [B6;129S6-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J] and *Shh*^*Cre*^ [B6.Cg-*Shh*^*tm1(EGFP/cre)Cjt*^/J] were obtained from Jackson Laboratory (Bar Harbor, ME, USA).

### Histology and immunofluorescence

Histology and immunofluorescence were performed as previously described^31,47^. In brief, mouse lungs at the indicated time points were dissected and fixed with 4% paraformaldehyde (PFA) (MilliporeSigma, Cat# P6148) on ice for 1 h. The lungs were embedded either in OCT or paraffin wax and sectioned at 7 μm.

For immunofluorescence, the primary antibodies used were: chicken anti-GFP (1:200, abcam, Cat# ab13970; RRID:AB_300798), rabbit anti-NKX2.1 (1:100, Epitomics, Cat# 2044–1; RRID:AB_1267367), goat-anti-CC10 (1:200, Santa Cruz Biotechnology, Cat# sc-9773; RRID:AB_2183391), mouse anti-acetylated tubulin (1:200, MilliporeSigma, Cat# T6793; RRID:AB_477585), rabbit anti-prosurfactant protein C (proSP-C) (1:200, MilliporeSigma, Cat# AB3786; RRID:AB_91588), hamster anti-T1α (1:200, Developmental Studies Hybridoma Bank, Cat# 8.1.1; RRID:AB_531893), mouse anti-HOPX (1:100, Santa Cruz Biotechnology, Cat# sc-398703; RRID:AB_2687966), mouse anti-p63 (1:100, Santa Cruz Biotechnology, Cat# sc-8431; RRID:AB_628091), rabbit anti-MPC1 (1:100, MilliporeSigma, Cat# HPA045119; RRID:AB_10960421), rat anti-E cadherin (1:200, Life Technologies, Cat# 13-1900; RRID:AB_2533005), mouse anti-β-catenin (1:100, BD Transduction Laboratories, Cat# 610154; RRID:AB_397555), mouse anti-MTCO1 (1:100, abcam, Cat# ab14705; RRID:AB_2084810), mouse anti-GM130 (1:100, BD Biosciences, Cat# 610822; RRID:AB_398141), mouse anti-ACTA2 (1:200, Thermo Scientific Lab Vision, Cat# MS-113-P0; RRID:AB_64001), rat anti-PECAM-1 (CD31) (1:150, Santa Cruz Biotechnology, Cat# sc-18916; RRID:AB_627028), rabbit anti-PDGFRA (1:150, Cell Signaling Technology, Cat# 3164; RRID:AB_2162351), mouse anti-S6 Ribosomal Protein (1:100, Cell Signaling Technology, Cat# 2317; RRID:AB_2238583), rabbit anti-Phospho-S6 Ribosomal Protein (Ser235/236) (1:100, Cell Signaling Technology, Cat# 4856; RRID:AB_2181037), rabbit anti-SOX2 (D9B8N) (1:200, Cell Signaling Technology, Cat# 23064; RRID:AB_2714146), goat anti-SOX9 (1:200, R&D Systems, Cat# AF3075; RRID:AB_2194160), rabbit anti-pMLC (S19) (1:100, Cell Signaling Technology, Cat# 3671; RRID:AB_330248), rabbit anti-PKC Zeta (C-20) (1:100, Santa Cruz Biotechnology, Cat# sc-216; RRID:AB_2300359). Secondary antibodies and conjugates used were: Alexa Fluor® 488 donkey anti-chicken antibody (1:1000, Jackson ImmunoResearch Laboratories, Cat# 703-546-155; RRID:AB_2340376), Alexa Fluor® 488 donkey anti-goat (1:1000, Life Technologies, Cat# A11055; RRID:AB_2534102), Alexa Fluor® 488 donkey anti-mouse (1:1000, Life Technologies, Cat# A21202; RRID:AB_141607), Alexa Fluor® 594 donkey anti-mouse (1:1000, Life Technologies, Cat# A21203; RRID:AB_141633), Alexa Fluor® 647 donkey anti-mouse (1:1000, Life Technologies, Cat# A31571; RRID:AB_162542), Alexa Fluor® 488 donkey anti-rabbit (1:1000, Life Technologies, Cat# A21206; RRID:AB_2535792), Alexa Fluor® 594 donkey anti-rabbit (1:1000, Life Technologies, Cat# A21207; RRID:AB_141637), Alexa Fluor® 594 donkey anti-rat (1:1000, Life Technologies, Cat# A21209; RRID:AB_2535795), Biotinylated goat-anti hamster (1:1000, Vector Laboratories, Cat# BA-9100; RRID:AB_2336137), Biotin-SP-conjugated AffiniPure donkey anti-rabbit (1:1000, Jackson ImmunoResearch Laboratories, Cat# 711-065-152; RRID:AB_2340593), Biotin-SP-conjugated AffiniPure donkey anti-rat (1:1000, Jackson ImmunoResearch Laboratories, Cat# 712-065-150; RRID:AB_2340646), Biotinylated horse anti-mouse (1:1000, Vector Laboratories, Cat# BA-2000; RRID:AB_2313581), Streptavidin, Alexa Fluor® 488 conjugate antibody (1:1000, Life Technologies, Cat# S11223), Streptavidin, Alexa Fluor® 594 conjugate antibody (1:1000, Life Technologies, Cat# S11227), Streptavidin, Alexa Fluor® 647 conjugate antibody (1:1000, Jackson ImmunoResearch Laboratories, Cat# 016-600-084; RRID:AB_2341101). The signal was detected using streptavidin-conjugated Alexa Fluor 488, 594, or 647 (1:1000, Life Technologies) or HRP-conjugated streptavidin (1:1000, TSA kit; Perkin-Elmer, Cat# NEL753001KT) coupled with fluorogenic substrate Alexa Fluor 594 or 488 tyramide for 30 s (1:200, TSA kit; Perkin-Elmer, Cat# NEL753001KT). F-actin was stained with rhodamine-conjugated phalloidin (1:200; Thermo Fisher, Cat# R415) in PBS for 2 h. Confocal images were captured on a Leica SPE laser-scanning confocal microscope. Adjustment of red/green/blue/gray histograms and channel merges were performed using LAS AF Lite (Leica Microsystems).

### Whole-mount immunostaining

Whole-mount immunostaining was performed as previously described^48,49^. Briefly, the embryonic lungs at the indicated time points were collected and fixed in 4% PFA on ice for 1 h. Samples were washed with 0.1% Tween-20/PBS for 30 min then dehydrated in graded methanol solutions (25%, 50%, 75%, 100%). After incubating in 5% H_2_O_2_/methanol overnight, the lungs were rehydrated through graded methanol solutions (100%, 75%, 50%, 25%, 0%) which diluted in 0.1% Tween-20/PBS and incubated in blocking buffer (1.5% BSA/0.5% Triton X-100/PBS) for 6 h. Primary antibodies were incubated at 4 °C overnight. On the next day, lungs were washed with blocking buffer for 5 h, then incubated with secondary antibodies at 4 °C overnight. Images were captured on a Nikon Eclipse E1000 microscope with a SPOT 2.3 CCD camera. The primary antibodies used were: rat anti-E Cadherin (1:200, Life Technologies, Cat# 13-1900; RRID:AB_2533005), rabbit anti-SOX2 (D9B8N) (1:200, Cell Signaling Technology, Cat# 23064; RRID:AB_2714146), goat anti-SOX9 (1:200, R&D Systems, Cat# AF3075; RRID:AB_2194160), rabbit anti-prosurfactant protein C (proSP-C) (1:200, MilliporeSigma, Cat# AB3786; RRID:AB_91588), rat anti-PECAM-1 (CD31) (1:150, Santa Cruz Biotechnology, Cat# sc-18916; RRID:AB_627028).

### Cell proliferation assays

Proliferation of lung epithelial cells was evaluated by EdU incorporation assays as previously described^48^. Briefly, pregnant females at the indicated time points were intraperitoneally injected with 300 μl of 5 mg/ml EdU (Research Products International, Cat# B71800-1.0)/PBS solution 1 h before dissection. The Click-iT EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher, Cat# C10337) was performed to assess EdU incorporation. To measure the rate of epithelial cell proliferation, EdU staining was co-stained with E-Cad, a pan-epithelial cell marker. Nuclear DAPI helped identify individual cells. The EdU signal is nuclear and co-localizes with the DAPI signal. The number of proliferating epithelial cells (EdU^+^ E-Cad^+^ DAPI^+^) and the total number of epithelial cells (E-Cad^+^ DAPI^+^) were manually counted using ImageJ. The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU^+^ E-Cad^+^ DAPI^+^ cells to the number of E-Cad^+^ DAPI^+^ cells, which was displayed as (EdU^+^ E-Cad^+^)/(E-Cad^+^) for simplicity in the figures or legends. For each animal, at least 5 sections were used for counting.

### Purification of lung epithelial cells

Lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ *and Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice and their littermate controls were dissected at the indicated time points, placed in the digestion solution (1.2 U/ml dispase (BD Biosciences, Cat# 354235), 0.5 mg/ml collagenase B (Roche, Cat# 11088815001) and 50 U/ml DNase I (QIAGEN, Cat# 79254)) and rocked at 37 °C for 1 h to release individual lungs cells. An equal volume of culture medium (DMEM (Mediatech, Cat# 10-013-CV) with 10% FBS (Gibco, Cat# 10437-028), 2x penicillin/streptomycin (Gibco, Cat# 15070-063) and 1x L-glutamine (Gibco, Cat# 25030-081)) was added to the digested lung samples, which were filtered through 40 µm cell strainers. After centrifugation at 600 × *g* for 10 min, the cell pellets were resuspended in 200 µl purification buffer (Phenol red-free DMEM with 0.2% BSA and 2% FBS). Biotin-conjugated EpCAM antibody (anti-CD326 (EpCAM), 1:100, eBioscience, Cat# 13-5791-82; RRID:AB_1659713) and Dynabeads M-280 Streptavidin (Invitrogen, Cat# 11205D) were added to the samples and incubated at 4 °C for 1 h with shaking. Epithelial cells were captured using Dynabeads magnets following the manufacturer’s instructions. Purified lung epithelial cells were used for qPCR, ATP measurement and Western blotting analysis.

### Analysis of mtDNA/nDNA ratio

mtDNA/nDNA ratio was evaluated as previously described^31^. Briefly, purified lung epithelial cells from *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^, *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice and their littermate controls at 13.5 and 17.5 *dpc* were incubated in lysis buffer (100 mM Tris pH 7.5, 5 mM EDTA, 0.4% SDS, 200 mM NaCl, 50 μg /ml Proteinase K) at 55 °C overnight. 100 μg/ml RNase A was added and incubated at 37 °C for 30 min to degrade the RNAs. After mixing with an equal volume of phenol/chloroform, the samples were centrifuged at 13,400 × *g* for 10 min, and the lung DNA was concentrated by ethanol precipitation. Mitochondrial *16S rRNA* or *ND1* gene and the nuclear *Hk2* gene were used to assess the relative ratio of mitochondrial (mt) to nuclear (n) DNA copy number. Quantitative PCR was performed on an Applied Biosystems QuantStudio^TM^ 5 Real-Time PCR System. The primer pairs used for the indicated genes were: *16S rRNA* forward, 5′-CCGCAAGGGAAAGATGAAAGAC-3′; reverse, 5′-TCGTTTGGTTTCGGGGTTTC-3′, *mt-ND1* forward, 5′-CTAGCAGAAACAAACCGGGC-3′; reverse, 5′-CCGGCTGCGTATTCTACGTT-3′, *Hk2* forward, 5′-GCCAGCCTCTCCTGATTTTAGTGT-3′; reverse, 5′-GGGAACACAAAAGACCTCTTCTGG-3′.

### Western blotting analysis

Purified lung epithelial cells were lysed in 2x Western blotting buffer (120 mM Tris-Cl pH 6.8, 4% SDS, 20% Glycerol, 200 mM DTT, 0.02% Bromophenol Blue). The lysates were centrifuged at 16,100 x *g* for 15 min at 4 °C before loading onto SDS-PAGE. The primary antibodies used were rabbit anti-Raptor (1:2000, EMD Millipore Corporation, Cat# 09-217; RRID:AB_1659713), mouse anti-S6 ribosomal protein (1:2000, Cell Signaling Technology, Cat# 2317; RRID:AB_2238583), rabbit anti-phospho-S6 ribosomal protein (Ser235/236) (1:2000, Cell Signaling Technology, Cat# 4856), rabbit anti-MLC2 (1:500; Cell Signaling Technology, Cat#3672; RRID:AB_10692513), goat anti-TFAM (1: 250, Santa Cruz Biotechnology, Cat# sc-23588; RRID:AB_2303230), rabbit anti-COX10 (1:500, Proteintech, Cat# 10611-2-AP; RRID:AB_2084833), mouse anti-MTCO1 (1:500, Abcam, Cat# ab14705; RRID:AB_2084810), and mouse anti-alpha-tubulin (1:3000, Developmental Studies Hybridoma Bank, Cat# 12G10; RRID:AB_1157911). Western blotting images were captured on a LI-COR Odyssey Fc device. The uncropped images are available in the Source Data file.

### RNA-Seq analysis

Bulk RNA-Seq of mouse lungs was performed as previously described^31^. In brief, embryonic lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^, *Tfam*^*f/f*^*; Shh*^*Cre/+*^ and *Cox10*^*f/f*^*; Shh*^*Cre/+*^ mice and their littermate controls (*Rptor*^*f/+*^*; Shh*^*Cre/+*^, *Tfam*^*f/+*^*; Shh*^*Cre/+*^ and *Cox10*^*f/+*^*; Shh*^*Cre/+*^ mice) were collected at 14.5 *dpc*. Lungs from *Rptor*^*f/f*^*; Shh*^*Cre/+*^ mice and controls were also collected at 11.5 *dpc*. For lungs collected at 11.5 *dpc*, three or four lungs of the same genotype were combined to reach a sufficient amount of RNA for RNA-Seq. The samples were lysed in 500 μl TRIzol (Ambion, Cat# 15596018). After adding 100 μl chloroform, the samples were centrifuged at 4 °C for 15 min. The upper aqueous phase was mixed with an equal volume of 70% ethanol. RNA was extracted with the RNeasy Mini Kit (Qiagen, Cat# 74104) following the manufacturer’s instructions. After quality evaluation with an Agilent 2100 Bioanalyzer, the RNAs were then sequenced on BGISEQ-500 sequencer. Differential gene expression, gene ontology (GO) enrichment analyses and the barplot of gene ontology enrichment were performed with RStudio (R version 3.4.0). Heatmap images were generated using the online Heatmapper software [http://www.heatmapper.ca/]. Datasets have been deposited into NCBI’s Gene Expression Omnibus database and are accessible through GEO Series accession numbers GSE189327 and GSE213202.

### Statistics and reproducibility

All the quantification including the cell number, diameter, thickness, distance and area of the lungs and the signal density of immunostaining were performed using ImageJ (Version 1.49). Measurement of the relative diameter of the branches and the relative thickness of the mesenchyme relied on the GFP and tdTomato signals, respectively, produced in *Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ and *Rptor*^*f/f*^*; Shh*^*Cre/+*^*; ROSA26*^*mTmG/*^^+^ lungs. For each lung, at least 5 distal buds were used for assessing the diameter and thickness. For detecting the signal density of immunostaining, at least 15 views of images (5 views per biological repeat) were measured. The images were taken under 40X magnification using a Nikon Eclipse E1000 Microscope with the same exposure.

The mutant phenotypes described in this study were completely penetrant. All the mice of the same genotype showed similar, if not identical, lung phenotypes at each timepoint and there was little variation between the mutant lungs. The mutant phenotypes were apparent and could be discerned by the naked eye or under the dissecting scope. Accordingly, changes in morphology and molecular markers in the mutants can also be readily distinguished from the controls under the microscope. In this regard, blinding and randomization are not applicable. Nevertheless, sample tissues or sections were randomly selected for analysis such as mtDNA quantification, EdU counting, ATP production and RNA-Seq.

For all the micrograph-related assays, at least three biological repeats were performed. The completely penetrant and invariant phenotypes have allowed us to provide representative images shown in the figures. It has also allowed us to obtain statistical significance with the number of mice used in this study. Since an average of two mutants were obtained in each litter, we combined mutants from different litters for statistical analysis. Again, the completely penetrant and invariant phenotypes facilitated our statistical analysis.

For all the biological repeats, greater than or equal to three repeats were performed. The n number for biological replicates are shown in the figure legends. All the graphs were generated using GraphPad Prism 7 and the statistics are shown as mean value ± SEM. Two-tailed Student’s *t*-tests were performed to assess the P values of the comparisons between the control and mutant groups; the statistical significance was evaluated as *P < 0.05; **P < 0.01; ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All the related data for this study are available in the published article and the Supplementary Information file. Additional data that support the findings of this study are available from the corresponding authors upon reasonable request. Raw and analyzed data of RNA-Seq have been deposited to the Gene Expression Omnibus (GEO) database under accession numbers GSE189327 and GSE213202. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity
**Source:** Nat Commun. 2022 Nov 25;13:7252. doi: 10.1038/s41467-022-34763-y
**Supplement:** Supplementary file 1 — Supplementary Information

**mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity**

Kuan Zhang<sup>1</sup>, Erica Yao<sup>1</sup>, Ethan Chuang<sup>1</sup>, Biao Chen<sup>1</sup>, Evelyn Y. Chuang<sup>1</sup> and Pao-Tien Chuang<sup>1</sup>

Running Title: mTORC1 signaling, mitochondrial capacity and lung development

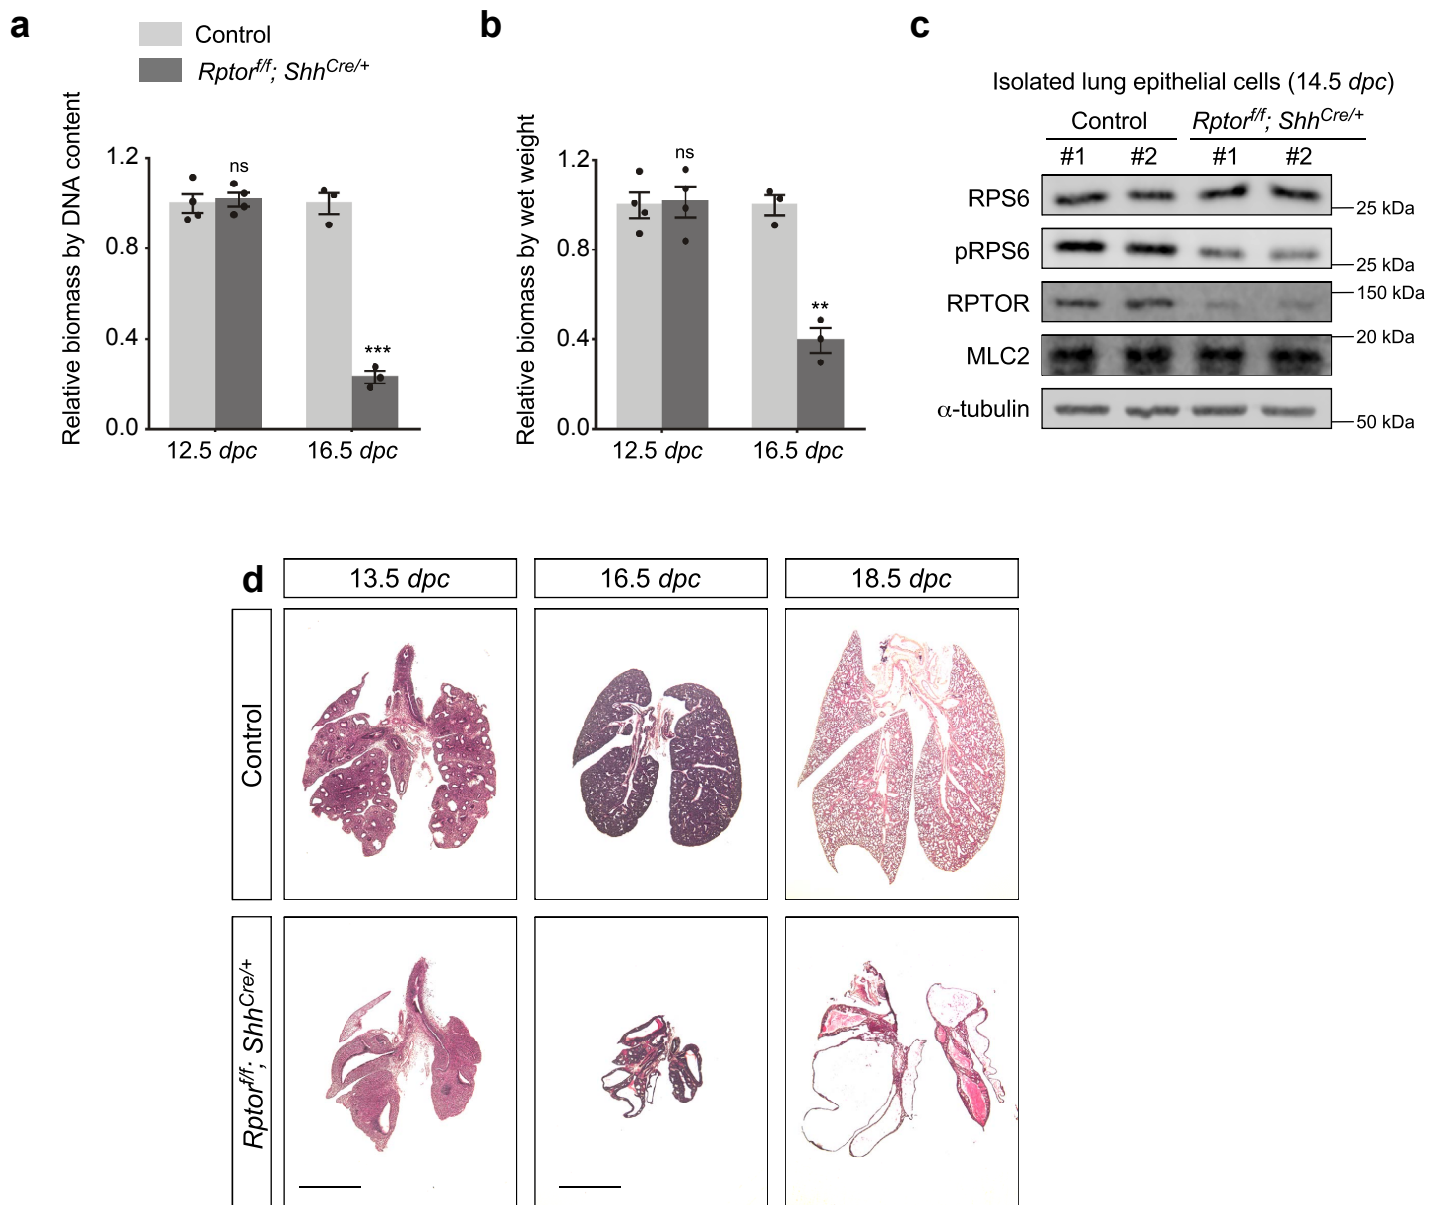

### Supplementary Fig. 1. Characterization of *Rptor*-deficient lungs

(a, b) Measurement of lung biomass in control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice by either DNA content or wet weight at 12.5 (n = 4 for each group) or 16.5 (n = 3 for each group) days post coitus (dpc). (c) Western blotting of purified lung epithelial cells from control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 14.5 dpc. A reduction in RPTOR and pRPS6 levels reflects efficient removal of *Rptor* from the lung epithelium by *Shh<sup>Cre</sup>*. The numbers indicate the molecular weight of proteins in kDa. (d) Hematoxylin and eosin (H&E) staining of lung sections from control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at the stages indicated. Scale bars: 13.5 dpc, 0.5 mm; 16.5 and 18.5 dpc, 1 mm. All values are mean  $\pm$  SEM. (\*\*) p<0.01; (\*\*\*) p<0.001; ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

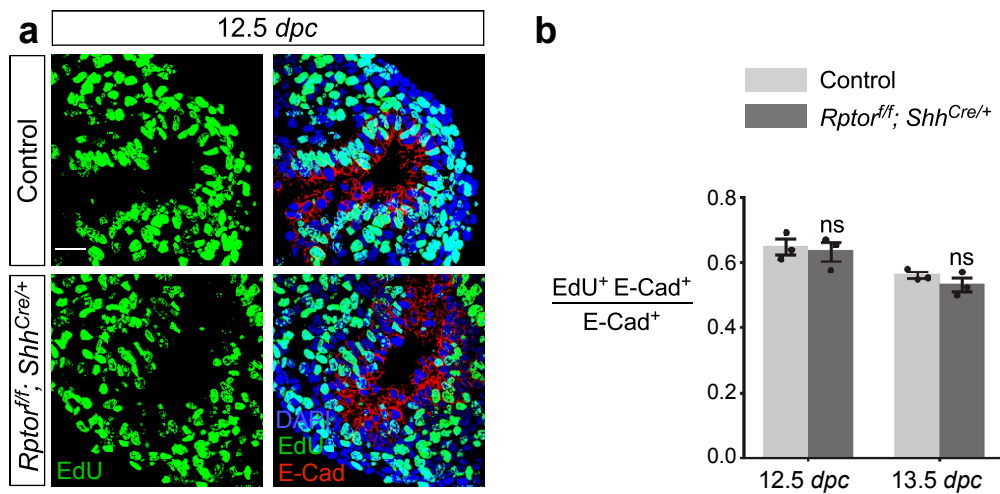

### Supplementary Fig. 2. Measurement of cell proliferation in the absence of *Rptor*

(a) Immunostaining of lung sections collected from *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice and control littermates injected with EdU at 12.5 days post coitus (dpc). Lung epithelial cells were distinguished by E-Cad staining. Scale bar = 25  $\mu$ m. (b) Quantification of epithelial cell proliferation in *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice and control littermates at 12.5 (n = 3 for each group) and 13.5 (n = 3 for each group) dpc. The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU<sup>+</sup> E-Cad<sup>+</sup> cells to the number of E-Cad<sup>+</sup> cells. No apparent alteration in the percentage of proliferating cells was detected in the absence of *Rptor*. All values are mean  $\pm$  SEM. ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

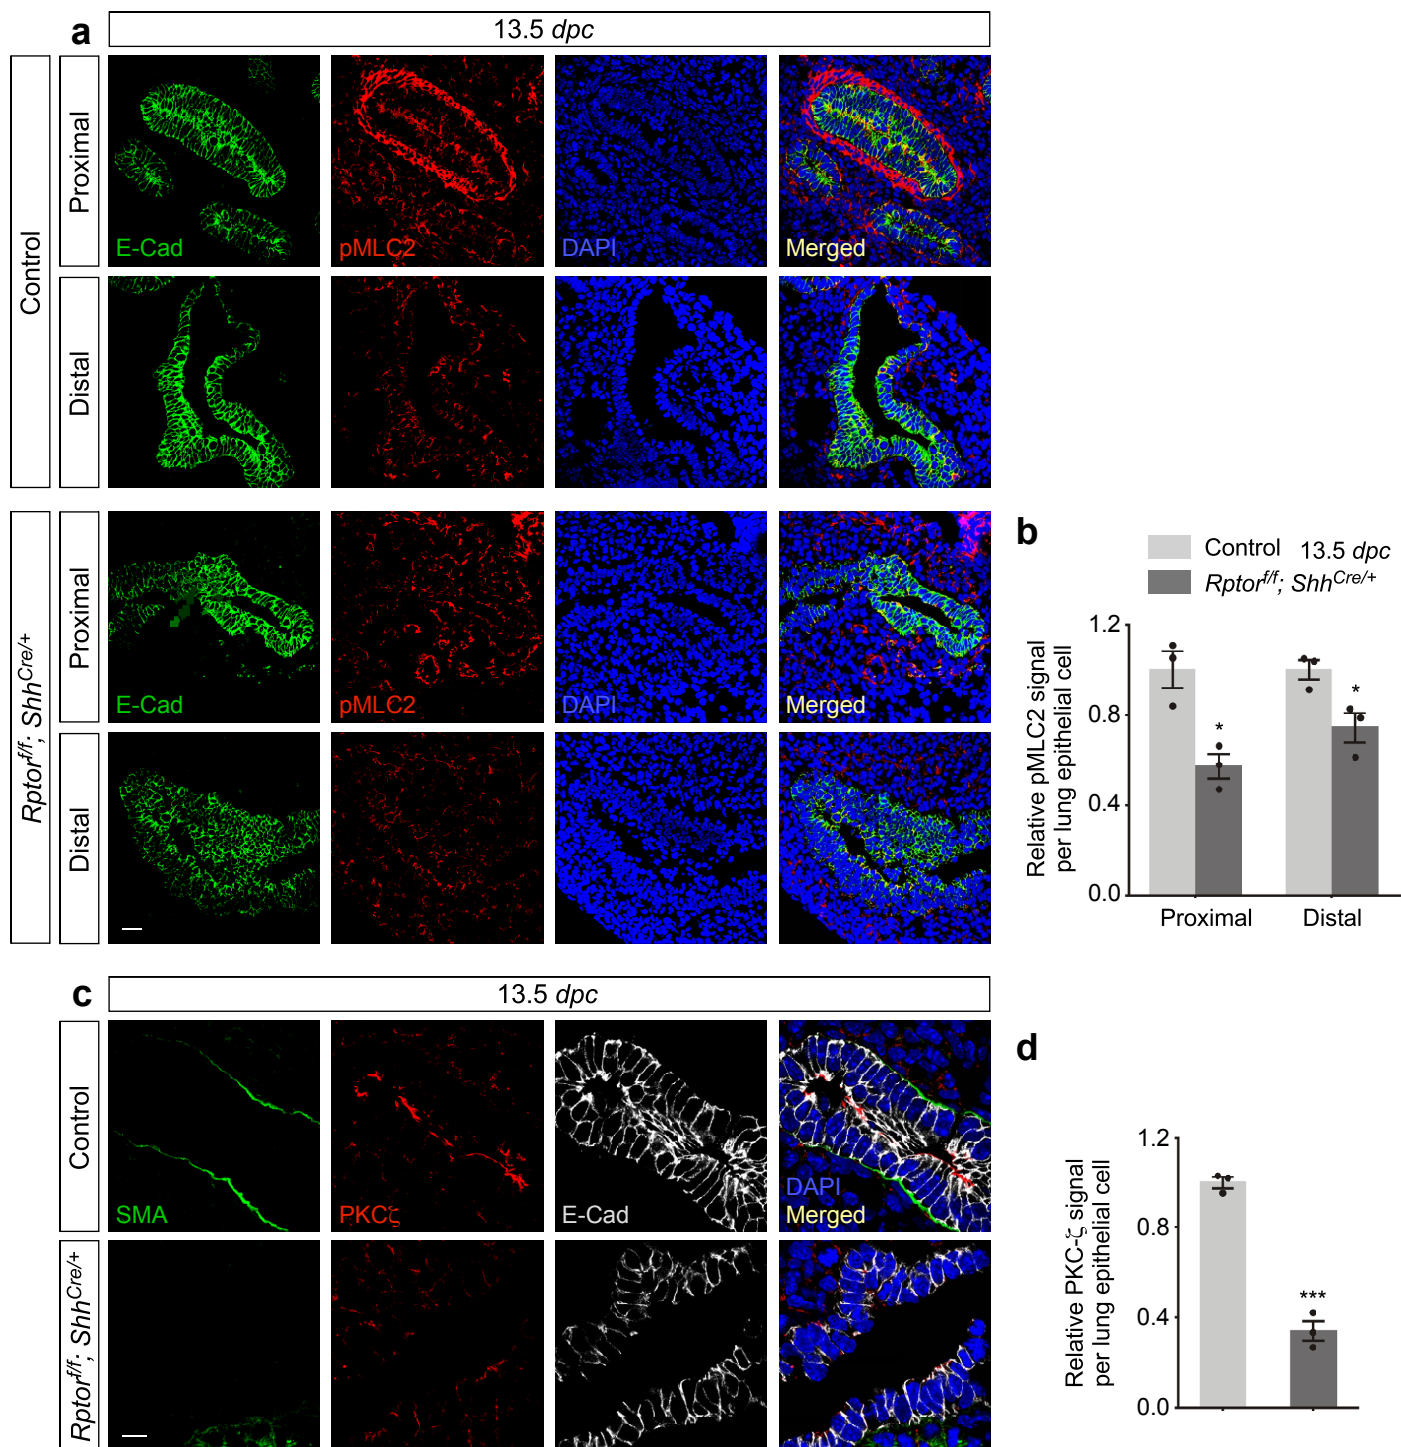

### Supplementary Fig. 3. Loss of *Rptor* in the lung epithelium leads to reduced expression of pMLC2 and PKCζ

(a) Immunostaining of lung sections collected from control and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice at 13.5 days post coitus (dpc). Both the proximal and distal airways were shown. E-Cadherin (E-Cad) labeled epithelial cells. Expression of phosphorylated myosin light chain 2 (pMLC2) is indicative of mechanical force production. Scale bar = 25 μm. (b) Quantification of pMLC2 signal in lung epithelial cells (n = 3 for each group). (c) Immunostaining of lung sections collected from control and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice at 13.5 dpc. SMA, smooth muscle actin. Protein kinase C zeta (PKCζ) marked the apical surface of epithelial cells. Scale bar = 10 μm. (d) Quantification of PKCζ signal in lung epithelial cells (n = 3 for each group). All values are mean ± SEM. (\*) p<0.05; (\*\*\*) p<0.001 (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

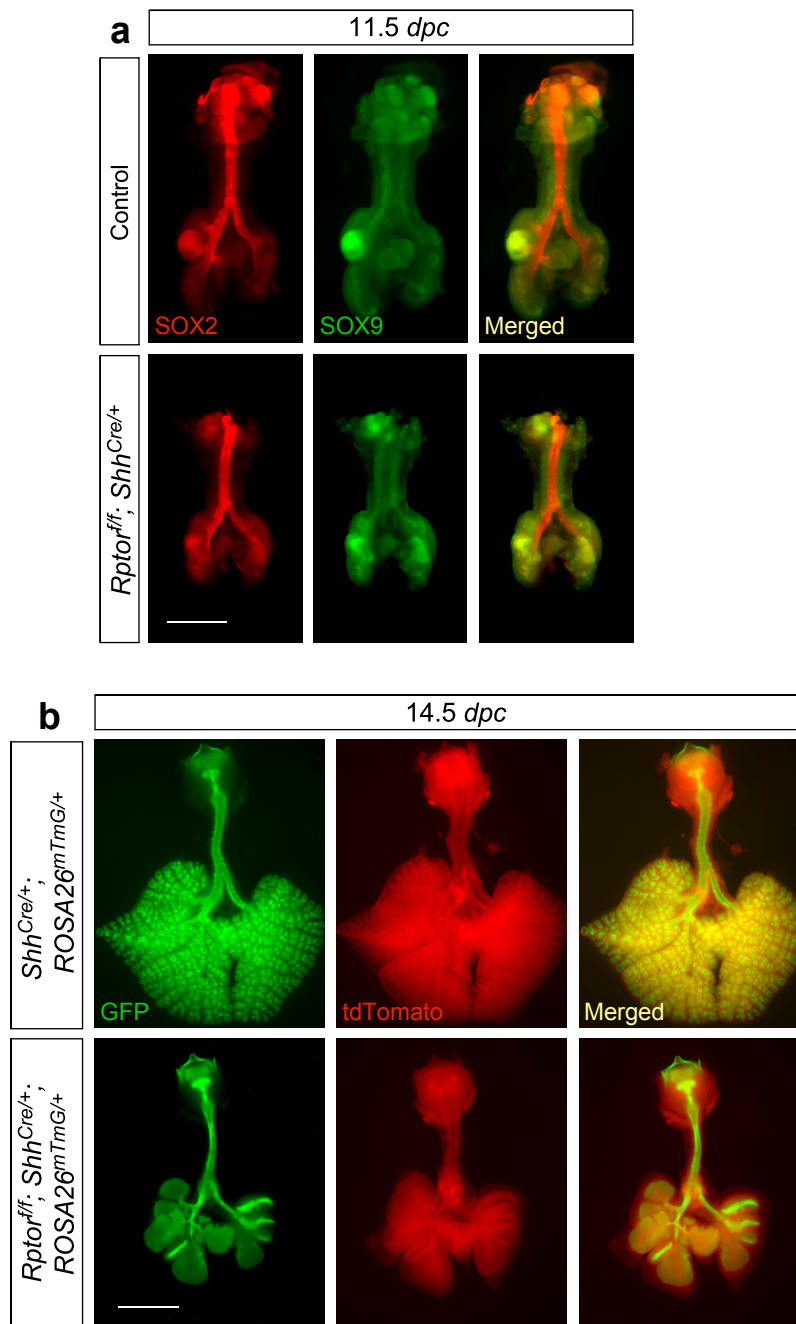

**Supplementary Fig. 4. Disruption of SOX9–SOX2 distribution in *Rptor*-deficient lungs is apparent at early stages of lung branching**

(a) Whole-mount immunostaining of dissected lungs from control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 11.5 days post coitus (dpc). SOX2 expression was confined to the trachea and main stem bronchi in the mutant lungs. Scale bar = 0.5 mm. (b) Whole-lung imaging of dissected lungs from *Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* (control) and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* mice at 14.5 dpc. Scale bar = 1 mm.

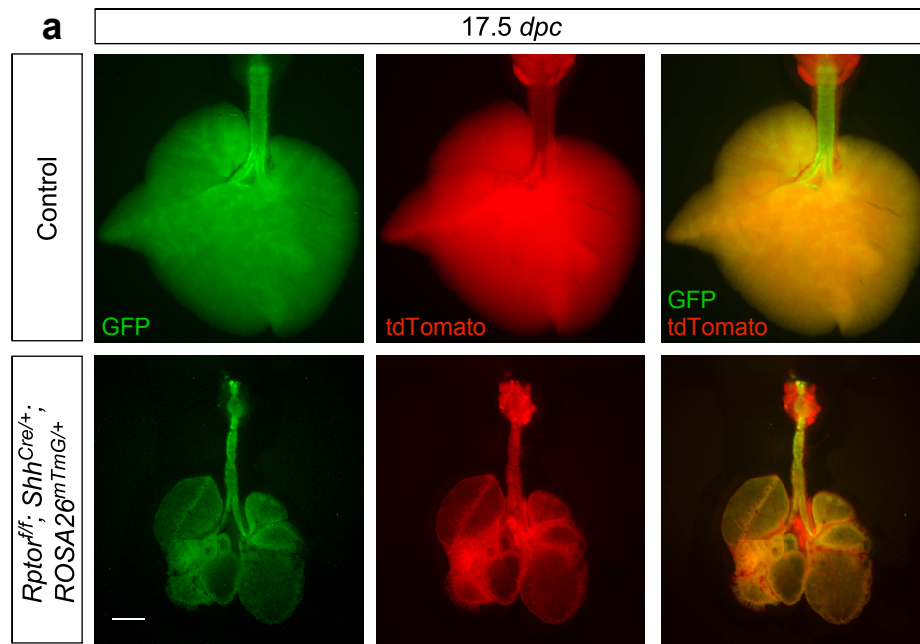

**Supplementary Fig. 5. *Rptor* loss does not disrupt sacculation**

(a) Whole-lung imaging of dissected lungs from *Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* (control) and *Rptor<sup>ff</sup>; Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* mice at 17.5 days post coitus (dpc). GFP was activated from the *ROSA26* allele in all lung epithelial cells by *Shh<sup>Cre</sup>*; tdTomato marked all non-epithelial cells. Many GFP<sup>+</sup> dots were present on the surface of *Rptor<sup>ff</sup>; Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* lungs. Scale bar = 1 mm.

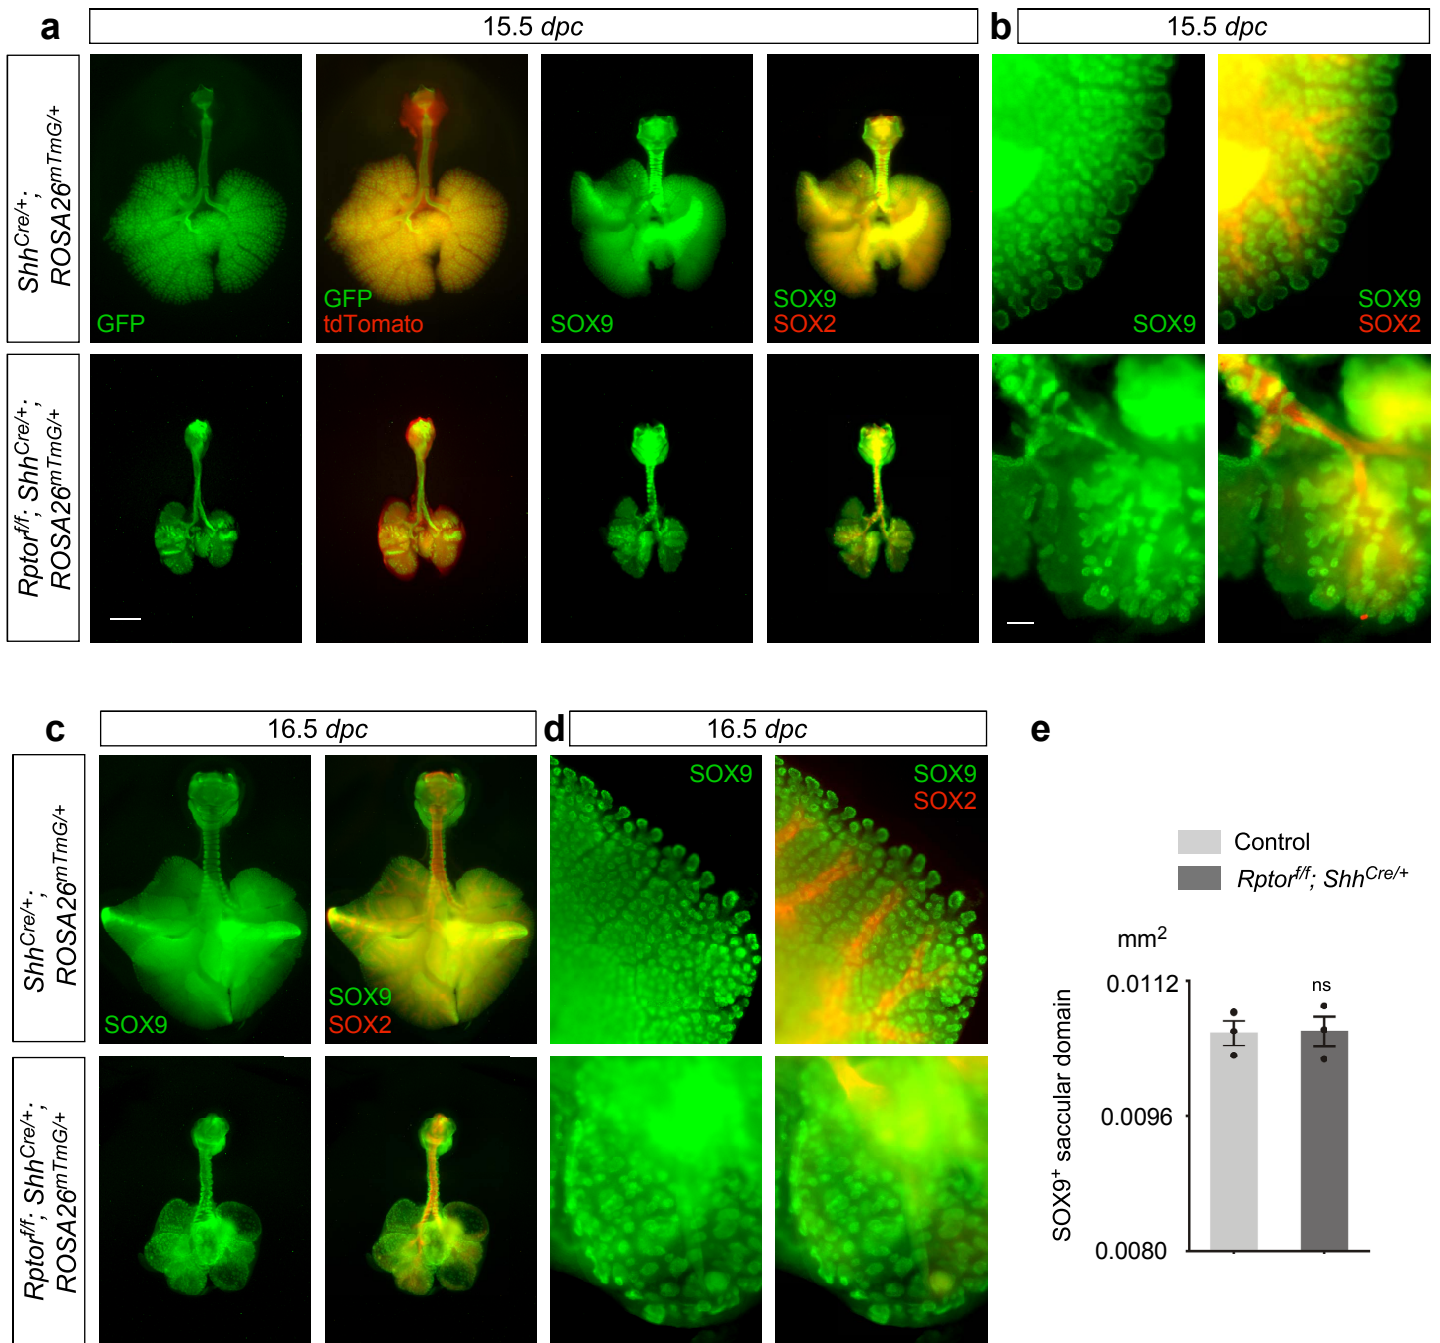

**Supplementary Fig. 6. Saccule development still proceeds in *Rptor*-deficient lungs defective in forming the conducting airways**

(a, b) Whole-mount immunostaining or whole-lung imaging of dissected lungs from *Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* (control) and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* mice at 15.5 days post coitus (dpc). Scale bars: a, 1 mm; b, 100  $\mu$ m. (c, d) Whole-mount immunostaining of dissected lungs from *Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* (control) and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>; ROSA26<sup>mTmG/+</sup>* mice at 16.5 dpc. Scale bars: c, 1 mm; d, 100  $\mu$ m. (e) Measurement of SOX9<sup>+</sup> saccular domains in control and *Rptor*-deficient lungs (n = 3 for each group). All values are mean  $\pm$  SEM. ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

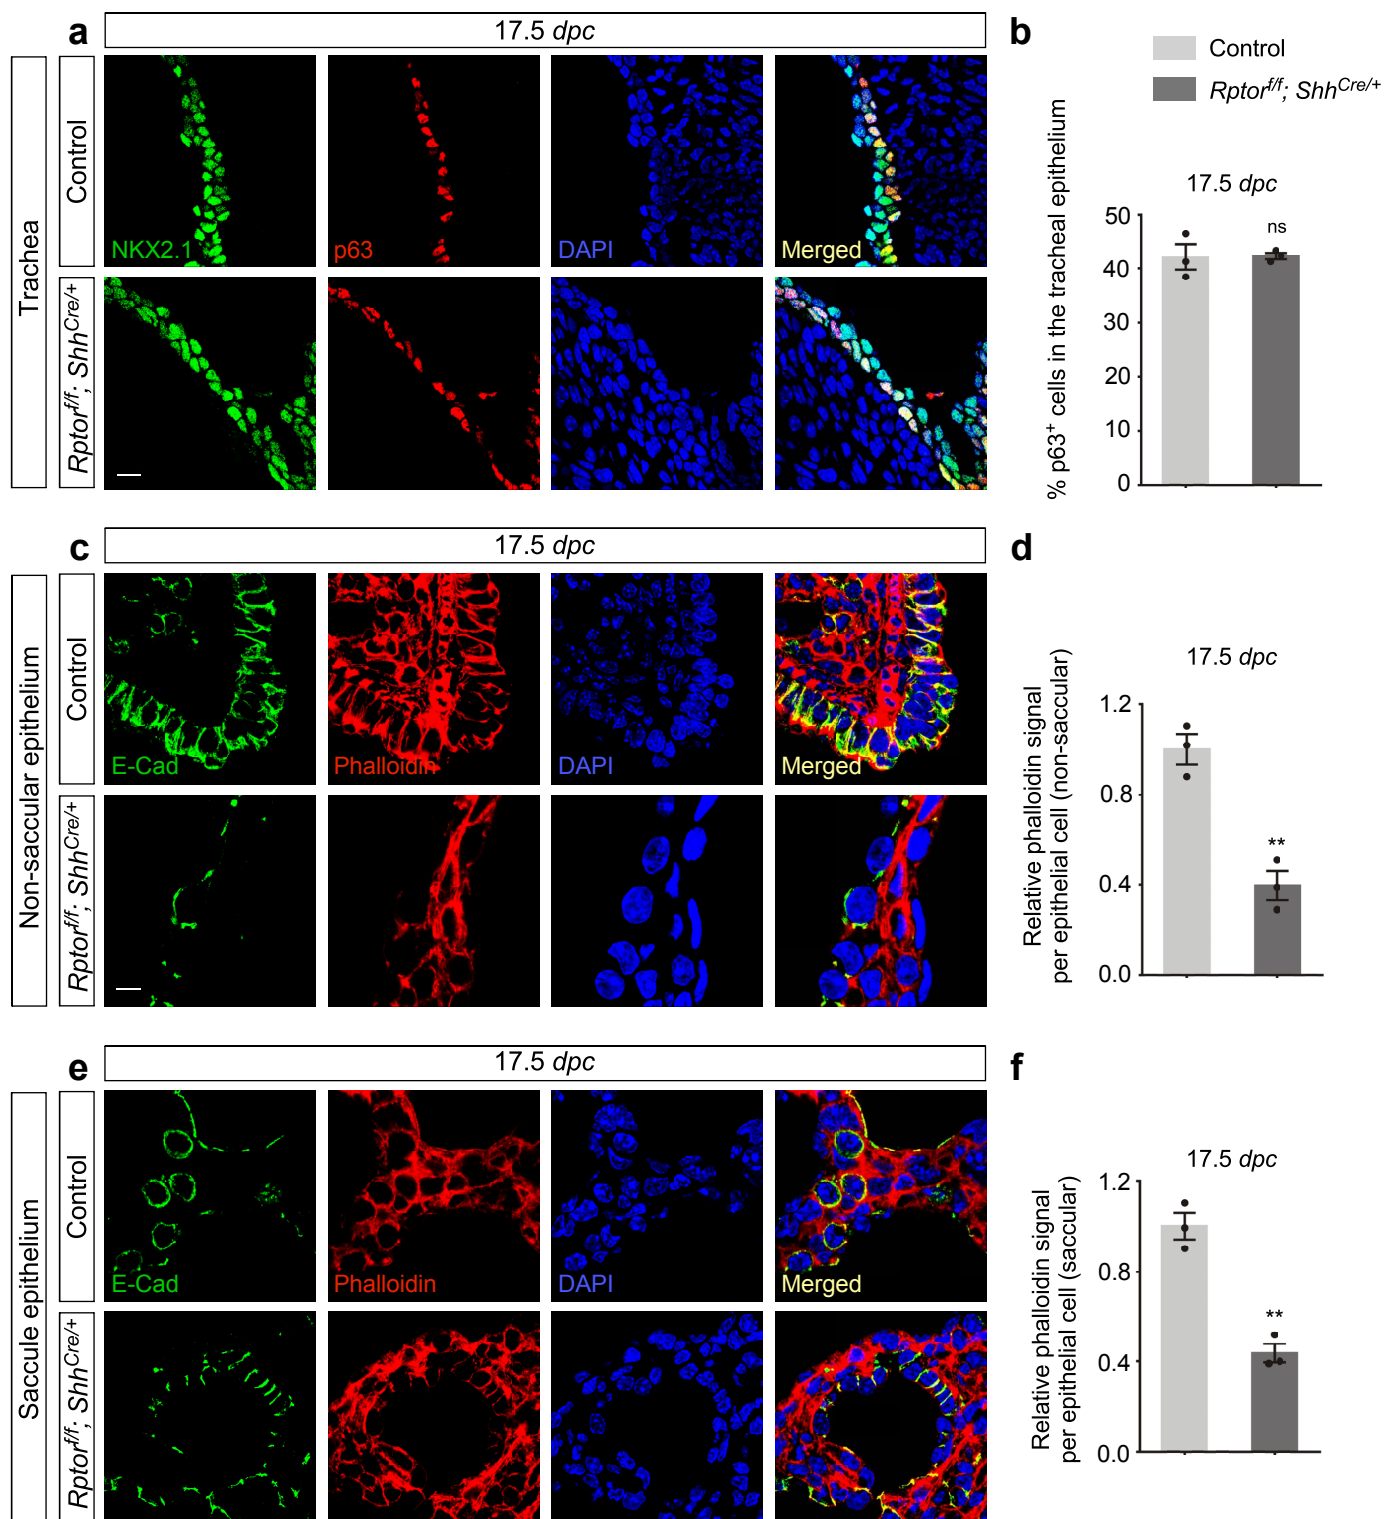

### Supplementary Fig. 7. Loss of epithelial *Rptor* in the lungs disrupts proper proximal-distal patterning

(a) Immunostaining of lung sections collected from control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 17.5 days post coitus (dpc). NKX2.1 labeled all lung epithelial cell lineages; p63 is a marker for basal cells. Scale bar = 10  $\mu$ m. (b) Quantification of p63<sup>+</sup> cells in the trachea (n = 3 for each group). (c, e) Immunostaining of lung sections collected from control and *Rptor<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 17.5 dpc. E-Cadherin (E-Cad) marked epithelial cells; phalloidin binds F-actin. Scale bar = 10  $\mu$ m. (d) Quantification of phalloidin signal in the non-saccular epithelium (n = 3 for each group). (f) Quantification of phalloidin signal in the saccular epithelium (n = 3 for each group). All values are mean  $\pm$  SEM. (\*\*) p<0.01; ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

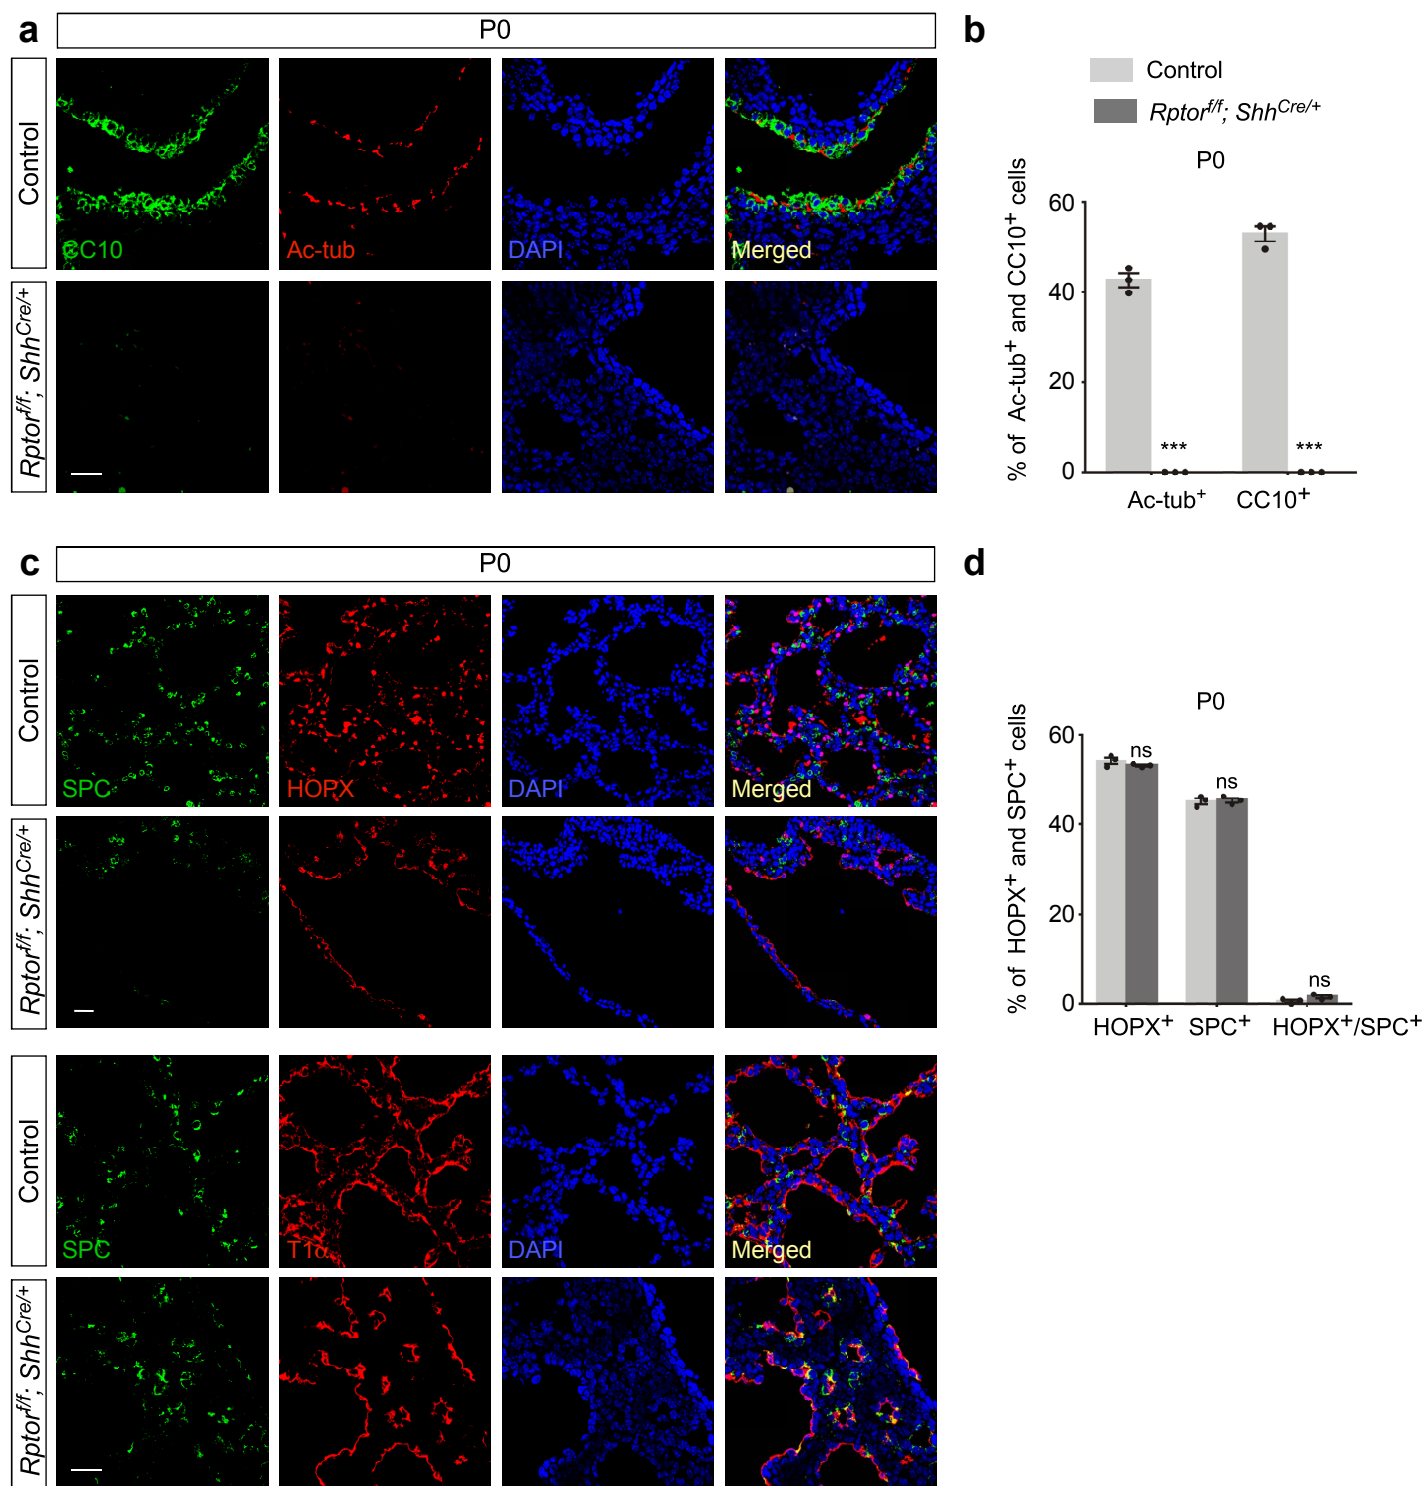

**Supplementary Fig. 8. The conducting airways fail to form but sacculle development proceeds in the absence of epithelial *Rptor***

(a) Immunostaining of lung sections collected from control and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice at postnatal (P) day 0. CC10 labeled club cells; Ac-tub marked ciliated cells. Scale bar = 25  $\mu$ m. (b) Quantification of CC10<sup>+</sup> and Ac-tub<sup>+</sup> cells (n = 3 for each group). (c) Immunostaining of lung sections collected from control and *Rptor<sup>fl/fl</sup>; Shh<sup>Cre/+</sup>* mice at P0. SPC is a marker for alveolar type II (AT2) cells; HOPX and T1 $\alpha$  are markers for alveolar type I (AT1) cells. Lung sacculles contain AT1 and AT2 cells. Scale bar = 25  $\mu$ m for SPC/HOPX staining; scale bar = 25  $\mu$ m for SPC/T1 $\alpha$  staining. (d) Quantification of SPC<sup>+</sup> and HOPX<sup>+</sup> cells (n = 3 for each group). All values are mean  $\pm$  SEM. (\*\*\*) p<0.001; ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

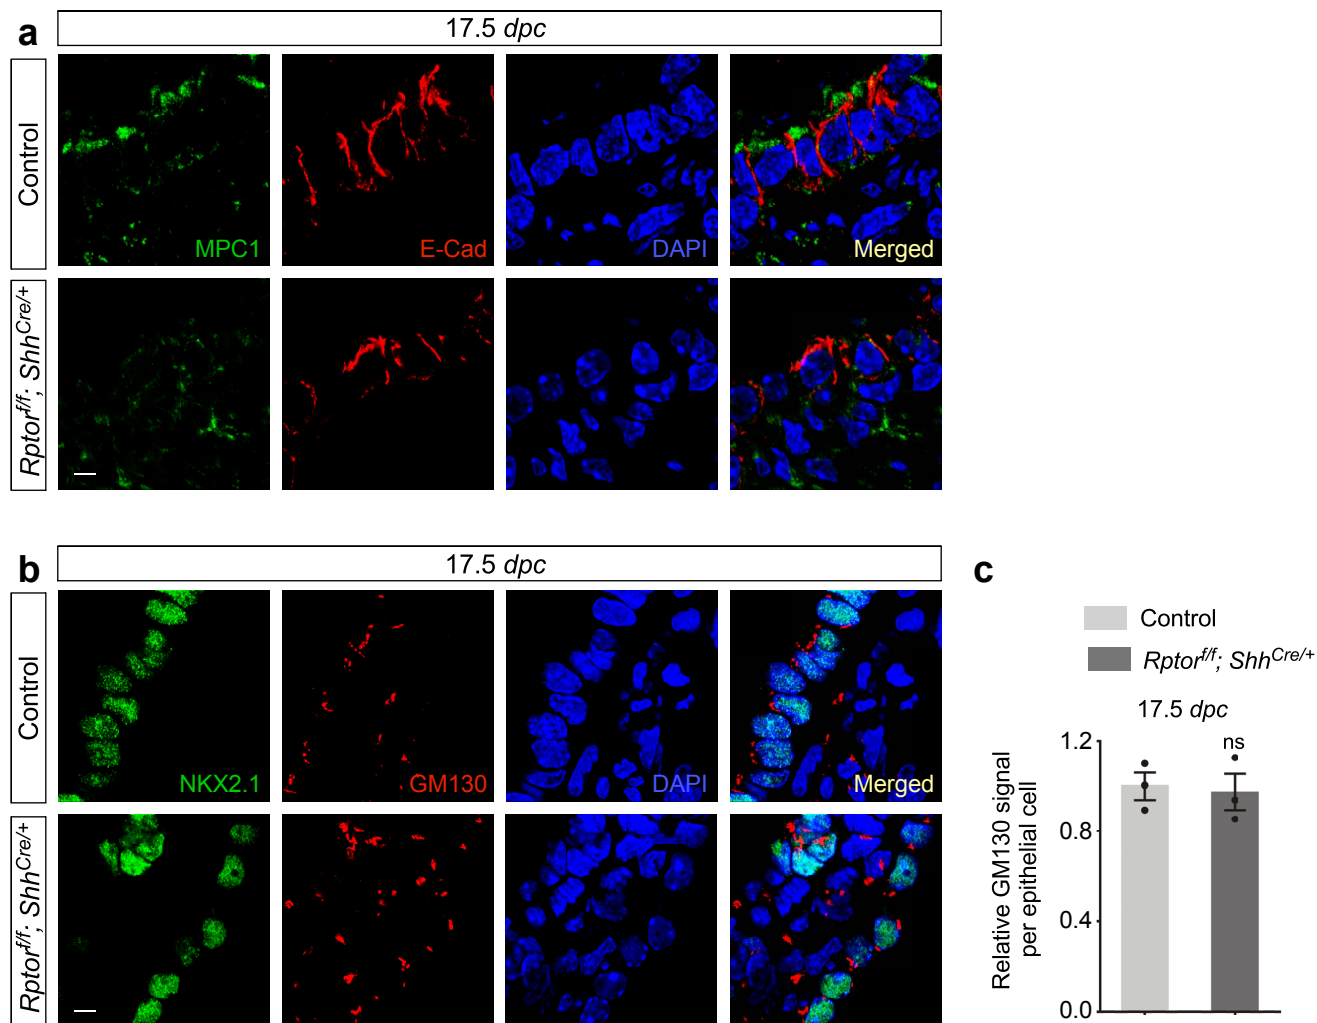

**Supplementary Fig. 9. Perturbed mTORC1 signaling in the lung epithelium results in a reduction in mitochondrial number but does not affect the Golgi apparatus**

(a, b) Immunostaining of lung sections collected from control and *Rptor<sup>ff</sup>; Shh<sup>Cre/+</sup>* mice at 17.5 days post coitus (dpc). NKX2.1 labeled all lung epithelial cell lineages; E-Cadherin (E-Cad) marked epithelial cells; MPC1 is a marker for mitochondria; GM130 is a marker for the Golgi apparatus. Scale bar = 5  $\mu$ m. (c) Quantification of GM130 signal in the lung epithelium (n = 3 for each group). All values are mean  $\pm$  SEM. ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

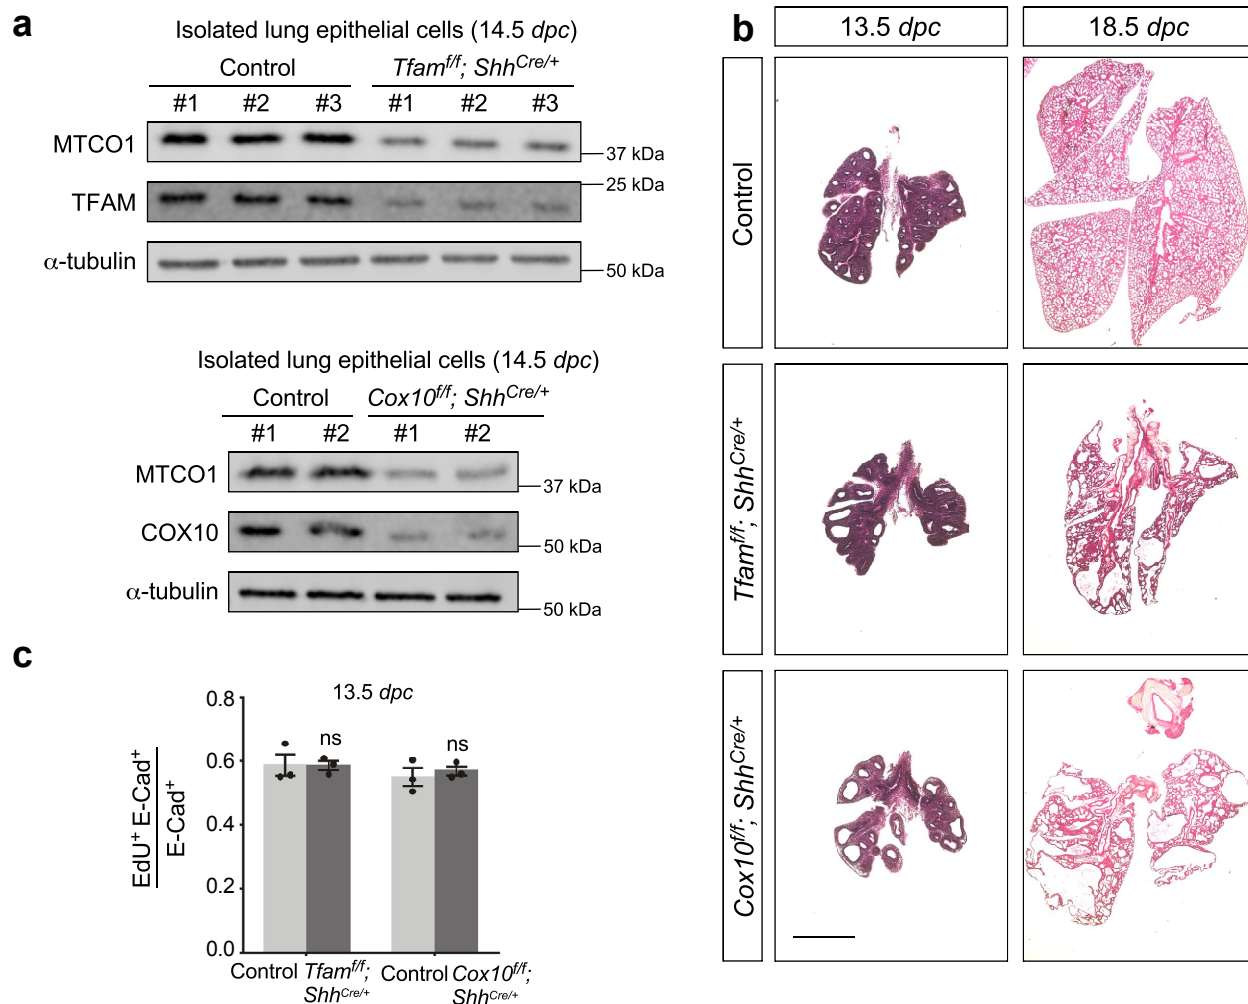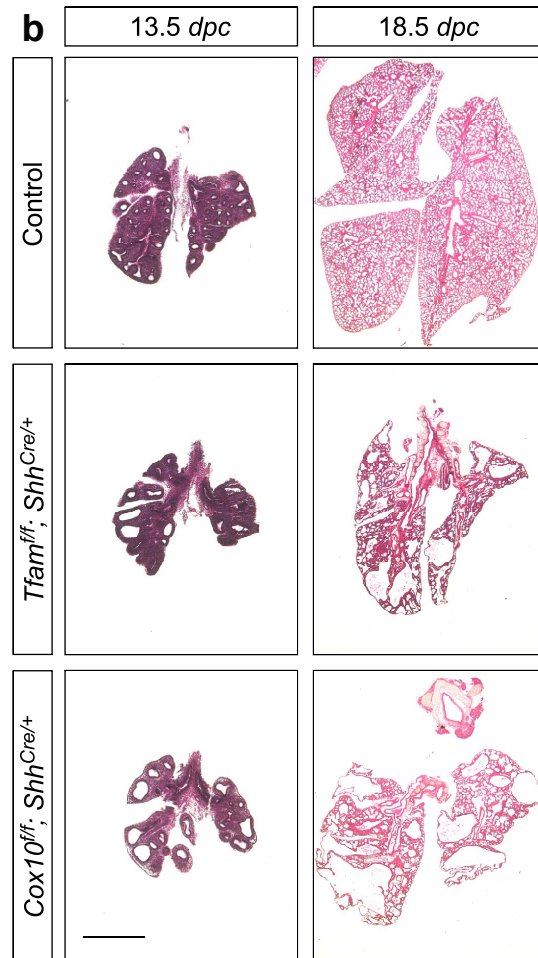

### Supplementary Fig. 10. Characterization of *Tfam*- and *Cox10*-deficient lungs

(a) Western blotting of purified lung epithelial cells from control and *Tfam<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* and *Cox10<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 14.5 dpc. A reduction in TFAM and COX10 levels reflects efficient removal of *Tfam* or *Cox10* from the lung epithelium by *Shh<sup>Cre</sup>*. The numbers indicate the molecular weight of proteins in kDa. (b) Hematoxylin and eosin (H&E) staining of lung sections from control, *Tfam<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* and *Cox10<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 13.5 and 18.5 days post coitus (dpc). Scale bar = 1 mm. (c) Quantification of epithelial cell proliferation in lungs from control, *Tfam<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* and *Cox10<sup>fl/f</sup>; Shh<sup>Cre/+</sup>* mice at 13.5 dpc (n = 3 for each group). The rate of epithelial cell proliferation was calculated as the ratio of the number of EdU<sup>+</sup> E-Cad<sup>+</sup> cells to the number of E-Cad<sup>+</sup> cells. No apparent alteration in the percentage of proliferating cells was detected in the absence of *Tfam* or *Cox10*. All values are mean  $\pm$  SEM. ns, not significant (two-tailed, unpaired Student's *t*-test). Source data are provided as a Source Data file.

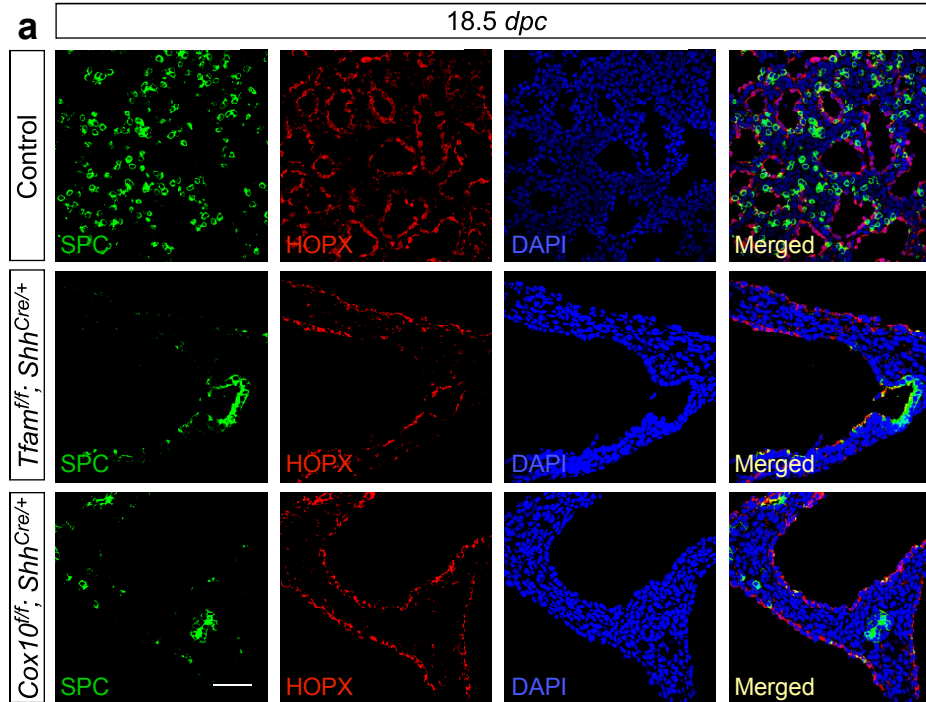

**Supplementary Fig. 11. Characterization of *Tfam*- and *Cox10*-deficient lungs**  
 (a) Immunostaining of lung sections collected from control, *Tfam*<sup>fl/fl</sup>; *Shh*<sup>Cre/+</sup> and *Cox10*<sup>fl/fl</sup>; *Shh*<sup>Cre/+</sup> mice at 18.5 days post coitus (dpc). SPC labeled alveolar type II cells; HOPX marked alveolar type I cells. Scale bar = 50  $\mu$ m.

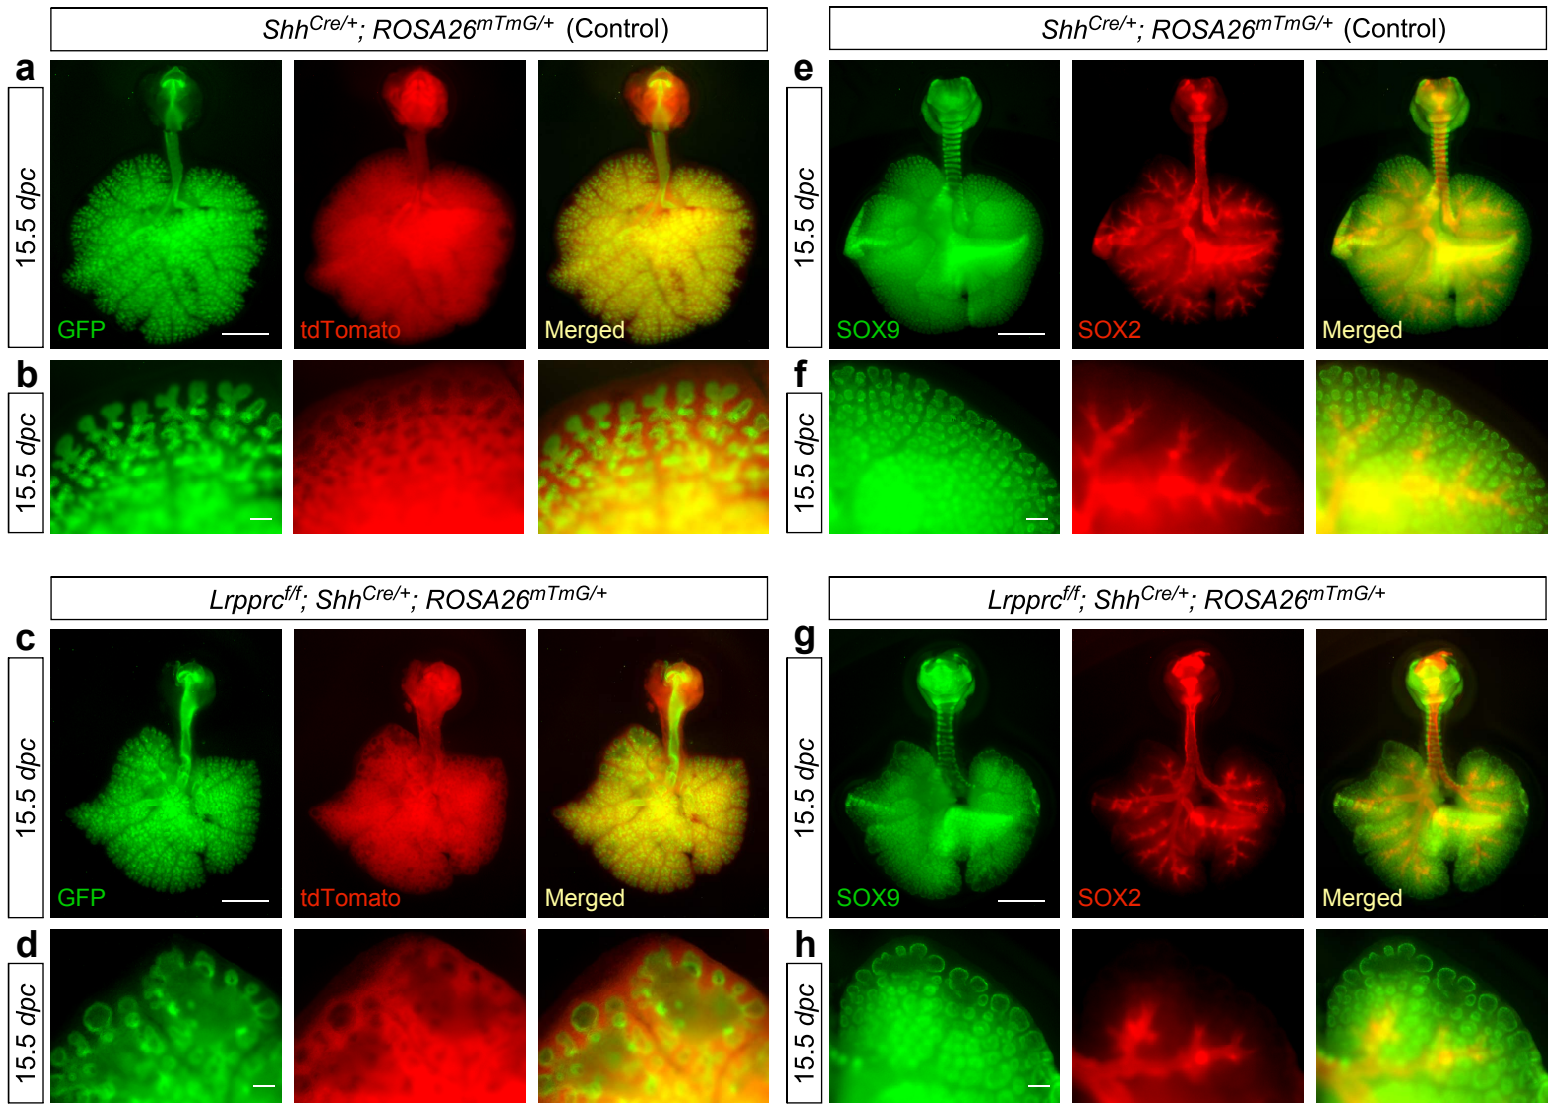

**Supplementary Fig. 12. Ablation of epithelial *Lrpprc* disrupts the formation of the conducting airways**  
 (a-d) Whole-lung imaging of dissected lungs from  $Shh^{Cre/+}; ROSA26^{mTmG/+}$  (control) and  $Lrpprc^{ff}; Shh^{Cre/+}; ROSA26^{mTmG/+}$  mice at 15.5 days post coitus (dpc). Scale bars: a, c, 1 mm; b, 100  $\mu$ m; d, 143  $\mu$ m. (e-h) Whole-mount immunostaining of dissected lungs from  $Shh^{Cre/+}; ROSA26^{mTmG/+}$  (control) and  $Lrpprc^{ff}; Shh^{Cre/+}; ROSA26^{mTmG/+}$  mice at 15.5 dpc. Scale bars: e, g, 1 mm; f, 100  $\mu$ m; h, 143  $\mu$ m.

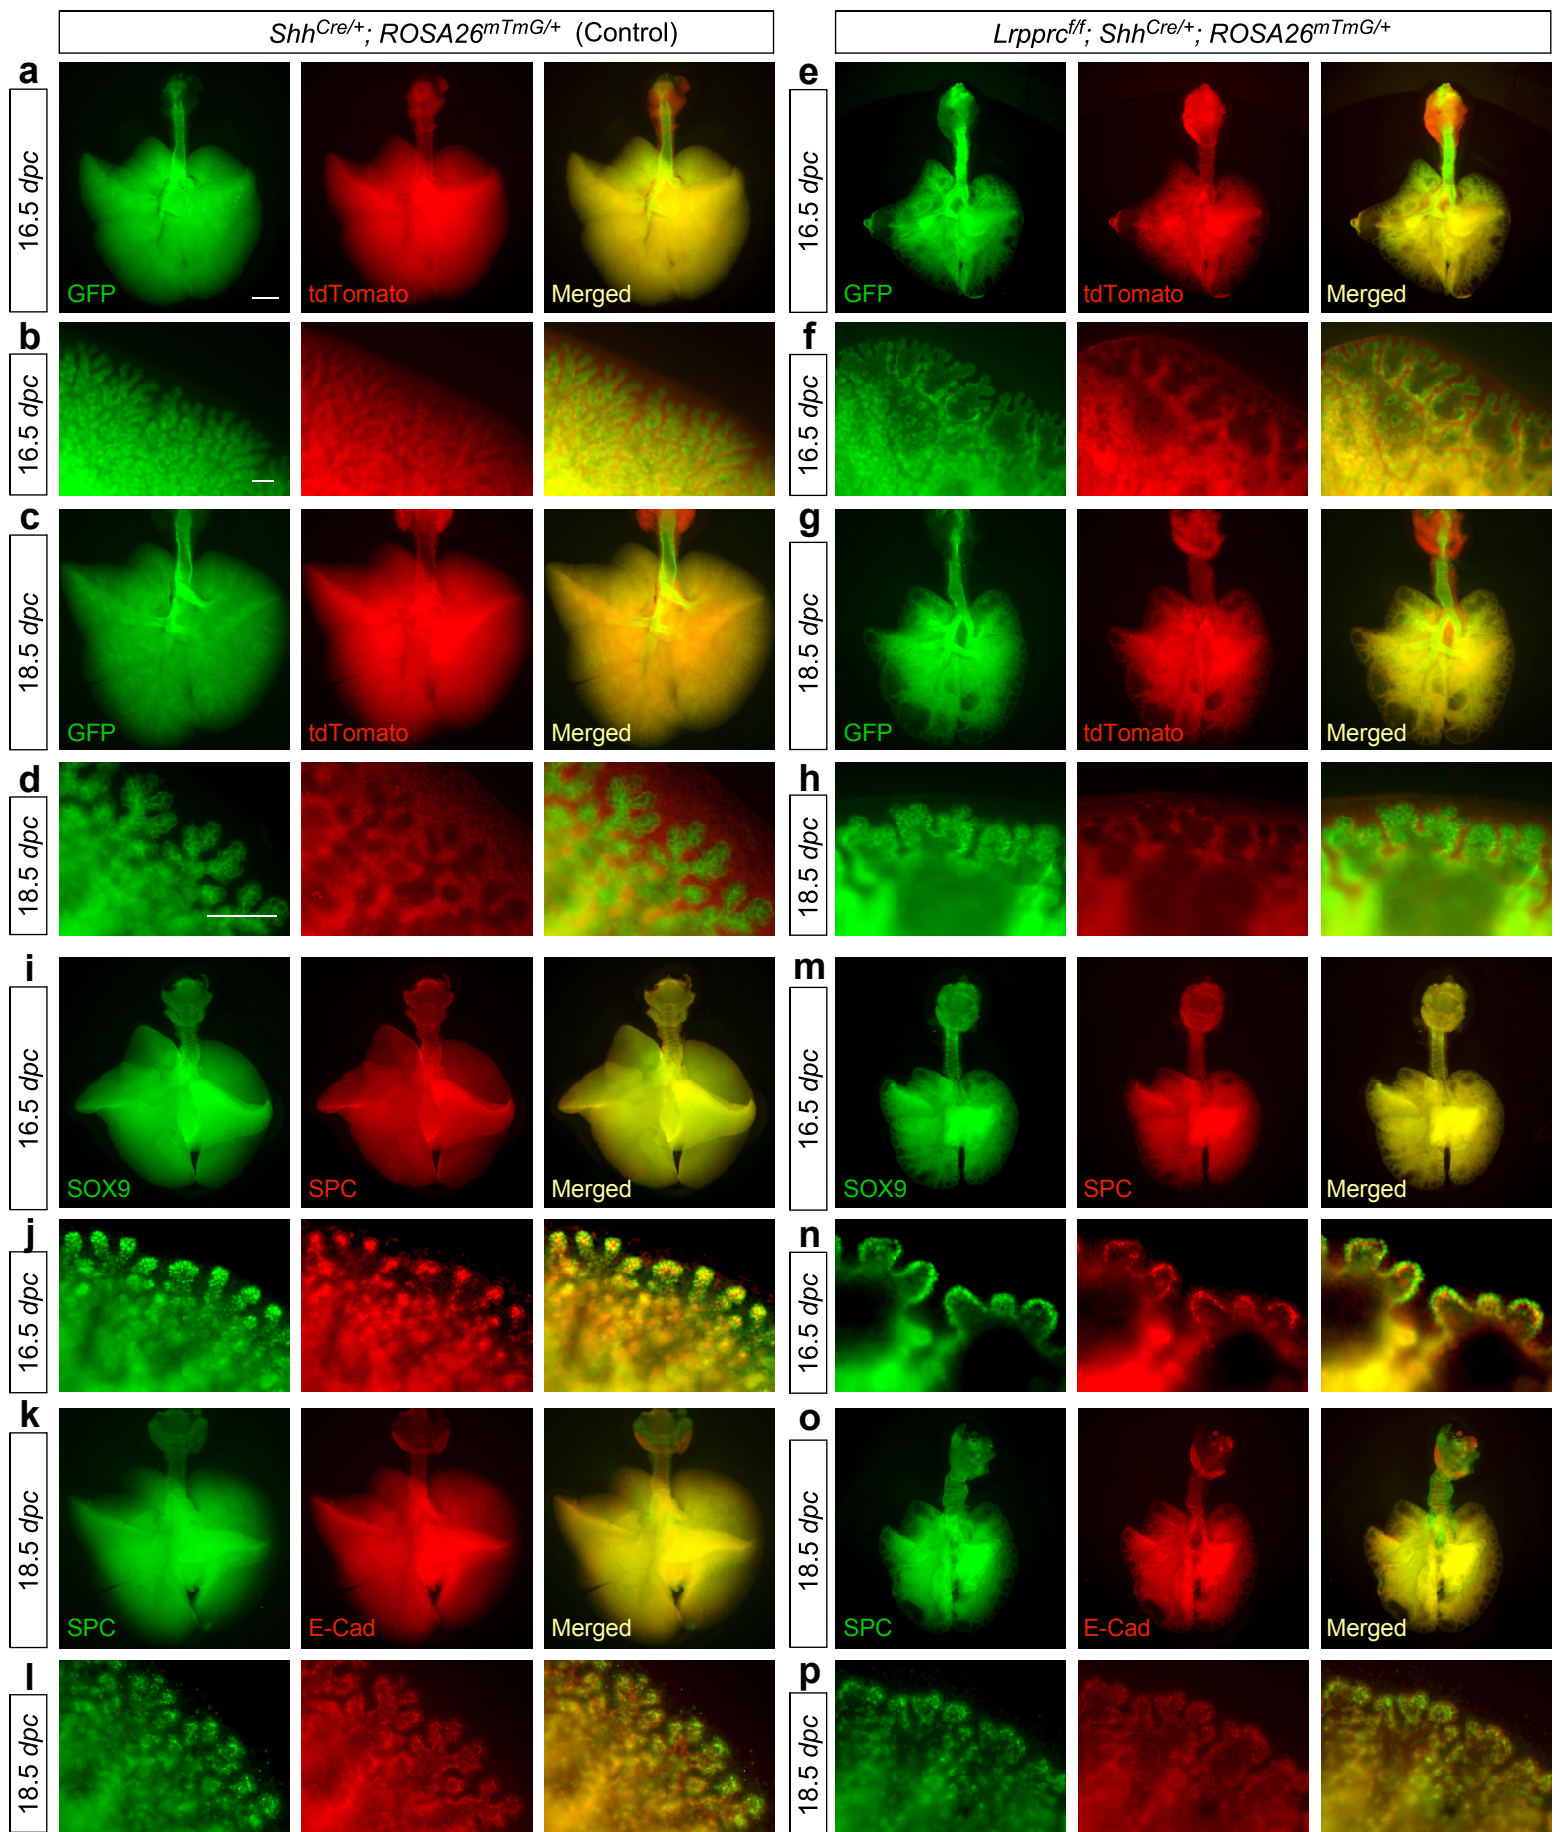

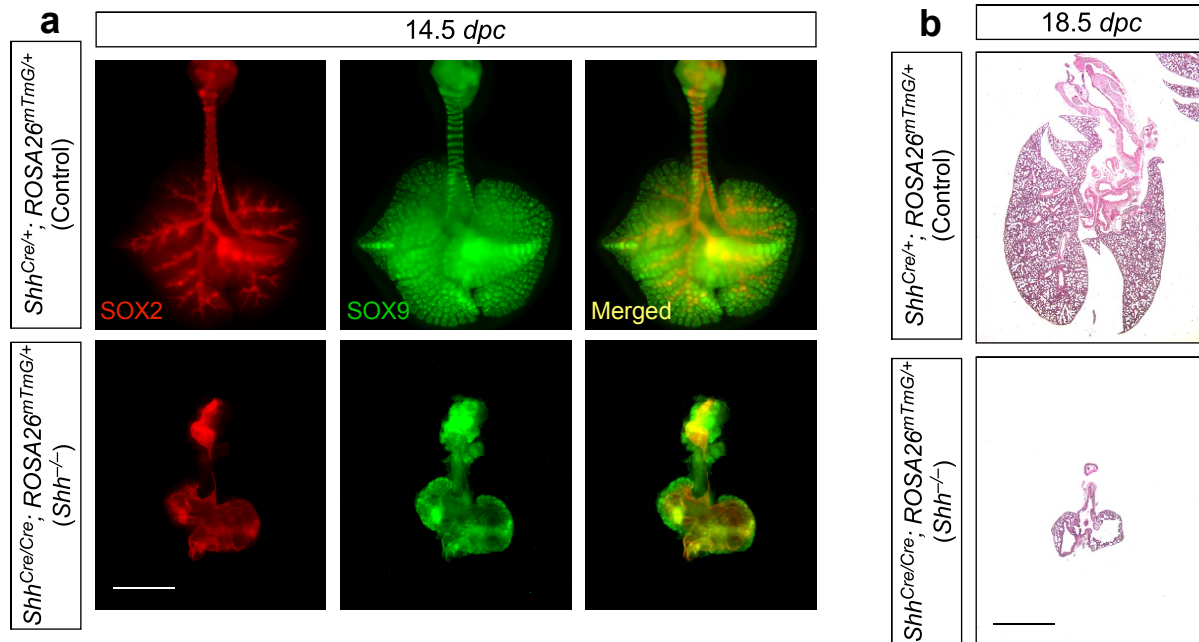

**Supplementary Fig. 14. Characterization of *Shh*-deficient lungs**

(a) Whole-mount immunostaining of dissected lungs from  $Shh^{Cre/+}; ROSA26^{mTmG/+}$  (control) and  $Shh^{Cre/Cre}; ROSA26^{mTmG/+}$  ( $Shh^{-/-}$ ) lungs at 14.5 days post coitus (dpc). SOX2 labeled proximal airway epithelium; SOX9 marked distal airway epithelium. Scale bar = 1 mm. (b) Hematoxylin and eosin (H&E) staining of lung sections from control and  $Shh^{-/-}$  lungs at 18.5 dpc. Scale bar = 1 mm.

**a**

11.5 dpc  
*Shh*<sup>Cre/+</sup> (Control) vs. *Rptor*<sup>ff</sup>; *Shh*<sup>Cre/+</sup>

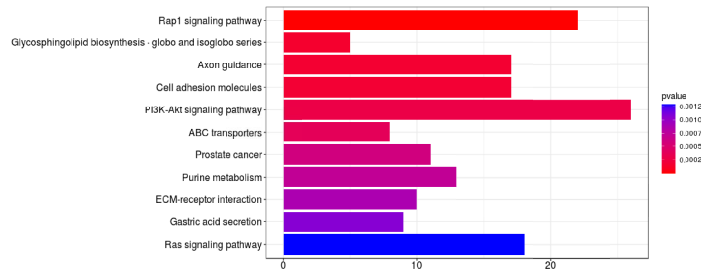

**b**

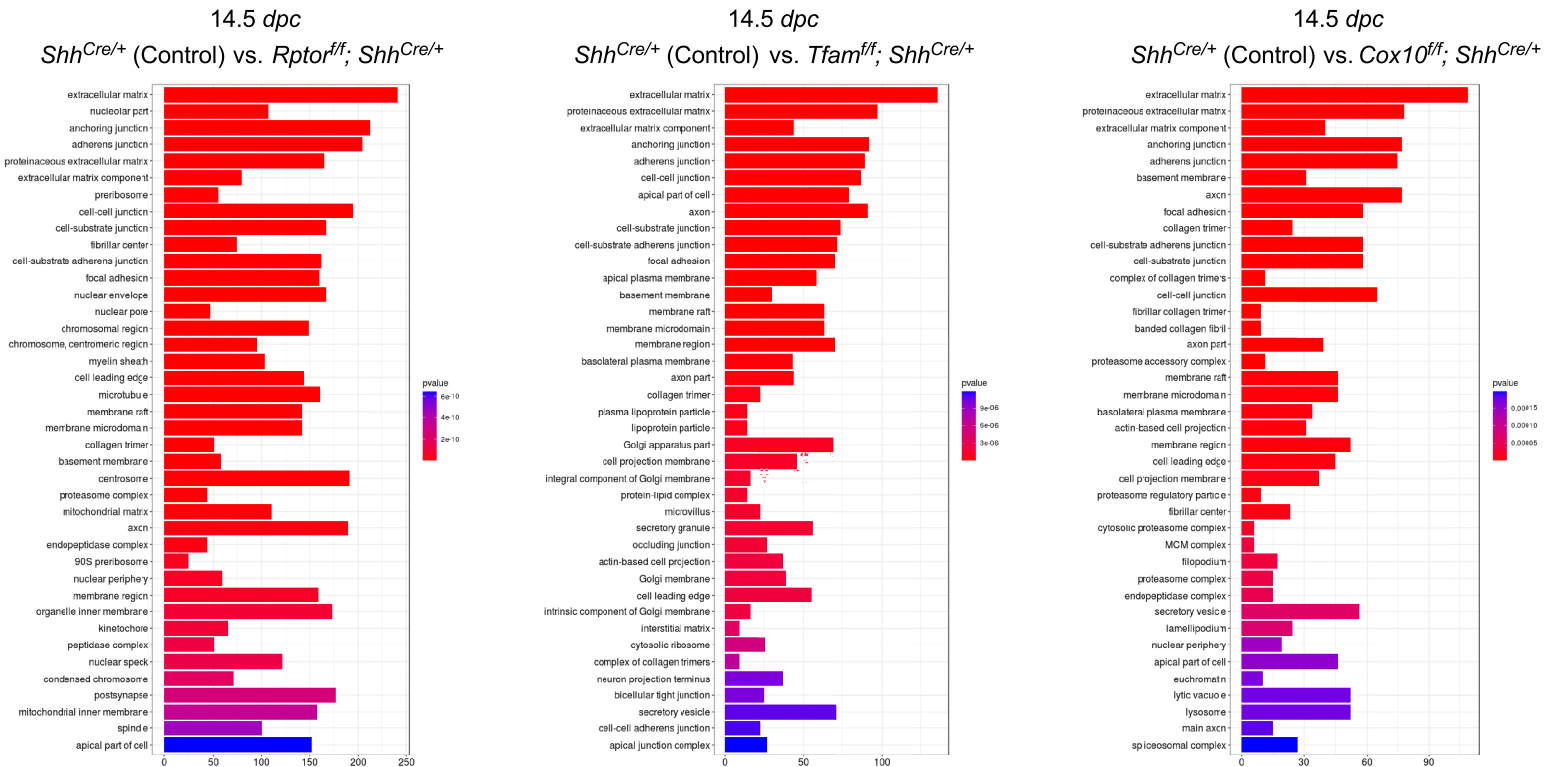

## Supplementary Fig. 15. RNA-seq analysis of *Rptor*, *Tfam* and *Cox10* mutant lungs

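Member lists of 3 related pathways were taken from Reactome, since the KEGG lists were not used here, and tested for an excess of genes with an adjusted p under 0.05 in the 11.5 *dpc* comparison. *Fgf10* was the 1 gene among 62 tested genes of the PI3K cascade, against 0.311 expected (one-sided Fisher's exact test, adjusted p = 0.804 over 3 lists). The lists of Rap1 signaling (15 tested genes) and of the RAF and MAP kinase cascade (10 tested genes) held 0 such genes. At an unadjusted p under 0.05 there were 8 genes of the PI3K cascade, 4 of Rap1 signaling and 1 of the RAF and MAP kinase cascade, with adjusted p = 0.767, 0.406 and 0.767 for the 3 lists (Fisher's exact test). These lists were chosen after the values of single genes had been seen.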

(a) KEGG pathway analysis of bulk RNA-seq analysis of control and *Rptor*<sup>ff</sup>; *Shh*<sup>Cre/+</sup> lungs at 11.5 days post coitus (dpc). (b) Gene Ontology (GO) pathway analysis of bulk RNA-seq analysis of control, *Rptor*<sup>ff</sup>; *Shh*<sup>Cre/+</sup>, *Tfam*<sup>ff</sup>; *Shh*<sup>Cre/+</sup> and *Cox10*<sup>ff</sup>; *Shh*<sup>Cre/+</sup> lungs at 14.5 dpc. The top 40 enriched terms in GO Cellular Component were shown. The mitochondrial pathway was not among the top 40 enriched pathways. This is likely because *Rptor* controls mitochondrial genes posttranscriptionally.

# Supplementary material for: mTORC1 signaling facilitates differential stem cell differentiation to shape the developing murine lung and is associated with mitochondrial capacity
**Source:** Nat Commun. 2022 Nov 25;13:7252. doi: 10.1038/s41467-022-34763-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Confocal images were captured on a Leica SPE laser-scanning confocal microscope;<br>Whole-mount immunostaining and whole-lung imaging were captured on a Nikon Eclipse E1000 microscope with a SPOT 2.3 CCD camera;<br>Quantitative PCR was performed on an Applied Biosystems QuantStudioTM 5 Real-Time PCR System;<br>Library quality of bulk RNA-Seq was evaluated with an Agilent 2100 Bioanalyzer;<br>Library of bulk RNA-Seq was sequenced on BGISEQ-500 platform.<br>Western blot images were captured on a LI-COR Odyssey Fc device.<br>Measurement of the diameter, distance, thickness, area and the percentage of the cell were performed using ImageJ (Version 1.49). |
| Data analysis   | Confocal images adjustments (red/green/blue/grey histograms and channel merges) were performed using LAS AF Lite;<br>Adjustment of the color and lightness of the whole-mount immunostaining and whole-lung imaging pictures was performed using ImageJ;<br>EdU incorporation related quantification were performed using ImageJ;<br>The graph was generated using GraphPad Prism 7;<br>Differential gene expression, gene ontology (GO) enrichment analyses and the barplot of gene ontology enrichment were performed with RStudio, R version 3.4.0;<br>Heatmap images were generated using online Heatmapper software.                                                         |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the related data for this study are available in the published article and the supplementary information file. Additional data that support the findings of this study are available from the corresponding authors upon reasonable request. These additional data are mainly images that are identical to the published images but were taken at a different color channel. They do not provide essential new information to this manuscript.

Raw and analyzed data of RNA-Seq have been deposited to the Gene Expression Omnibus (GEO) database under accession numbers GSE189327 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189327>] and GSE213202 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213202>].

Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all the in vivo experiments, at least three biological repeats were performed. The sample size was indicated in the main text and figure legends. We did not use statistical methods to predetermine the sample size. The mutant phenotypes described in this study were completely penetrant. All the mice of the same genotype showed similar, if not identical, lung phenotypes at each time point and there was little variation between the mutant lungs. The n numbers used in this study provide adequate statistical significance. |
| Data exclusions | No data were excluded in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | The replication numbers were included in the corresponding figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | The control and mutant mouse lungs that we reported in this study were based on the genotyping results, and both sexes were included in all time points.                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | Blinding was irrelevant for mouse work in this study since the experimental groups were assigned based on the genotyping results. For bulk RNA-Seq library preparation and sequencing, the investigators were blinded to the processing conditions.                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | chicken anti-GFP (1:200, abcam, Cat# ab13970; RRID:AB_300798)<br>rabbit anti-NKX2.1 (1:100, Epitomics, Cat# 2044-1; RRID:AB_1267367)<br>goat anti-CC10 (1:200, Santa Cruz Biotechnology, Cat# sc-9773; RRID:AB_2183391) |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

mouse anti-acetylated tubulin (1:200, MilliporeSigma, Cat# T6793; RRID:AB\_477585)  
 rabbit anti-prosurfactant protein C (proSP-C) (1:200, MilliporeSigma, Cat# AB3786; RRID:AB\_91588)  
 hamster anti-T1 $\alpha$  (1:200, Developmental Studies Hybridoma Bank, Cat# 8.1.1; RRID:AB\_531893)  
 mouse anti-HOPX (1:100, Santa Cruz Biotechnology, Cat# sc-398703; RRID:AB\_2687966)  
 mouse anti-p63 (1:100, Santa Cruz Biotechnology, Cat# sc-8431; RRID:AB\_628091)  
 rabbit anti-MPC1 (1:100, MilliporeSigma, Cat# HPA045119; RRID:AB\_10960421)  
 rat anti-E cadherin (1:200, Life Technologies, Cat# 13-1900; RRID:AB\_2533005)  
 mouse anti- $\beta$ -catenin (1:100, BD Transduction Laboratories, Cat# 610154; RRID:AB\_397555)  
 mouse anti-MTCO1 (1:100, abcam, Cat# ab14705; RRID:AB\_2084810)  
 mouse anti-GM130 (1:100, BD Biosciences, Cat# 610822; RRID:AB\_398141)  
 rabbit anti-MLC2 (1:500; Cell Signaling Technology, Cat# 3672; RRID:AB\_10692513)  
 goat anti-TFAM (1: 250, Santa Cruz Biotechnology, Cat# sc-23588; RRID:AB\_2303230)  
 rabbit anti-COX10 (1:500, Proteintech, Cat# 10611-2-AP; RRID:AB\_2084833)  
 mouse anti-alpha-tubulin (1:3000, Developmental Studies Hybridoma Bank, Cat# 12G10; RRID:AB\_1157911)  
 mouse anti-ACTA2 (1:200, Thermo Scientific Lab Vision, Cat# MS-113-P0; RRID:AB\_64001)  
 rabbit anti-Raptor (1:2000, EMD Millipore Corporation, Cat# 09-217; RRID:AB\_612103)  
 rat anti-PECAM-1 (CD31) (1:150, Santa Cruz Biotechnology, Cat# sc-18916; RRID:AB\_627028)  
 rabbit anti-PDGFR $\alpha$  (1:150, Cell Signaling Technology, Cat# 3164; RRID:AB\_2162351)  
 mouse anti-S6 Ribosomal Protein (1:100, Cell Signaling Technology, Cat# 2317; RRID:AB\_2238583)  
 rabbit anti-Phospho-S6 Ribosomal Protein (Ser235/236) (1:100, Cell Signaling Technology, Cat# 4856; RRID:AB\_2181037)  
 rabbit anti-SOX2 (D9B8N) (1:200, Cell Signaling Technology, Cat# 23064; RRID:AB\_2714146)  
 goat anti-SOX9 (1:200, R&D Systems, Cat# AF3075; RRID:AB\_2194160)  
 rabbit anti-pMLC2 (S19) (1:100, Cell Signaling Technology, Cat# 3671; RRID:AB\_330248)  
 rabbit anti-PKC Zeta (C-20) (1:100, Santa Cruz Biotechnology, Cat# sc-216; RRID:AB\_2300359)  
 rat anti-CD326 (EpCAM) (G8.8) (1:100, eBioscience, Cat# 13-5791-82, RRID:AB\_1659713).

Alexa Fluor<sup>®</sup> 488 donkey anti-chicken antibody (1:1000, Jackson ImmunoResearch Laboratories, Cat# 703-546-155; RRID:AB\_2340376),  
 Alexa Fluor<sup>®</sup> 488 donkey anti-goat (1:1000, Life Technologies, Cat# A11055; RRID:AB\_2534102),  
 Alexa Fluor<sup>®</sup> 488 donkey anti-mouse (1:1000, Life Technologies, Cat# A21202; RRID:AB\_141607),  
 Alexa Fluor<sup>®</sup> 594 donkey anti-mouse (1:1000, Life Technologies, Cat# A21203; RRID:AB\_141633),  
 Alexa Fluor<sup>®</sup> 647 donkey anti-mouse (1:1000, Life Technologies, Cat# A31571; RRID:AB\_162542),  
 Alexa Fluor<sup>®</sup> 488 donkey anti-rabbit (1:1000, Life Technologies, Cat# A21206; RRID:AB\_2535792),  
 Alexa Fluor<sup>®</sup> 594 donkey anti-rabbit (1:1000, Life Technologies, Cat# A21207; RRID:AB\_141637),  
 Alexa Fluor<sup>®</sup> 594 donkey anti-rat (1:1000, Life Technologies, Cat# A21209; RRID:AB\_2535795),  
 Biotinylated goat-anti hamster (1:1000, Vector Laboratories, Cat# BA-9100; RRID:AB\_2336137),  
 Biotin-SP-conjugated AffiniPure donkey anti-rabbit (1:1000, Jackson ImmunoResearch Laboratories, Cat# 711-065-152; RRID:AB\_2340593),  
 Biotin-SP-conjugated AffiniPure donkey anti-rat (1:1000, Jackson ImmunoResearch Laboratories, Cat# 712-065-150; RRID:AB\_2340646),  
 Biotinylated horse anti-mouse (1:1000, Vector Laboratories, Cat# BA-2000; RRID:AB\_2313581),  
 Streptavidin, Alexa Fluor<sup>®</sup> 488 conjugate antibody (1:1000, Life Technologies, Cat# S11223),  
 Streptavidin, Alexa Fluor<sup>®</sup> 594 conjugate antibody (1:1000, Life Technologies, Cat# S11227),  
 Streptavidin, Alexa Fluor<sup>®</sup> 647 conjugate antibody (1:1000, Jackson ImmunoResearch Laboratories, Cat# 016-600-084; RRID:AB\_2341101)

## Validation

All the antibodies in this study were purchased from commercial vendors. They have been widely used in mouse lungs and other tissues in publications from our lab and other groups.  
 e.g., Lin et al., 2017, eLife; Zhang et al., 2020, eLife; Zhang et al., 2022, Developmental Cell; Zhang et al., 2022, PLOS Biology.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

The animals we used are:  
 mouse, Rptor floxed allele [B6.Cg-Rptortm1.1Dmsa/J]  
 mouse, Tfam floxed allele [B6.Cg-Tfamtm1.1Ncd/J]  
 mouse, Cox10 floxed allele [B6.129X1-Cox10tm1Ctm/J]  
 mouse, Lrprrc floxed allele [Lrprrctm1.1Lrsn/J]  
 mouse, ROSA26mTmG allele [Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J]  
 mouse, ROSA26tdTomato allele [B6;129S6-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J]  
 mouse, ShhCre allele [B6.Cg-Shhrtm1(EGFP/cre)Cjt/J]  
 Mice of both sexes at the breeding age were used for mating. Embryos of both sexes and at different developmental stages were collected for analysis.

### Wild animals

No wild animals were used in this study.

### Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

The mouse experiments in this study were performed following the protocols (AN187712) approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Francisco (UCSF).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

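RNA from whole lungs at 11.5 *dpc* was measured in 3 pools of control lungs (*Rptor* f/+*; Shh* Cre/+) and 3 pools of mutant lungs (*Rptor* f/f*; Shh* Cre/+), each of 3 or 4 lungs. The conditions and replicate numbers were taken from the labels of the samples and from the paper's methods. Samples of 14.5 *dpc* were not analysed here.

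The authors deposited 1 table for all 6 libraries. Its signal values are normalized counts, which the authors made by dividing the reads of each gene by a size factor of the library, and its mean column is the authors' mean of the 6 values. The log2 fold changes and their standard errors, the test statistic (a score) and the p-values in the deposited table are the authors' own comparison. The column names are those of a DESeq2 results table, but for this comparison the paper's text names RStudio with R 3.4.0, and Heatmapper for its heatmaps, without a package, aligner, counter, genome build or filter. Its statistics section names two-tailed Student's *t*-tests for comparisons of control and mutant groups and gives a significance threshold of 0.05. That section mentions RNA-Seq for the random choice of samples and names no adjustment over genes or filter, and limma was used here instead. In the authors' deposited table the log2 fold change and the test statistic have opposite signs for all 19100 genes with a p, and the normalized counts follow the sign of the log2 fold change, so directions were taken from the normalized counts. The gene symbols of 27 genes had been turned into dates in the deposited table and were left as they are.

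The median ratio of a library's values to the geometric mean over libraries was 1.00 in each of the 6 libraries, so median-of-ratios size factors cannot change the values further. Totals of normalized counts were between 20705058 and 20865998 per library. Since the values had been divided by size factors, these totals do not show the depth, for which the recovered reads of 5 libraries were 20197642 to 21276090.

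The main comparison used limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean) on log2(normalized count + 1), for genes with a value of at least 1 in at least 3 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05 and with no block for the replicate number. The design set before the data were examined named limma for normalized counts unless whole counts could be recovered. Whole reads were recovered for 5 of the 6 libraries. Recovery was not accepted for control pool 3, whose step of 0.994 is close to 1, although its values may be whole multiples of that step too. A count test on all 6 libraries was therefore not run, and limma was kept for all 6 libraries. As an alternative, edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) was run on the recovered reads of the 5 libraries. Single values with few pools were compared with a two-sided exact permutation test, whose smallest p is 0.1 for 3 pools against 3.

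Both tests were tried on simulated data in which 200 genes were changed. With limma on 6 libraries, 172 of the 200 changed genes were called among 16919 tested genes, and 1.71% of the calls were false. With edgeR on 5 libraries, 161 of the 200 were called among 14842 tested genes, and 2.42% of the calls were false. Only genes with higher counts were changed, each by either a large or a small amount. With limma, 96.7% of the large and 77.3% of the small changes were called. Even the small changes exceeded the log2 fold changes of *Sox2* (-0.47) and *Ldha* (-0.27). The simulation thus does not show how often changes of that size are called.

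For pathways, 7 gene lists were written before the data were examined: glycolysis, lung branching, cell junction, extracellular matrix, basement membrane, cytosolic ribosome and nuclear-encoded oxidative phosphorylation genes. All but the last were written for terms that the paper reports from these same data, so their results are not independent of the paper's. Each was tested with a one-sided Fisher's exact test against all other tested genes. The p-values of this test and of camera rest on the genes of a list. Genes are not independent replicates, so these p-values do not measure agreement between pools. Reactome lists came from fgsea 1.28.0. Coordinates are those of GENCODE M21 (GRCm38), found by symbol for 98.7% of tested genes, and older symbols were matched through the RefSeq table of GRCm38.p6. *Aldoa* has no single match and no coordinates are given for it.

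The genes named in the text follow a rule set before the data were examined: the genes the paper names for this experiment, up to 3 members of each list with the lowest adjusted p under 0.05, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 and no overlap between groups. For the closing part it adds genes the paper names for other stages and listed marker genes. Genes named outside this rule are marked where they appear. The alternatives set before the data were examined were limma without the trend, upper-quartile normalization (75th percentile), values of at least 10 in every library, no filter, a pseudocount of 0.1, a replicate block, leaving out each of the 6 pools, other thresholds, scaling to epithelial genes, and limma's camera test. The alternatives chosen after seeing the data were edgeR on 5 libraries, the log2 *Xist* value as a covariate, and Reactome lists. The replicate numbers come from the labels of the samples. Same-numbered control and mutant pools hold different embryos.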

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

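The results in this part concern genes that the paper does not discuss and that rose in the mutant pools above the level of the control pools. All tests of explanations in this part were chosen after these results were seen, apart from that of carried-over tissue. Library size was named as an explanation before the data were examined, and the recovered reads were chosen as its measure afterwards.

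*Rps18* had the lowest p of all tested genes. Its log2 fold change was 0.71, with normalized counts of 4523, 4530 and 4202 in control pools and 7651, 6827 and 7153 in mutant pools. It passed the threshold in each of the 6 fits that left out 1 pool (limma adjusted p from 2.59e-05 to 0.0405) and in 7 of 8 other fits (adjusted p from 4.26e-05 to 0.117, the highest with limma without trend). *Rpl17*, named after its value was seen, had the second largest rise among the 78 ribosomal protein genes at 0.31, so the change of *Rps18* was not shared in size by the rest of the list.

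*Rps18* lies near the class I H2 genes on chromosome 17. Of 8 class I H2 genes, listed after the values were seen, 7 were lower in the mutant pools, 6 of them at an unadjusted p under 0.05, while *H2-T23* was higher. A strain haplotype of this region that differs between the groups would cluster genes with a low p there. The fullest window of 100 genes around *Rps18* held 5 genes at an unadjusted p under 0.001, against 1.09 expected in a window, and a share of 0.938 of 10000 random orders of the genes had a window with as many. With windows of 50 genes, which were examined first, the region held 3, against 0.546 expected, and another region held 4. This test compares the region with the fullest window anywhere, so a local excess could not show in it, and the rise of *Rps18* cannot be told apart from a haplotype difference. *Zfp811* also lies in this part of chromosome 17 (from 32795676 to 32809931 of GRCm38). A change in interferon signaling would lower other interferon-inducible genes too, but the median log2 fold change of 9 such genes was 0.11, with 3 lower and 0 of these 3 at an unadjusted p under 0.05. Reads shared between paralogs or pseudogenes could not be tested, since 0 of the 3 *Rps18* pseudogenes named in GENCODE M21 are listed in the deposited table. The rise of *Rps18* cannot be told apart from that explanation either.

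*Zfp811* rose by a log2 fold change of 1.07 (limma adjusted p = 0.0398), from a normalized count of 80.4 ± 20.1 (SD, n = 3) in control pools to 167 ± 18.6 (SD, n = 3) in mutant pools. *Ulk4* rose by 0.87 (adjusted p = 0.0406), from 135, 143 and 113 to 242, 195 and 282. *Myof* rose by 0.70 (adjusted p = 0.0112), from 577, 650 and 575 to 1069, 880 and 989. For each of these genes all 3 mutant pools were above all 3 control pools. *Zfp811* and *Ulk4* each passed the threshold in 2 of the 6 fits that left out 1 pool, and *Myof* in 3. With the log2 *Xist* value as a covariate, *Myof* stayed under the threshold (adjusted p = 0.0419), and *Zfp811* (0.0661) and *Ulk4* (0.280) did not. Outside those 6 fits, the adjusted p was 0.00116 to 0.228 for *Zfp811*, 0.0139 to 0.280 for *Ulk4* and 0.00145 to 0.184 for *Myof*. The lowest value of each came from edgeR on 5 libraries, which also lacks control pool 3. Among the fits that kept all 6 pools, the lowest were 0.0387 for *Zfp811*, 0.0387 for *Ulk4* and 0.00898 for *Myof*. No biological explanation was tested for these genes, since the genotype is the only condition in the design.

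Technical explanations were also tested for the differences between the groups as a whole. Library size did not separate the groups in the 5 libraries with recovered reads: the highest number of reads in 2 control pools was 1.04 times the lowest in 3 mutant pools, and the ranges overlapped. The share of the counts in the 10 highest genes was higher in every mutant pool, by 0.128 percentage points on average (4.22% to 4.37% against 4.16% to 4.18%). The groups did not overlap in this share, but a shift of this size lowers the values of all other genes by a log2 change of -0.00193, far less than the changes of single genes given here. Across genes, which are not independent replicates, the rank correlation of the log2 fold change was -0.0669 with transcript length and 0.0392 with GC content, over 16937 genes. Of 32 heart muscle, liver and red blood cell genes, 0 were among the 86 genes with an adjusted p under 0.05, where 0.160 were expected by chance, so this count shows only that such genes are not part of the 86. Of the 32, 4 had an unadjusted p under 0.05, all 4 of them lower in the mutant pools, with log2 fold changes down to -1.54 among heart muscle genes and -0.92 among liver genes. The mean of 13 heart muscle genes was lower in every mutant pool than in every control pool (exact permutation test, p = 0.1), so less heart tissue in the mutant dissections is not ruled out. Of the 86 genes, 5 lie on chromosomes X and Y (one-sided Fisher's exact test, p = 0.202).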

How the results depend on the processing

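The edgeR test on 5 libraries, the *Xist* covariate and the Reactome lists were chosen after seeing the data, and the other alternatives before the data were examined.

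Of the 86 genes, 58 were among the 71 genes called with a replicate block. The deviations of same-numbered pools from their group means had a mean correlation of 0.0376 across genes, and same-numbered pools are different embryos.

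The number of genes was within 1.5 times of 86 with upper-quartile normalization (91), values of at least 10 in every library (74), no filter (65), a pseudocount of 0.1 (75), the replicate block and the *Xist* covariate (70). It moved to 8 with limma without trend (3 of them among the 86), to 17 with an absolute log2 fold change of at least 1, to 2328 at an unadjusted p under 0.05, and to between 1 and 468 across the 6 fits that each left out 1 pool. The edgeR test on the recovered reads of 5 libraries called 545 genes, 202 higher and 343 lower, including all 86. Limma on the same 5 libraries called 468, of which 462 were shared, so most of this rise came with leaving out control pool 3 rather than with the tool.

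The number of the 7 glycolytic genes called moved from 0 to 6 when adjusted over the 7 genes alone and to 6 at an unadjusted p under 0.05, to 1 with edgeR on 5 libraries, and to between 0 and 3 across the fits that left out 1 pool. *Rptor* and *Sox2* kept their direction and stayed above the threshold in every fit, *Sox2* with an adjusted p from 0.0637 to 0.685. *Sox9* passed it when scaled to the epithelial genes (log2 fold change 0.52), with edgeR on 5 libraries (0.19) and with limma without control pool 3 (0.193). Across the fits that left out 1 pool, its log2 fold change was 0.0830 to 0.193.

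The lung branching list lost its enrichment with limma without trend (adjusted p = 1), upper-quartile normalization (0.0554), values of at least 10 in every library (0.282), no filter (0.147), a pseudocount of 0.1 (0.216) and camera (0.817), and ranged from 3.10e-07 to 1 with 1 pool left out. It kept it with the replicate block (0.0294), the *Xist* covariate (0.00465), edgeR on 5 libraries (7.68e-08) and genes at an unadjusted p under 0.05 (8.45e-07). The cell junction and extracellular matrix lists lost theirs with limma without trend (both 1), which left 8 genes in all, and ranged from 6.30e-10 to 1 and from 3.59e-11 to 1 with 1 pool left out. The glycolysis list passed with camera (0.00169) and with genes at an unadjusted p under 0.05 (0.000177), and ranged from 0.00267 to 1 with 1 pool left out. The cytosolic ribosome list passed with camera (1.24e-07) and with genes at an unadjusted p under 0.05 (1.15e-05), and ranged from 0.0321 to 0.896 with 1 pool left out. Its excess turned to a shortfall with edgeR on 5 libraries (0.949) and without control pool 3 (0.896). The basement membrane list passed with genes at an unadjusted p under 0.05 (0.0237), and camera placed it higher (0.817) where its median was slightly lower. The oxidative phosphorylation list passed with camera (0.0358), as higher in the mutant pools. With the Reactome lists, each of the 6 lists tested kept its side of the threshold. Apart from the count of 8 genes with limma without trend and the comparison of edgeR with limma on 5 libraries, the cause of these changes was not tested.

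Among 27 other named genes, *Pklr* rose by 0.55 with the *Xist* covariate (adjusted p = 0.629). Of 375 comparisons, 265 kept the direction and side of the threshold, 104 were no longer past it, 5 newly passed it and 1 changed direction. All 104 losses fall on the 263 comparisons of the 19 genes with an adjusted p under 0.05, and each of these 19 genes lost the threshold in at least 1 fit. DESeq2 and limma-voom, which were set for counts, were not run because reads were not recovered for all 6 libraries, and median-of-ratios scaling cannot move values that already carry it. *Fam43b*, *Mir692-1* and *1700011H14Rik* have no result where the filter removed them.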

Differences from the paper's values

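Of the fits in this part, the edgeR test on 5 libraries was chosen only after the results were seen.

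The paper gives 7 glycolytic genes with significantly decreased expression in the mutant lungs, and 0 of these were called here at a limma adjusted p under 0.05 over all tested genes (6 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, adjustment over the 7 genes alone (6 genes) and an unadjusted p under 0.05 (6 genes) came within 1.5 times of the paper's count. The others did not: 3 genes (*Ldha*, *Aldoa* and *Pgk1*) were called without control pool 2, 1 (*Ldha*) without control pool 3, and 0 with limma without trend, upper-quartile normalization, values of at least 10 in every library, no filter, a pseudocount of 0.1, the replicate block and the 4 other fits that left out 1 pool. At an unadjusted p under 0.05 all 7 were lower without control pool 2, which is the paper's count. The edgeR test on 5 libraries called 1 of the 7, *Ldha*. In the authors' deposited table, 2 of the 7 have an adjusted p under 0.05 and all 7 have an unadjusted p under 0.05. The paper's statistics section gives P < 0.05 as its threshold and mentions no adjustment over genes.

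The paper writes *Pfkm* beside *Pfkl* among the genes that decreased. *Pfkm* was higher in the mutant pools here, with a log2 fold change of 0.10 (limma adjusted p = 0.437), and the log2 fold change in the authors' deposited table is 0.10 as well.

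The paper states that *Sox2* levels were sharply reduced. The log2 fold change here was -0.47 with a limma adjusted p of 0.124, and no fit called it. In the authors' deposited table its adjusted p is 0.0234. The paper states that *Sox9* was unaltered. It was called as higher without control pool 3 (limma adjusted p = 0.0438), with scaling to the epithelial genes (0.00181) and with edgeR on 5 libraries (0.0357). These are not separate lines of evidence: the first and the last both leave out control pool 3, and the scaling adds the same amount, given by the fall of the epithelial genes, to the log2 fold change of every gene.

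The paper names basement membrane, cytosolic ribosome and glycolytic genes as affected. The lists used here, which are not the paper's, had an adjusted p of 0.368, 0.455 and 1 from Fisher's exact test. All 3 passed with genes at an unadjusted p under 0.05 (0.0237, 1.15e-05 and 0.000177), and the ribosome and glycolysis lists also with camera (1.24e-07 and 0.00169). Without 1 pool, the glycolysis list passed without control pool 2 (0.00267), and the ribosome list passed without control pool 1 (0.0321) and without mutant pool 3 (0.0321), where a single gene was called. In the authors' deposited table, 278 genes have an adjusted p under 0.05, 112 higher and 166 lower in the mutant pools. They include 85 of the 86 genes called here. The lists were not tested on those 278 genes, so the shorter list of calls may account for the difference from the paper.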

Other observations

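The tests in this part of a smaller epithelial share on the epithelial genes, of *Xist* on glycolytic genes, of the splits for the 7 glycolytic genes and of cell junction genes were chosen after the results were seen. The others were chosen before the data were examined.

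Of the 10 splits of the 6 pools into 3 and 3, the real split parts all 3 same-numbered pairs, as do 3 others, and the remaining 6 part 1 pair. Among the 4 that part all 3 pairs, 1 split, the real one, gave as many as 86 genes with an adjusted p under 0.05, and the other 9 splits of the 10 gave 0 such genes and between 212 and 1072 genes at an unadjusted p under 0.05, against 2328. With so few splits this share cannot go under 0.1 over the 10 splits. For the 7 glycolytic genes, the real split gave 6 at an unadjusted p under 0.05 and was the 1 split of those 4 with as many, while the split of control pools 1 and 3 and mutant pool 2 against the rest gave 5.

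The glycolytic genes were uneven among the control pools. The mean centred log2 value of the 7 genes was 0.15, -0.15 and 0.39 in control pools 1, 2 and 3, and -0.17, -0.12 and -0.10 in mutant pools 1, 2 and 3, so that the groups overlapped in this mean (exact permutation test, p = 0.3). The overlap comes from *Pklr*, which varied most among the control pools, since each of the other 6 genes separated the groups. Hypoxia-inducible genes outside glycolysis ranked the control pools in the same order, at -0.01, -0.06 and 0.08, but did not differ between the groups (exact permutation test, p = 0.9). Leaving out control pool 3, the highest, 6 of the 7 genes kept an unadjusted p under 0.05, but the change of all 7 shrank. The log2 fold change went from -0.27 to -0.19 for *Ldha*, from -0.23 to -0.13 for *Aldoa* and from -0.62 to -0.15 for *Pklr*. That fit also called 468 genes against 86, so the kept p-values do not show how much came from that pool. The remaining falls go against oxygen supply or handling time of that pool as the whole source of the difference, but not as a part of it. *Xist* also ranked the control pools in this order, with normalized counts of 4599, 309 and 12989, against 41.9, 466 and 161 in the mutant pools. With the log2 *Xist* value as a covariate, 0 of the 7 genes kept an unadjusted p under 0.05, and their median log2 fold change went from -0.22 to -0.03. Of 100 random reassignments of the *Xist* values to the pools, 11 also left 0, and the median was 6. A different mix of male and female embryos may therefore account for part of the fall in glycolytic genes, as a hypothesis: with 6 pools the covariate and the genotype overlap, and any other difference that follows *Xist* across the pools would act the same way. Of the 4 Y-linked genes and *Xist*, 0 separated the groups without overlap, while *Xist* and 2 of the 4 Y-linked genes had an unadjusted p under 0.05. *Xist* was lower in the mutant pools (log2 fold change -4.16, limma unadjusted p = 0.00559, adjusted p = 0.164). Among the 70 genes called with the covariate, 31 were among the 86.

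*Sox2* fell with the epithelial genes. Of 20 epithelial genes, 19 were lower in the mutant pools and 7 were among the 86. Scaled to these genes, the log2 fold change of *Sox2* was -0.0722, so *Sox2* fell about as much as their mean. A smaller share of epithelium in the mutant pools could give this, as a hypothesis. It would also lower any other gene read only in epithelium. *Shh*, whose Cre the paper describes as broadly expressed in lung epithelium, changed by -0.03 (standard error 0.06). *Sox9* changed by 0.12, and the log2 ratio of *Sox2* to *Sox9* by -0.59. Whether other cells contribute to *Shh* and *Sox9* was not tested, so the hypothesis stays open. The scaling adds the same amount to every gene, so the log2 fold change of 0.52 it gives for *Sox9* restates the fall of the epithelial genes. The fall of the epithelial genes was not uniform: 3 of 20 still differed after scaling to their own mean, *Cdh1* and *Cldn6* lower and *Krt19* higher. Centring on these genes forces changes in both directions, but *Krt19* was higher before it as well (log2 fold change 0.44, limma adjusted p = 0.0734). A smaller share alone would not raise *Krt19*, but a single gene does not decide for the rest of the list. The test thus does not tell a smaller share apart from changes within the epithelium. Among the 86 were 4 lower cell junction genes outside that list. Of these 4, which were chosen by their low p, 3 stayed lower at an unadjusted p under 0.05 after this scaling, *Cdh16*, *Tjp3* and *Fermt1*. These genes are named after their values were seen. The esophagus and stomach genes had a median log2 fold change of -0.30, with 2 of 9 at an unadjusted p under 0.05, and the neural genes had a median of -0.05, with every mutant pool below every control pool in their mean (exact permutation test, p = 0.1), so that less trachea, esophagus or nerve in the mutant dissections could not be told apart from the other explanations.

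The paper discusses several genes and pathways at 14.5 *dpc*. At 11.5 *dpc*, the log2 fold change was -0.03 for *Shh* (limma adjusted p = 0.854), -0.13 for *Ptch1* (0.334), 0.06 for *Hhip* (0.825), -0.35 for *Foxj1* (0.520) and -0.41 for *Trp63* (0.857). *Tfam* (0.01), *Cox10* (-0.09) and *Lrpprc* (-0.09) changed by less than 0.1. None of these 8 genes passed the threshold, and *Ptch1* alone had an unadjusted p under 0.05. Of 81 nuclear-encoded oxidative phosphorylation genes, 0 were among the 86 genes and 4 had an unadjusted p under 0.05, all higher, against 11.0 expected. Their median log2 fold change was 0.04, and camera placed the list slightly higher in the mutant pools (adjusted p = 0.0358; Fisher's exact test gave 0.896 or more in every fit).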
